# Upregulation of 5′-terminal oligopyrimidine mRNA translation upon loss of the ARF tumor suppressor

**DOI:** 10.1038/s41598-020-79379-8

**Published:** 2020-12-17

**Authors:** Kyle A. Cottrell, Ryan C. Chiou, Jason D. Weber

**Keywords:** Tumour-suppressor proteins, Translation

## Abstract

Tumor cells require nominal increases in protein synthesis in order to maintain high proliferation rates. As such, tumor cells must acquire enhanced ribosome production. How the numerous mutations in tumor cells ultimately achieve this aberrant production is largely unknown. The gene encoding ARF is the most commonly deleted gene in human cancer. ARF plays a significant role in regulating ribosomal RNA synthesis and processing, ribosome export into the cytoplasm, and global protein synthesis. Utilizing ribosome profiling, we show that ARF is a major suppressor of 5′-terminal oligopyrimidine mRNA translation. Genes with increased translational efficiency following loss of ARF include many ribosomal proteins and translation factors. Knockout of *p53* largely phenocopies ARF loss, with increased protein synthesis and expression of 5′-TOP encoded proteins. The 5′-TOP regulators eIF4G1 and LARP1 are upregulated in *Arf-* and *p53-*null cells.

## Introduction

Accelerated cellular division and macromolecular growth of tumors is dependent on robust protein synthesis. To meet this need, ribosome biogenesis and translation rates are frequently elevated in cancer cells^1^. Increased translation in cancer cells is often driven by activation of the mTORC1 pathway^1^.

Loss of the gene encoding the ARF tumor suppressor is the most common copy number variation in cancer^2^. ARF is expressed in response to oncogenic stimuli—including the overexpression of Myc, oncogenic Ras and chronic activation of the mTORC1-pathway^3,4^. The canonical function of ARF is to stabilize p53 by sequestering MDM2 in the nucleolus^4–6^. In addition to its canonical role, ARF suppresses global protein synthesis and ribosome biogenesis by regulating rRNA transcription and processing^7–16^. ARF also regulates the translation of specific mRNAs, including VEGFA and DROSHA^10,17^.

While ARF is known to regulate ribosome biogenesis, the p53-MDM2 axis senses dysregulation of ribosome biogenesis^18^. Free ribosomal proteins, such as RPL11, bind to MDM2 and lead to stabilization of p53^18^. In addition, p53 is known to repress the activity of mTORC1 during genotoxic stress^19^.

The synthesis of ribosomal proteins is tightly regulated by the mTORC1 pathway^20^. Multiple components of the translation machinery, including many ribosomal proteins and some translation factors contain a 5′-terminal oligopyrimidine (5′-TOP) motif at the beginning of their mRNAs^21,22^. mTORC1 has been shown to enhance 5′-TOP mRNA translation via two mechanisms; phosphorylation of 4EBP1 and/or LARP1^23–28^. Phosphorylation of 4EBP1 by mTORC1 prevents 4EBP1 from disrupting the interaction of eIF4E and the mRNA cap, and has been shown to selectively enhance 5′-TOP mRNA translation^25,26^. However, the role of 4EBP1 in regulating 5′-TOP mRNA translation has been disputed, as it has been shown that 4EBP1 is dispensable for regulation of 5′-TOP mRNAs under some conditions^29^. LARP1 has a dual-role in regulating the translation of 5′-TOP mRNAs—acting as a repressor and enhancer^24^. As a repressor of 5′-TOP mRNA translation, LARP1 disrupts eIF4E binding to the 5′ end of the mRNA, preventing formation of the eIF4F complex^24^. Activation of the mTORC1 pathway leads to phosphorylation of LARP1 by S6-kinase and mTORC1^24^. When phosphorylated, LARP1 no longer binds to the 5′UTR to repress translation. Phosphorylated LARP1 instead binds the 3′UTR of 5′-TOP mRNAs and enhances their translation^24^.

Here, we show that ARF selectively regulates the synthesis of ribosomal proteins and translation factors containing 5′-TOP motifs within their mRNAs. Knockdown or knockout of ARF caused increased translation of many 5′-TOP mRNAs. This effect of ARF-loss was dependent on p53 expression. Knockout of *p53* caused a similar increase in the expression of some 5′-TOP mRNA encoded proteins. Finally, we observed upregulation of many regulators of 5′-TOP mRNA translation following loss of ARF or p53.

## Results

### Increased protein synthesis following loss of ARF

ARF has been previously identified as a regulator of global protein synthesis^10,16^. To confirm these previous findings, we assessed global protein synthesis using wildtype (WT) and *Arf*^*−/−*^ mouse embryonic fibroblasts (MEFs). The *Arf*^*−/−*^ mouse has been described previously^30^. In the *Arf*^*−/−*^ mice, exon1β of *Cdkn2a*, the gene encoding both *Arf* (p19) and *Ink4a* (p16), has been replaced with a neo cassette. This deletion has no effect on INK4A expression while providing a complete knockout of *Arf*^30^. Polysome profiling of WT and *Arf*^*−/−*^ MEFs revealed a shift of rRNA mass towards polysomes in *Arf*^*−/−*^, indicating more translation in those cells, Fig. 1a and Supplemental Fig. 1. This result is consistent with previous studies^10,16^. We further confirmed this observation by measuring the rate of puromycin incorporation into nascent peptides in WT and *Arf*^*−/−*^ MEFs. Puromycin is a translation elongation inhibitor that is incorporated into nascent peptide during protein synthesis^31^. Using a puromycin antibody it is possible to detect puromyclylated peptides. We observed an increase in puromycylated proteins in *Arf*^*−/−*^ MEFs compared to WT MEFs, Fig. 1b, further confirming elevated protein synthesis in those cells.

**Figure 1:**
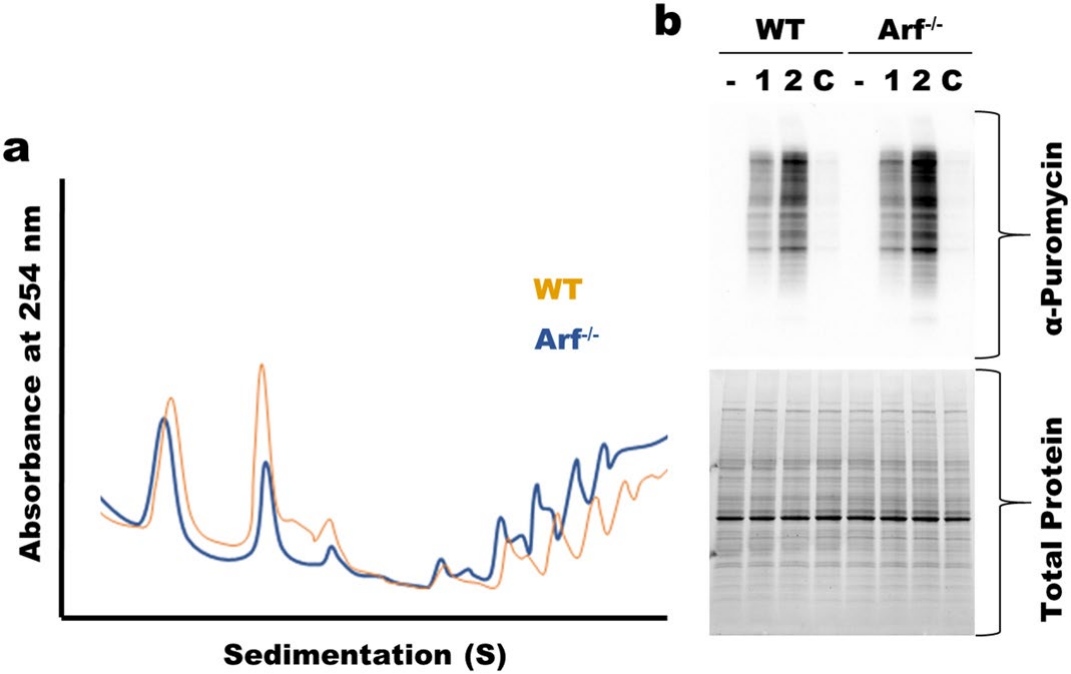
Upregulation of translation following loss of ARF. (**a**) Polysome profiling showing increased polysome peaks in *Arf*^*−/−*^ MEFs (**b**) Puromycin translation assay showing increased protein production in *Arf*^*−/−*^ MEFs. – untreated, 1 and 2 treatment with puromycin for 1 or 2 min, C indicates cells that were treated with cycloheximide prior to puromycin treatment for 2 min.

### Increased translation efficiency of 5′-TOP mRNAs upon ARF depletion

Previously ARF has been identified to not only regulate translation globally but to specifically regulate the translation of a subset of mRNAs^10,17^. To map global translational regulation by ARF we employed ribosome profiling to measure changes in translation following ARF depletion. We performed ribosome profiling and RNAseq for WT MEFs transduced with either shSCR or shARF in addition to *Arf*^*−/−*^ MEFs transduced with shSCR, Fig. 2a. 

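WT-shSCR, WT-shARF and *Arf*-/--shSCR MEFs, which are fibroblasts grown from mouse embryos and transduced with lentiviral short hairpin RNAs, were each measured by RNAseq and by ribosome profiling. Ribosome profiling sequences the mRNA fragments that a ribosome shields from nuclease, so its reads report how many ribosomes sit on each mRNA. With 2 replicates per group and assay, this gave 12 libraries. The authors clipped adapters, removed reads of rRNA and other noncoding RNA, aligned the rest to the mm10 mouse genome with TopHat and counted reads on the coding sequence of each gene with HTSeq. They deposited these counts for 20661 genes without normalization. The RNAseq counts on genes summed to 2803035 and 1578627 in the WT-shSCR replicates, 1817812 and 3989908 in the WT-shARF replicates and 2709338 and 2411925 in the *Arf*-/--shSCR replicates. The ribosome profiling counts summed to 3109431 and 2544319, 2787198 and 4800039, and 5100670 and 5157572 in the same order. HTSeq left out alignments that were not unique, which were 79.22% to 81.38% of those in the RNAseq libraries and 46.34% to 52.92% of those in the ribosome profiling libraries. The 10 genes with the most reads took 9.45% to 13.32% of the RNAseq counts and 11.49% to 13.57% of the ribosome profiling counts. From the deposited counts, normalized counts (CPM, counts scaled to a common library size) were computed with edgeR's TMM factors. The sample labels give C57BL/6J as the strain of the WT MEFs, while the paper's methods give B6129SF2/J. *Cdkn2a*, the gene that encodes ARF, lies on the minus strand of chromosome 4 of GRCm38 (mm10) from 89274471 to 89294653. It also encodes INK4A, and counts per gene do not separate the products. Its RNAseq level was 42.4 ± 1.97 CPM (SD, n = 2) in WT-shSCR MEFs and 29.3 ± 3.14 CPM (SD, n = 2) in *Arf*-/--shSCR MEFs. In the libraries labelled WT-shARF it was 640.6 ± 18.6 CPM (SD, n = 2), a log2 fold change of 3.91 (standard error 0.16, adjusted p = 5.57e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its footprints rose in those libraries as well, by a log2 fold change of 2.99 (adjusted p = 3.49e-17, edgeR), and fell in *Arf*-/--shSCR MEFs, by a log2 fold change of -1.10 (adjusted p = 4.67e-05, edgeR). The RNAseq and footprint counts of *Cdkn2a* thus went against the label in the libraries labelled WT-shARF. Every direction given for the knockdown rests on that label.

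**Figure D1:**
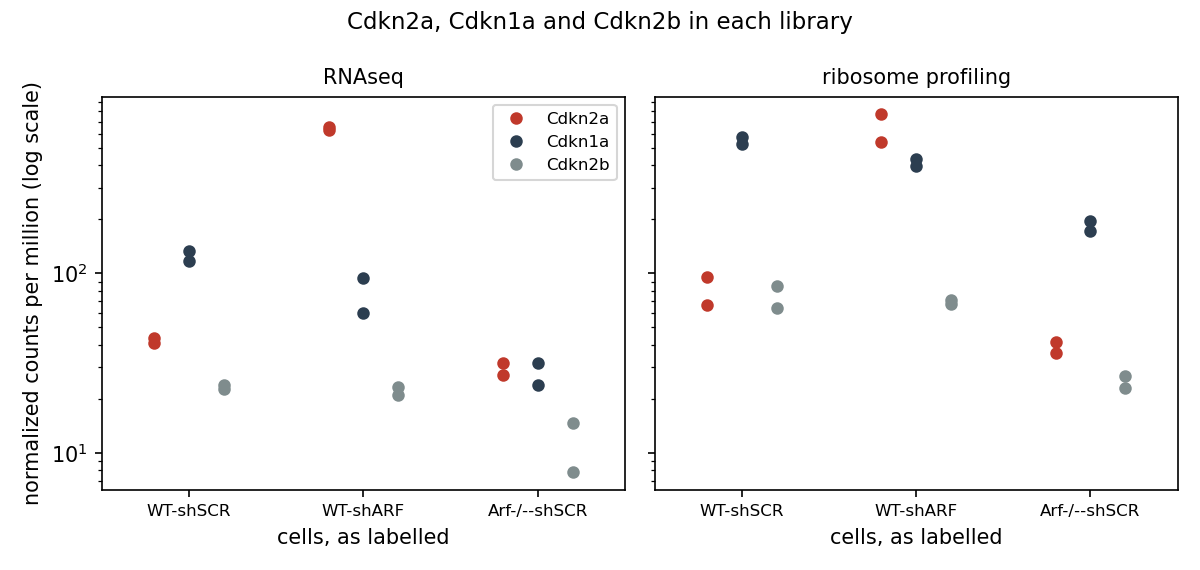
Normalized counts in CPM (log axis) of Cdkn2a, Cdkn1a and Cdkn2b in each of the 12 libraries, by the cells named on the label, with RNAseq on the left and ribosome profiling on the right. Each point is a replicate. The Cdkn2a points of the libraries labelled WT-shARF sit at 627.4 and 653.8 CPM in RNAseq and at 539.9 and 770.3 CPM in ribosome profiling, above those of both other groups.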

The shRNA used to knockdown ARF has been described previously and has no effect on INK4A expression^16^. 

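For each group and assay, log10 normalized counts of the replicates were compared over the genes with reads in both. In RNAseq, Pearson's r across genes was 0.95 over 13379 genes for WT-shSCR, 0.954 over 14076 genes for WT-shARF and 0.952 over 14057 genes for *Arf*-/--shSCR MEFs. In ribosome profiling it was 0.947 over 12345 genes, 0.956 over 12459 genes and 0.964 over 12771 genes. Genes are not independent replicates, so these values describe the libraries and carry no p-value. The choice of scale moved them most: on the linear scale r was 0.977 to 0.983 in RNAseq and 0.997 to 0.999 in ribosome profiling. Set against counting error alone, with PCR copies counted as separate molecules, the chi-square statistic per gene between replicates was 3.87 to 7.63.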

Replicate-to-replicate comparisons show strong correlations between RNAseq or ribosome profiling replicates (Supplemental Fig. 2b). 

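A change of TE is the fold change of ribosome footprints divided by the fold change of RNA. It was tested for each gene as the interaction of assay and condition with edgeR's quasi-likelihood F test, in a fit of the 8 libraries of the groups compared. Genes with too few reads were left out by edgeR's filterByExpr, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. TMM factors scale the libraries to a common level, so a change of TE is relative to most other genes. A rise of translation common to all genes would not appear in it.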

We used DESeq2 to identify differential translation efficiency (TE) as described previously^32^. 

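After knockout of *Arf*, 11314 genes were tested, and 99.81% of them had no significant change of TE. The adjusted p-value passed the threshold for 10 genes with higher and 12 genes with lower TE, and an unadjusted p-value under 0.05 was reached by 326 genes with higher and 447 genes with lower TE. After knockdown, 11289 genes were tested and 99.96% were not called. TE was higher for 4 genes and lower for 0 genes, against 430 and 321 at an unadjusted p-value under 0.05. With RLE or upper quartile size factors in place of TMM, the calls after knockout were 15 higher and 12 lower. With 2 replicates against 2, no gene could reach a smaller p than 0.33 in an exact permutation test of its own values, so these calls rest on the spread that edgeR shares between genes. In counts simulated from the knockout comparison, edgeR recovered 17.1% of genes changed by a log2 of 1 in TE. A gene that was not called may thus have changed.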

Most mRNAs showed no significant difference in TE upon loss of ARF, Fig. 2b,c. However, a subset of mRNAs showed a slight but significant increase in translation following ARF depletion by either knockdown with shARF or knockout of *Arf*. 

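The genes with higher TE after knockout were *Zdhhc15*, *Fth1*, *Tpt1*, *Rps20*, *Rps27a*, *Rplp1*, *Tmsb10*, *Rpl41*, *Eef1b2* and *Rplp0*. Their log2 fold changes ran from 0.69 for *Rplp0* to 3.31 for *Zdhhc15*. After knockdown they were *Trpm7*, *Mogat2*, *Zfp934* and *Rps14*, with log2 fold changes from 0.78 for *Rps14* to 2.33 for *Trpm7*. Of the called genes with lower TE after knockout, *Stag3*, *Tlr13* and *Spa17* fell furthest. *Stag3* had 0 footprint reads in both knockout replicates and 4 and 13 in the control replicates. *Tlr13*, with a log2 fold change of -4.73 (standard error 0.80), had 3 and 4 footprint reads in the knockout and 29 and 29 in the control replicates. *Spa17*, with -4.10 (standard error 0.86), had 91 and 89 against 73 and 300, the last being 24.35 and 119.6 CPM. RNAseq reads of *Spa17* were 104 and 20 in the knockout and 10 and 13 in the control replicates. The size of its fall thus rests on replicates that differ. In the edgeR fits described above, no gene had higher TE past the threshold in both comparisons. Without the filter 19 genes did by edgeR, and by DESeq2 34 genes did, of which 30 are on the 5′-TOP list. The alternative that moved these counts most after knockout was testing without the filter, which gave 83 genes with higher TE, and after knockdown it was DESeq2 in place of edgeR, which gave 52. DESeq2 gave 65 higher and 13 lower after knockout. With the replicate number as a block, 11 genes had higher and 14 lower TE after knockout, and 28 had higher and 7 lower TE after knockdown. The deviations of equally numbered RNAseq replicates from their group means had an r of 0.007 across genes between WT-shSCR and the libraries labelled WT-shARF, and of -0.067 between WT-shSCR and *Arf*-/--shSCR MEFs, or -0.118 with at least 30 counts in every library.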

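Over the 11084 genes tested in both comparisons, the log2 fold changes of TE after knockout and knockdown had a Pearson's r of 0.55 and a Spearman's rho of 0.495, and 67.2% of the genes changed in the same direction. The correlation is across genes, which are not independent replicates, so no p-value is given. Both comparisons used the same WT-shSCR libraries. When WT-shSCR replicate 1 served as the control for knockout and replicate 2 as the control for knockdown, r over the same genes was 0.05, and with the replicates exchanged it was 0.031. Single controls add noise, which lowers r but not the covariance. The covariance kept was 12.8% over these genes and 42.4% over the 2771 of them with the highest expression.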

There is a significant correlation between fold change of TE following ARF knockdown and knockout, Fig. 2d. Gene ontology (GO) analysis of the genes with increased TE following knockout of *Arf* identified multiple GO terms associated with translation, Fig. 2e. 

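The GO terms were not computed again here, since no GO annotation was used. Gene families were counted by gene symbol in their place. Of the 11314 genes tested after knockout of *Arf*, 79 encode ribosomal proteins, and they made up 5 of the 10 genes with higher TE (one-sided Fisher's exact test, p = 3.6e-09). Translation factors were 56 of the genes tested and 1 of the 10 (one-sided Fisher's exact test, p = 0.048).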

A closer look at the genes with the biggest increase in TE revealed many ribosomal proteins and translation factors. It has been well established that most ribosomal proteins and many translation factors contain a 5′-TOP motif^21,22^. 

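*Zdhhc15*, on chromosome X from 104536969 to 104671064, had the highest log2 fold change of TE among the called genes after knockout, with a standard error of 0.56 and an adjusted p of 0.0118 (edgeR). Its RNA fell from 257.3 ± 73.2 CPM (SD, n = 2) in WT-shSCR to 53.1 ± 4.54 CPM (SD, n = 2) in *Arf*-/--shSCR MEFs. It had only 12 and 5 footprint reads in the WT-shSCR replicates and 50 and 15 in the knockout replicates. *Fth1* on chromosome 19, with a log2 fold change of 1.40 (standard error 0.20, adjusted p = 0.00223, edgeR), also rose in TE through a fall of its RNA, by a log2 fold change of -1.31, while its footprints changed by 0.13. *Tpt1* on chromosome 14, *Rps20* on chromosome 4 and *Rps27a* on chromosome 11 followed. For *Tpt1* the footprints rose from 697.5 ± 3.26 CPM (SD, n = 2) to 1087 ± 67.7 CPM (SD, n = 2), a log2 fold change of 0.605. Its RNA fell by a log2 fold change of -0.556 (adjusted p = 0.0269, edgeR), so both parts raised its TE. For *Rps20* the log2 fold change of TE was 0.90 (adjusted p = 0.0168, edgeR), of which footprints gave 0.51 and RNA -0.43. For *Rps27a* it was 0.87 (adjusted p = 0.0127, edgeR). Among the 50 rises with the smallest p-values, 29 were genes of ribosomal proteins and 3 were translation factors, with adjusted p-values up to 0.274 (edgeR). All 79 genes of ribosomal proteins had a log2 fold change of TE above 0, with a median of 0.48, against 32 of 56 translation factors, with a median of 0.08. After knockdown, *Trpm7* had the largest rise among the called genes. Its RNA was 2178 CPM in WT-shSCR replicate 1 and 868.5 CPM in replicate 2, and 155.2 and 153.6 CPM in the libraries labelled WT-shARF. Its footprints fell as well, by a log2 fold change of -0.987 (adjusted p = 0.00015, edgeR). RNA of *Zfp934* and *Mogat2* changed by -2.139 and -1.465, and their footprints by -0.609 and 0.246. The TE of *Trpm7*, *Zfp934* and *Mogat2* thus rose mainly through a fall of RNA. For *Rps14* the footprints changed by 0.488 and RNA by -0.279.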

Analysis of our ribosome profiling results revealed that many of the mRNAs with increased TE are known to contain a 5′-TOP motif, Fig. 2f. ^21^. Furthermore, mRNAs known to contain a 5′-TOP motif show a general increase in TE following knockout of *Arf*, Fig. 2g.

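Of the known 5′-TOP genes on the paper's list, 77 were tested. They made up 6 of the genes with higher TE after knockout (*Tpt1*, *Rps20*, *Rplp1*, *Rpl41*, *Eef1b2* and *Rplp0*), more than the other genes did (one-sided Fisher's exact test, p = 1.67e-11). After knockdown the listed gene was *Rps14* (one-sided Fisher's exact test, p = 0.027). When p-values were adjusted over the listed genes alone, 60 of the 77 had higher TE after knockout and 62 after knockdown, and 0 had lower TE in either comparison. Of the 77 genes, 55 have at least a pseudogene named after them in the annotation. Reads that aligned to several places were not counted, so the counts of these genes are uncertain.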

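The 77 listed 5′-TOP genes had a median log2 fold change of TE of 0.50 (SD 0.22 across genes) after knockout of *Arf*, against -0.04 (SD 0.80) for all other genes tested, a shift of 0.538. The shift was significant in limma's competitive gene set test camera (adjusted p = 5.5e-49, two-sided, Benjamini-Hochberg over 6 tests). Camera was given a preset correlation between genes of 0.01, so its p-values take the listed genes as nearly independent. If these genes move together more than that, the p-values are too small. Of the 77 genes, 75 had a log2 fold change above 0. Of 10000 random lists of the same size matched on mean expression, 0 had a median as high. The shift came from the footprints, which rose relative to other genes by 0.518 and significantly for 77 of the 77 genes (edgeR, Benjamini-Hochberg adjusted), while the RNA shift was -0.004 (limma camera, adjusted p = 0.99). After knockdown the TE shift was 0.434 (limma camera, adjusted p = 9.3e-44), with 77 of 77 genes above 0. The footprint shift was then 0.338 and the RNA shift -0.083 (limma camera, adjusted p = 0.026). The coding sequences of the listed genes are short, with a median of 495 nt, and other genes with short coding sequences also had a slightly higher TE. Removing the trend with coding sequence length left a shift of 0.483 after knockout and of 0.343 after knockdown. The alternative that moved it most set the list against other genes matched on mean expression and coding sequence length, which gave 0.413 and 0.249. With the replicate number as a block the shift was 0.533 and 0.434. The paper takes its ribosome profiling results, combined with its immunoblots and mRNA measurements of 5′-TOP genes (Fig. 3), as support for increased translation of 5′-TOP mRNAs in ARF-null MEFs. It adds luciferase reporters of *Eef2*, with the 5′-TOP motif intact or mutated, and of *Rpl23a*.

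**Figure D2:**
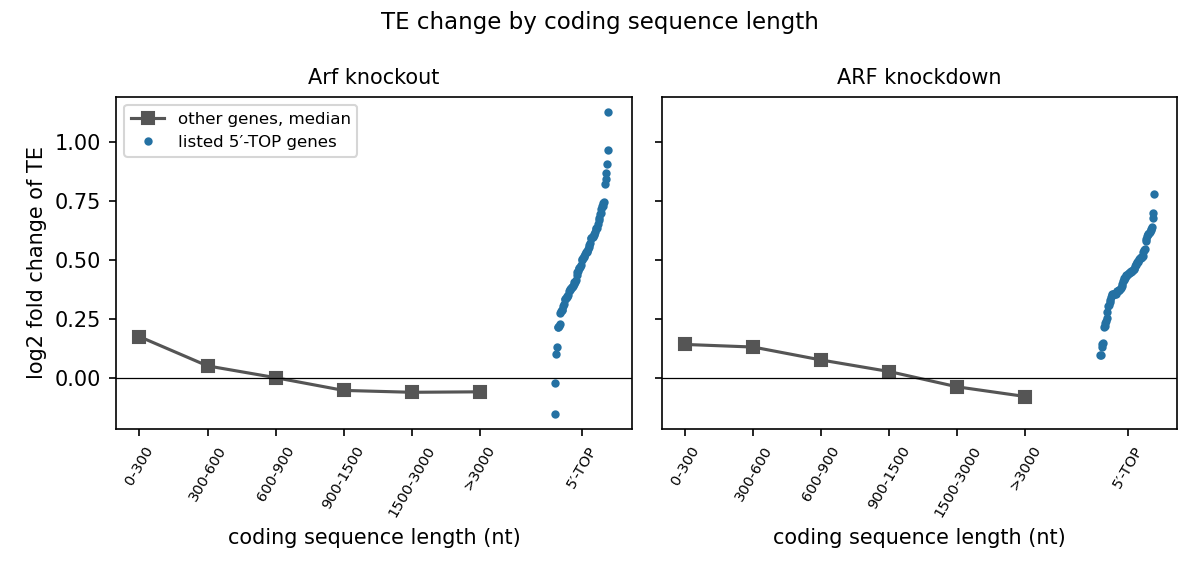
Log2 fold change of TE (y axis) by coding sequence length in nt (x axis) after Arf knockout (left) and ARF knockdown (right). Squares are the medians of genes that are neither listed 5′-TOP genes nor ribosomal protein genes, and dots are the 77 listed 5′-TOP genes in rank order. The squares run from 0.17 to -0.06 after knockout and from 0.14 to -0.08 after knockdown, below most of the dots.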

**Figure 2:**
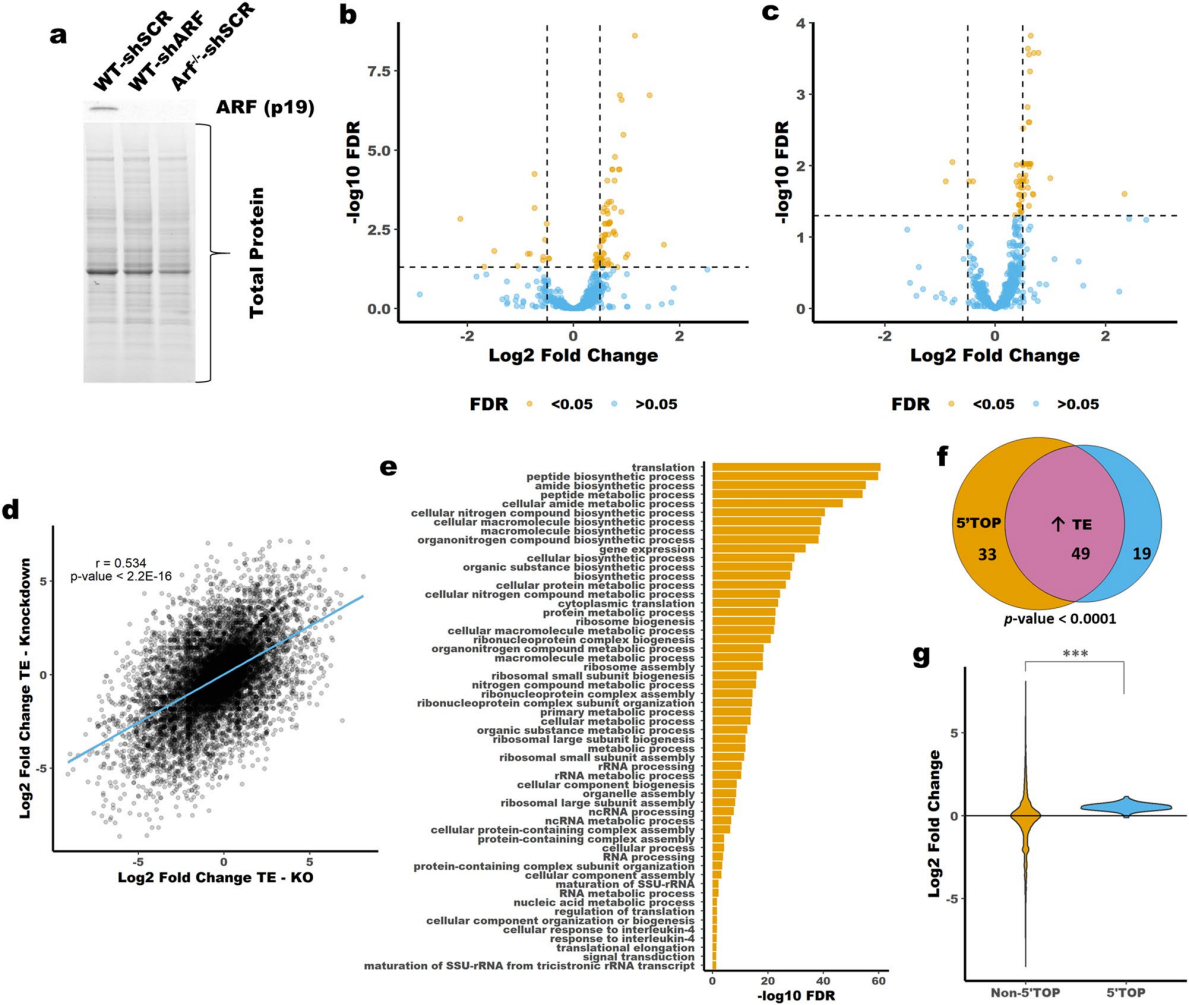
Ribosome profiling reveals upregulation of 5′-TOP mRNA translation following loss of ARF. (**a**) Immunoblot showing knockdown and knockout of *Arf* in MEFs. (**b**) Volcano plot showing Log2 Fold Change of TE between WT-shSCR and *Arf*^*−/−*^ -shSCR MEFs or WT-shSCR and WT -shARF MEFs (**c**) Vertical lines are Log2 Fold Change of ± 0.5. Horizontal line is FDR corrected *p*-value of 0.05. (**d**) Correlation between Fold Change of TE following ARF knockout (x-axis) or ARF knockdown (y-axis). (**e**) Geno ontology terms associated with genes that have increased TE following ARF knockout. (**f**) Venn-diagram showing overlap between mRNAs with increased TE and the presence of a 5′-TOP motif. (**g**) Violin plot showing the TE of mRNAs known to contain a 5′-TOP motif versus those that are not known to contain the motif^21^. *** *p*-value < 0.00001; Hypergeometric test (**f**) or two-tailed t-test (**g**).

To validate our ribosome profiling findings, we assessed the mRNA and protein abundance of several 5′-TOP genes in MEFs following depletion of ARF. By immunoblot we observed increased protein abundance for the 5′-TOP genes PABPC1, TPT1, EEF2, RPL23A and RPL22, Fig. 3a,b and Supplemental Figs. 3, 4. 

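The log2 fold change of TE after knockout of *Arf* was 1.13 for *Tpt1* (standard error 0.16, adjusted p = 0.00257, edgeR), 0.96 for *Pabpc1* (standard error 0.22, adjusted p = 0.0757), 0.74 for *Rpl23a* (standard error 0.16, adjusted p = 0.0579), 0.72 for *Rpl22* (standard error 0.18, adjusted p = 0.137) and 0.22 for *Eef2* (standard error 0.12, adjusted p = 0.774). Only the change of *Tpt1* passed the threshold over all genes tested, and part of it was a fall of its RNA (log2 fold change -0.556). After knockdown the log2 fold changes of TE were 0.30 for *Tpt1*, 0.22 for *Pabpc1*, 0.51 for *Rpl23a*, 0.51 for *Rpl22* and 0.39 for *Eef2*. Their adjusted p-values ran from 0.311 to 0.898 (edgeR). Each of the 5 genes was higher in all 4 pairings of a knockout with a control replicate.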

The increased protein abundance measured by immunoblot was generally consistent with the increased TE measured by ribosome profiling, Fig. 3d. The antibody used for PABPC1 was raised against a peptide from PABPC1, but may cross-react with other PABPCs, as such we have labeled this blot and others ‘PABP’. Because the expression of PABPC1 is much higher than that of the other PABPCs (Supplemental Dataset) it likely that most of the immunoblot signal is coming from PABPC1. 

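*Pabpc1*, on chromosome 15 from 36595661 to 36609668, had 539 CPM in RNAseq of WT-shSCR MEFs (mean of n = 2) and 601.4 CPM in ribosome profiling. *Pabpc4*, on chromosome 4, had 53.9 CPM in RNAseq and 28.9 CPM in ribosome profiling of the same cells. *Pabpc4l* had 1.18 and 5.06 CPM. *Pabpc1l*, *Pabpc2*, *Pabpc5* and *Pabpc6* were below 2 CPM in each group and assay. In *Arf*-/--shSCR MEFs, *Pabpc1* had 365.4 CPM in RNAseq and *Pabpc4* 61.4 CPM.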

The expression of PABPC1, TPT1, EEF2, RPL23A and RPL22 was unchanged at the mRNA level, Fig. 3c. Combined with our ribosome profiling results these data support increased translation of 5′-TOP mRNAs in ARF-null MEFs. To further validate these findings, we utilized a previously described 5′-TOP reporter^26^. The reporter contains the promoter and 5′-UTR of the 5′-TOP gene EEF2, Fig. 3e. The 5′-TOP reporter and a control that has a mutated 5′-TOP motif were transfected in parallel into WT or *Arf*^*−/−*^ MEFs along with a firefly luciferase control. We observed increased luciferase activity for our 5′-TOP reporter in *Arf*^*−/−*^ MEFs, Fig. 3f. This contrasts with the 5′-TOP-mutant reporter which had consistent activity between WT and *Arf*^*−/−*^ MEFs. Analysis of the mRNA abundance of the 5′-TOP reporter revealed no change in mRNA expression in *Arf*^*−/−*^ MEFs relative to WT, Fig. 3g. This indicates that the increased luciferase activity observed for the 5′-TOP reporter is caused by increased translation efficiency—not transcription or RNA stability. To provide further evidence we generated a second reporter system; the promoter and 5′UTR from *Rpl23a*, a 5′-TOP containing gene that showed increased TE upon ARF depletion in our ribosome profiling data, was cloned upstream of firefly luciferase, Supplemental Fig. 4b. 

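*Rpl23a* lies on the minus strand of chromosome 11 from 78180932 to 78183584, and its coding sequence is 468 nt long. Its footprints rose from 526 ± 25.0 CPM (SD, n = 2) in WT-shSCR to 794.8 ± 36.9 CPM (SD, n = 2) in *Arf*-/--shSCR MEFs, and to 718.2 ± 44.5 CPM (SD, n = 2) in the libraries labelled WT-shARF. These rises were significant (adjusted p = 7.75e-06 and 0.000356, edgeR). Its RNA was 741.5 ± 46.1, 642.5 ± 71.4 and 712.3 ± 55.0 CPM (SD, n = 2) in the same groups, which are changes within 2 standard errors.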

The RPL23A reporter showed increased luciferase activity in ARF knockdown and knockout MEFs relative to WT, Supplemental Fig. 4c,d. Together these data confirm increased translation efficiency of 5′-TOP containing mRNAs following loss of ARF.

**Figure 3:**
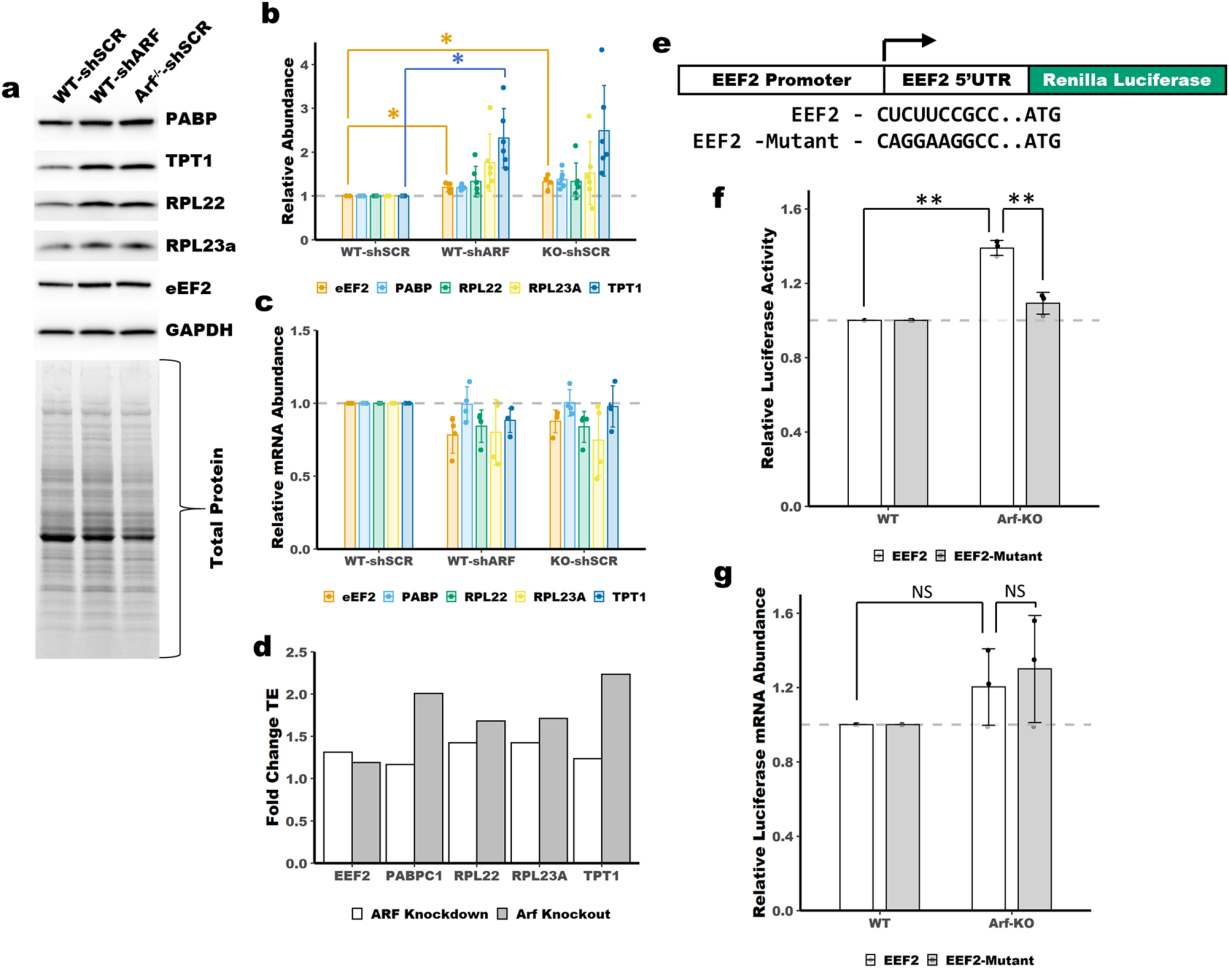
Upregulation of 5′-TOP mRNA translation following loss of ARF. (**a**) Immunoblot analysis showing increased protein abundance of PABP, TPT1, RPL23A, EEF2 and RPL22. (**b**) Quantitation of blots in panel (**a**). Total protein was used for normalization. Mean ± SD, n = 6. (**c**) qPCR shows no change in mRNA expression of 5′-TOP mRNAs. Mean ± SD, n = 4. (**d**) The average fold change of TE from two ribosome profiling replicates is shown for PABPC1, TPT1, RPL23A, EEF2 and RPL22. (**e**) Schematic of the luciferase reporters used in panels (**f**,**g**). (**f**) Luciferase activity of a 5′-TOP reporter is increased in *Arf*^*−/−*^ MEFs (Arf-KO). Luciferase activity was normalized to firefly luciferase transfection control and set relative to WT. Mean ± SD, n = 3. (**g**) qPCR shows no increase in mRNA expression of the 5′-TOP reporter. Normalized to firefly luciferase transfection control. Mean ± SD, n = 3. *, p-value < 0.05, ** *p*-value < 0.01; two-tailed t-test with Bonferoni correction.

### Increased translation efficiency of 5′-TOP mRNAs upon ARF loss is dependent on p53

ARF is a well-known activator of p53^4,5^. To test whether p53 is required for ARF-dependent regulation of 5′-TOP mRNA translation we performed some of the experiments described above in *p53*^*−/−*^ MEFs. Knockdown of ARF in *p53*^−/−^ MEFs had no effect on protein abundance of the evaluated 5′-TOP genes, Fig. 4a,b and Supplemental Fig. 5b. Furthermore, knockdown of ARF had no effect on the translation of the EEF2 5′-TOP reporter or the RPL23A reporter, Fig. 4c and Supplemental Fig. 5c. There was no difference in polysome abundance between shSCR and shARF transduced *p53*^−/−^ MEFs indicating no changes in total protein synthesis, Fig. 4d and Supplemental Fig. 5a. However, there were some changes in the abundance 40S and 60S ribosomal subunits based on variations in peak heights. This observation mirrored that seen following knockout of *Arf* in WT MEFs. These findings indicate that p53 is required for ARF-dependent translational regulation of 5′-TOP mRNAs.

**Figure 4:**
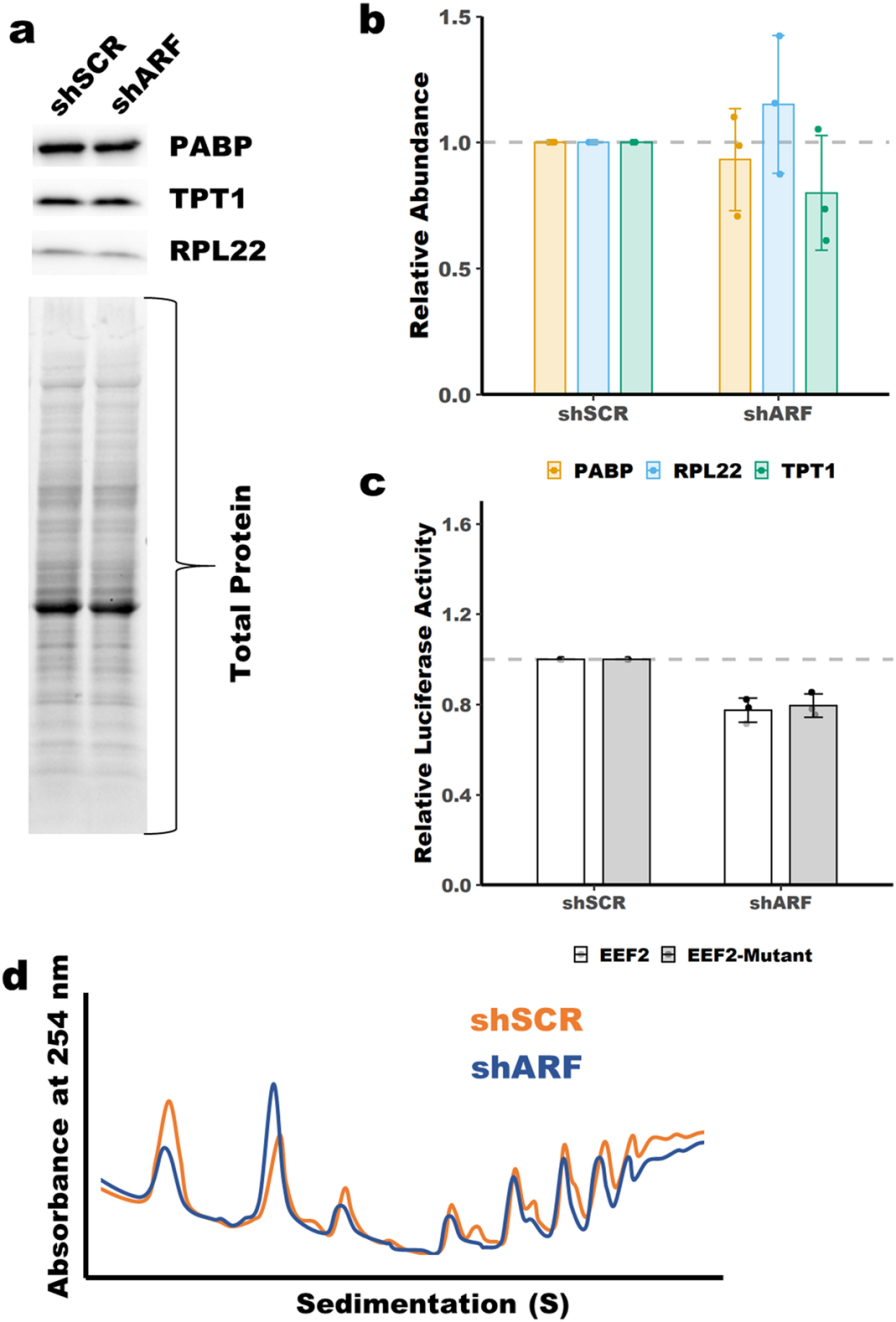
5′-TOP expression is unaffected by ARF knockdown in *p53*^*−/−*^ MEFs. (**a**) Immunoblot analysis showing no change in protein abundance of PABPC1, TPT1 and RPL22 following ARF knockdown in *p53*^*−/−*^ MEFs. (**b**) Quantitation of blots in panel (**a**). Total protein was used for normalization. Mean ± SD, n = 3. (**c**) No change in luciferase activity of a 5′-TOP reporter following ARF knockdown in *p53*^*−/−*^ MEFs. Luciferase activity was normalized to *Renilla* luciferase transfection control and set relative to shSCR. Mean ± SD, n = 3. (**d**) Polysome profiling showing no change in polysome peaks in *p53*^*−/−*^ MEFs following knockdown of ARF.

### Loss of ARF modestly affects the expression or activity of 5′-TOP regulators

The mTOR pathway is known to regulate 5′-TOP mRNAs through the phosphorylation of LAPR1, which changes LARP1 from a repressor of 5′-TOP mRNA translation to an enhancer^23,24,27,28^. LARP1 is phosphorylated by mTORC1 and the mTORC1 substrate S6-kinase^24^. Immunoblot analysis of mTORC1 pathway activation in WT and ARF-null MEFs revealed a slight, though inconsistent and non-significant increase in mTORC1 activity, Fig. 5a,b and Supplemental Fig. 7a. S6-kinase showed the largest increase, though statistically insignificant, in phosphorylation following ARF depletion, indicating LARP1 may be phosphorylated in those cells. However, inhibition of S6-kinase had no effect on the expression of 5′-TOP encoded proteins, Supplementary Fig. 9. This result is consistent with previous studies that have shown S6-kinase to be dispensable for regulation of 5′-TOP mRNA translation^33^. Interestingly, we observed increased phosphorylation of S6-kinase, but no increased phosphorylation of other mTORC1 markers following ARF-knockdown in *p53*^*−/−*^ MEFs, Supplemental Fig. 6a,b. Treatment with the mTOR inhibitor rapamycin was employed to assess the importance of mTORC1 pathway activity in *Arf*^*−/−*^ MEFs. Consistent with previous reports, cells treated with rapamycin show reduced mTOR autophosphorylation and reduced expression of the 5′-TOP encoded proteins RPL22, PABPC1 and TPT1, Fig. 5c,d ^34,35^. These results show that mTORC1 activity is required for maximal expression of 5′-TOP mRNAs in ARF-null MEFs.

**Figure 5:**
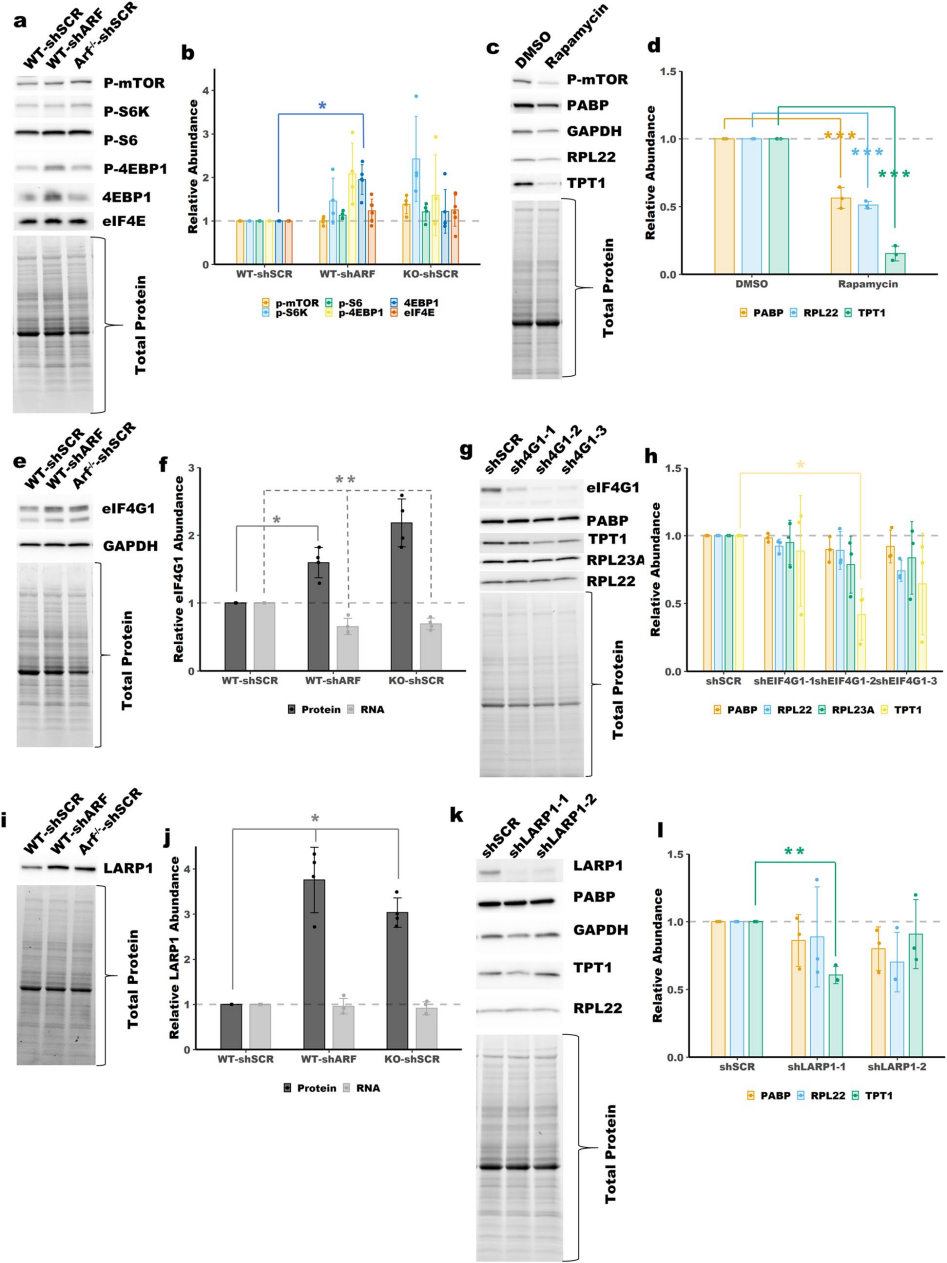
The expression and activity of 5′-TOP mRNA regulators following loss of tumor suppressors. (**a**) Immunoblot analysis showing activity of mTORC1 in WT and ARF-null MEFs and quantified in (**b**). p-mTOR = p-S2484, p-S6K = p-T389 (p70), p-S6 = p-S240/S244, p-4EBP1 = p-T37/T46. Total protein was used for normalization. Mean ± SD, n = 4–5 (**c**) Immunoblot analysis showing expression of 5′-TOP mRNA encoded proteins following treatment with rapamycin (Selleck Chemicals) and quantified in (**d**). *Arf*^*−/−*^ MEFs were treated with 5 nM rapamycin for 4 days. Total protein was used for normalization. Mean ± SD, n = 3. (**e**) Immunoblot analysis showing increased expression of eIF4G1 in *ARF*-null MEFs. **f** Quantitation of blot in (**e**) and qPCR for eIF4G1, total protein was used for normalization of immunoblot, Mean ± SD, n = 4. (**g**) Immunoblot analysis showing the effect of eIF4G1 knockdown on 5′-TOP gene expression. **h** Quantitation of blot in (**g**), total protein was used for normalization of immunoblot, Mean ± SD, n = 3. (**i**) Immunoblot analysis showing increased expression of LARP1 in *ARF*-null MEFs. (**j**) Quantitation of blot in **i** and qPCR for LARP1, total protein was used for normalization of immunoblot, Mean ± SD, n = 4. (**k**) Immunoblot of *Arf*^*−/−*^ MEFs following knockdown of LARP1 with two different shRNAs. (**l**) Quantitiation of blot in (**k**), total protein was used for normalization of immunoblot, Mean ± SD, n = 3. *, **, *** *p*-value < 0.05, < 0.01, < 0.001; two-tailed t-test with Bonferoni correction.

mTORC1 has been shown to enhance 5′-TOP translation through phosphorylation of 4EBP1^25^. There was a slight but insignificant increase in p-4EBP1 levels upon ARF knockdown, but no change upon knockout of ARF, Fig. 5a,b and Supplemental Fig. 7a. However, there was also an increase in total 4EBP1 levels upon ARF knockdown, Fig. 5a,b and Supplemental Fig. 7b. As unphosphorylated 4EBP1 is a translational repressor, the increased expression of 4EBP1 upon ARF knockdown is unlikely to contribute to increased 5′-TOP translation. The expression of eIF4E was unchanged upon knockout or knockdown of ARF, Fig. 5a,b and Supplemental Fig. 7c-d.

Maximal translation of 5′-TOP mRNAs is dependent on eIF4G1 expression^26^. Immunoblot analysis revealed increased eIF4G1 expression in ARF-null MEFs, Fig. 5e,f and Supplemental Fig. 8. A similar increase was observed in *p53*^*−/−*^ MEFs following ARF-knockdown, Supplementary Fig. 6c,d. We attempted to overexpress eIF4G1 in WT MEFs via lentiviral transduction, but due to the size of the coding sequence the transduction efficiency was extremely low (data not shown). As such, we took the reverse approach and knocked-down eIF4G1 in *Arf* ^*−/−*^ MEFs. Knockdown of eIF4G1 caused a slight reduction of protein expression for several 5′-TOP genes at 4 days post transduction, Fig. 5g,h, and Supplemental Fig. 8b. These data suggest that increased eIF4G1 expression is unlikely to be driving increased translation of all 5′TOP mRNAs, but may have a role in regulating specific mRNAs like TPT1.

LARP1 is a known regulator of 5′-TOP mRNA translation^24,27,28^. Immunoblot analysis of WT and ARF-null MEFs showed increase protein abundance for LARP1, Fig. 5i,j and Supplemental Fig. 8c. There was no increase in LARP1 mRNA expression in ARF-null MEFs relative to WT MEFs, Fig. 5j. Knockdown of ARF in *p53*^*−/−*^ MEFs had no effect on LARP1 expression, Supplementary Fig. 5e,f. Given the dual role of LARP1 as both an enhancer and repressor of 5′-TOP mRNA translation^24^ it is possible that elevated expression of LARP1 in this context could drive 5′-TOP mRNA translation. However, knockdown of LARP1 had little to no effect on the expression of several 5′-TOP genes in *Arf*^*−/−*^ MEFs, Fig. 5k,l. Only one of the two shRNAs targeting LARP1 had a significant effect on expression but for only one of the 5′-TOP genes assessed – TPT1. These findings indicate that elevated LARP1 expression is not likely to be the driving force behind increased 5′-TOP mRNA translation following loss of ARF, though it may have a role in the regulation of specific 5′-TOP mRNAs.

### Loss of p53 causes upregulation of 5′-TOP mRNAs

Having observed a role for ARF in regulation 5′-TOP mRNA translation, we next sought to determine if p53, which is tightly coupled to ARF expression, has a similar role. Polysome profiling revealed increased translation in *p53*^*−/−*^ MEFs, as indicated by higher polysome peaks, Fig. 6a and Supplemental Fig. 10a-b. We used immunoblot analysis and qPCR to determine the protein and mRNA expression of some of the 5′-TOP genes studied above. We observed an increase in protein expression for three of the 5′-TOP genes (PABPC1, EEF2 and TPT1) in *p53*^*−/−*^ MEFs, there was no increase in RNA expression, Fig. 6b,e,f, and Supplemental Figs. 10 and 11. This is consistent with our findings from *ARF*-null MEFs. Analysis of the luciferase reporters described above showed increased activity for the EEF2 5′-TOP reporter and the RPL23A reporter in *p53*^*−/−*^ MEFs, Fig. 6c and Supplemental Fig. 10c, without any increase in mRNA expression, Fig. 6d and Supplemental Fig. 10d.

**Figure 6:**
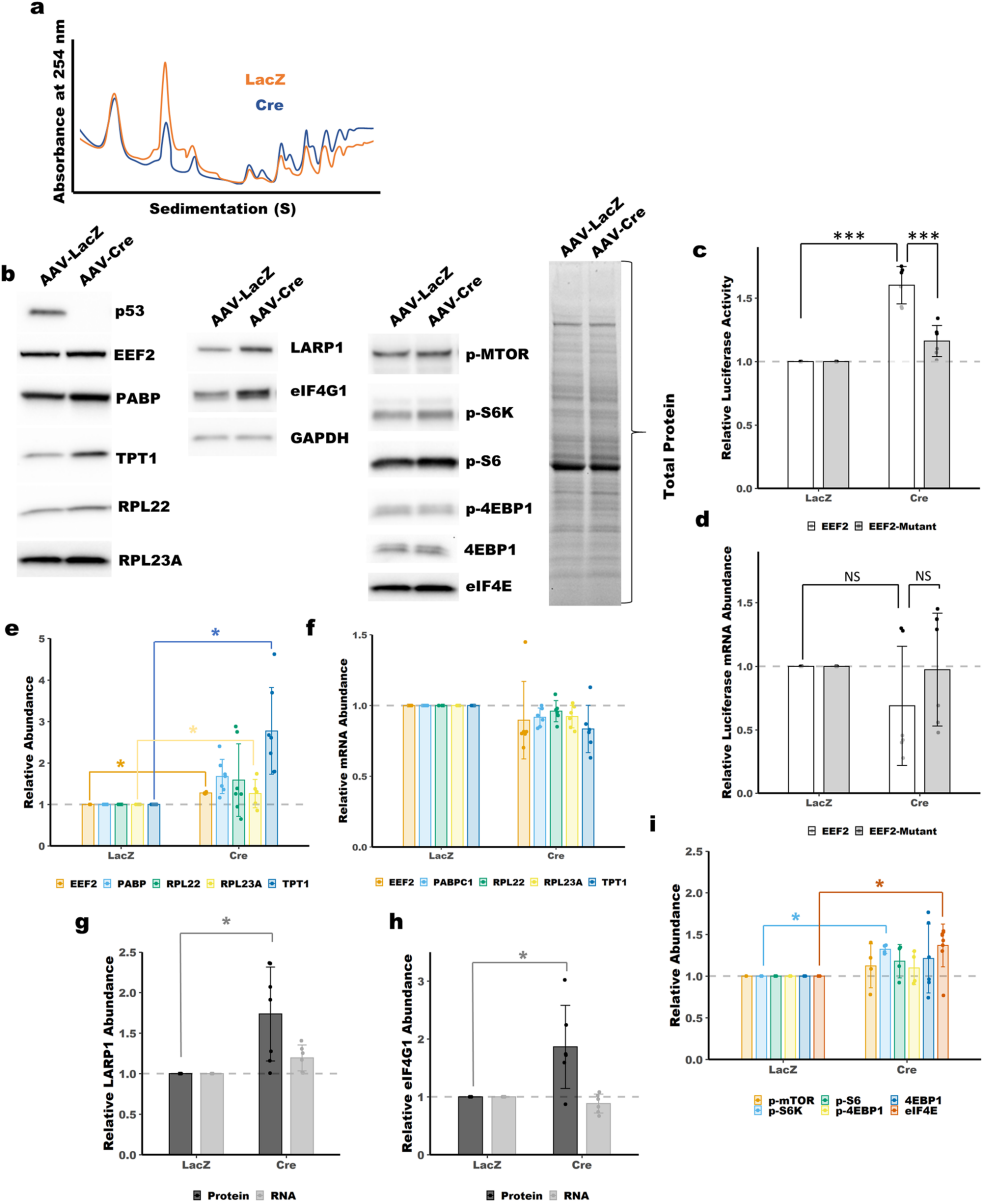
Upregulation of 5′-TOP mRNAs in *p53*^*−/−*^ MEFs. *p53*^fl/fl^ MEFs were transduced with control AAV-LacZ or AAV-Cre to knockout *p53*. (**a**) Polysome profiling showing increased polysome peaks following knockout of *p53* (Cre). (**b**) Immunoblot analysis showing protein abundance of 5′-TOP encoded proteins (TPT1, RPL22, RPL23A, EEF2 and PABPC1) and 5′-TOP regulators (eIF4G1, LARP1, eIF4E and mTORC1) following knockout of *p53* (AAV-Cre). (**c**) Luciferase activity of a 5′-TOP reporter is increased in *p53*^*−/−*^ MEFs. Luciferase activity was normalized to firefly luciferase transfection control and set relative to LacZ control. Mean ± SD, n = 3. (**d**) qPCR shows no increase in mRNA expression of the 5′-TOP reporter. Normalized to firefly luciferase transfection control. Mean ± SD, n = 3. (**e**) Quantitation of blots in panel (**b**) for TPT1, RPL22, RPL23A, EEF2 and PABPC1. Total protein was used for normalization. Mean ± SD, n = 3–7. (**f**) qPCR shows no change in mRNA expression of 5′-TOP mRNAs following knockout of *p53*. Mean ± SD, n = 6. (**g**) Quantitation of blot in (**b**) and qPCR for LARP1. Mean ± SD, n = 7(protein), 6(RNA). (**h**) Quantitation of blot in (**b**) and qPCR for eIF4G1. Mean ± SD, n = 6(protein), 6(RNA). (**i**) Quantitation of blot in (**b**) and for mTORC1 pathway. Mean ± SD, n = 4. *, **, *** *p*-value < 0.05, < 0.01, < 0.001; two-tailed t-test with Bonferoni correction.

Consistent with *Arf* knockout, immunoblot analysis of WT and *p53*^*−/−*^ MEFs revealed an increase in LARP1 and eIF4G1 expression, Fig. 6b,g,h, and Supplemental Figs. 10–11. Immunoblot analysis of mTORC1 activity showed no changes in phosphorylation level of mTOR itself and only modest increases in phosphorylation of downstream pathway components following knockout of p53, Fig. 6b,I, and Supplemental Fig. 11. Knockout of *p53* had no effect on 4EBP1 expression or phosphorylation, Fig. 6b,i. Unlike knockout of *Arf*, we did observe increased expression of eIF4E, Fig. 6b,i, and Supplemental Fig. 11.

## Discussion

Together these data fit well with what is known about the functions of ARF in ribosome biogenesis. ARF is known to repress ribosome biogenesis by affecting rRNA transcription, processing and nuclear export^7–16^. Changes in 5′-TOP mRNA translation upon loss of *Arf* would help to balance concomitant changes in rRNA production by providing increases in the necessary ribosome subunit proteins. Increased translation of 5′-TOP mRNAs following loss of the ARF tumor suppressor provides a missing mechanism for the increased rates of translation and ribosome biogenesis seen in many human cancers^36^.

Previously, it has been shown that loss of ARF caused enhanced translation of two mRNAs: DROSHA and VEGFA^10,17^. 

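*Drosha* (chromosome 15, 12824815 to 12935291) had a log2 fold change of TE of 0.45 after knockout (standard error 0.33, adjusted p = 0.835, edgeR) and of -0.06 after knockdown (standard error 0.32, adjusted p = 0.994, edgeR). *Vegfa* (chromosome 17, 46016993 to 46032369) changed by -0.01 (standard error 0.32) and -0.10 (standard error 0.30), neither past the threshold. *Drosha* had 92 and 74 footprint reads in the WT-shSCR replicates. Its footprints rose after knockout by a log2 fold change of 0.68 (adjusted p = 0.0274, edgeR), while its RNA changed by 0.20 (adjusted p = 0.661, edgeR). After knockdown its footprints changed by 0.29 (adjusted p = 0.527, edgeR). A change of TE of the size of its standard error could not be told from 0 in these fits.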

We did not observe any significantly increased translation efficiency for either DROSHA or VEGFA following knockdown or knockout of ARF. One possible explanation for the discrepancy regarding VEGFA could be the cell line used. The VEGFA experiments were performed in established NIH3T3 and *Arf/p53* DKO MEFs with overexpression of ARF, not knockdown/knockout^17^.

While many of the functions of ARF in regulating ribosome biogenesis are p53-independent, we show here that the regulation of 5′-TOP mRNAs by ARF requires p53 expression. Furthermore, we show that loss of p53 partially phenocopies the effects of ARF depletion on 5′-TOP mRNA translation. These data suggest that canonical ARF-MDM2-p53 axis plays an important role in 5′-TOP mRNA translation. Interestingly, free ribosomal proteins, such as RPL11, are known to activate p53 through binding MDM2^18^. Elevated expression of 5′-TOP containing ribosomal proteins following loss of *p53* would complete a feedback loop. Recently it has been shown that the cyclin-dependent kinase CDK1 can phosphorylate LARP1 and 4EBP1, and has a general role in enhancing translation^37^. As p53 represses CDK1 activity through transcriptional upregulation of p21 (*Cdkn1a*), the ability of CDK1 to phosphorylate LARP1 and 4EBP1 could contribute to increased 5′-TOP translation following loss of p53 or ARF—though we did not see evidence of increased 4EBP1 phosphorylation (relative to total 4EBP1) following loss of p53 or ARF. 

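*Cdkn1a*, the gene of p21, lies on chromosome 17 of GRCm38 from 29090976 to 29100727. Its RNAseq level was 124.9 ± 11.6 CPM (SD, n = 2) in WT-shSCR and 27.7 ± 5.40 CPM (SD, n = 2) in *Arf*-/--shSCR MEFs, a log2 fold change of -2.18 (standard error 0.22, adjusted p = 3.78e-06, edgeR). In the libraries labelled WT-shARF it was 76.9 ± 24.2 CPM (SD, n = 2), a log2 fold change of -0.73 (standard error 0.19, adjusted p = 0.0142, edgeR).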

In support of this hypothesis, we observed decreased RNA expression of p21 upon knockout of *Arf* (Supplementary Dataset). The connection between ARF, p53, p21, CDK1 and regulation of 5′-TOP translation deserves further investigation.

It is unclear what factors drive increased 5′-TOP mRNA translation following loss of ARF. We observed increased expression and activity for several regulators of 5′-TOP mRNA translation. Depletion of ARF had little effect on mTORC1 activity, though there was a slight and non-significant increase in phosphorylation of some pathway components. By inhibiting mTOR with rapamycin we showed that maximal expression of 5′-TOP encoded proteins requires mTOR activity. mTORC1 enhances 5′-TOP mRNA translation through phosphorylation of LARP1. LARP1 acts to balance 5′-TOP mRNA translation through inhibition of translation when dephosphorylated and enhancing translation when phosphorylated^24^. Dephosphorylated LARP1 binds the 5′-TOP motif and blocks binding of eIF4E, thus blocking assembly of the eIF4F complex^27^. A component of the eIF4F complex, eIF4G1 has also been shown to be required for 5′-TOP translation^26^. We observed increased expression of both eIF4G1 and LARP1 following depletion of ARF. Because of technical limitations described above, it is difficult to assess the direct role of eIF4G1 in regulating endogenous 5′-TOP mRNAs via overexpression in this system. Knockdown of eIF4G1 caused a slight and somewhat inconsistent reduction in 5′-TOP gene expression at the protein level. Knockdown of LARP1 in *Arf*^*−/−*^ MEFs had only modest effects on 5′-TOP mRNA expression, with one shRNA causing a significant reduction in the expression of the 5′-TOP mRNA encoded protein TPT1. This suggests that at least for TPT1, LARP1 may modestly enhance translation. Because phosphorylated LARP1 is known to enhance 5′-TOP mRNA translation, this result is consistent with active mTORC1 in *Arf*^*−/−*^ MEFs. Increased 5′-TOP mRNA translation could be driven by the combinatorial effect of small increases in eIF4G1 and LARP1 expression, as well as increased mTORC1 activity. A more intriguing possibility is that an unknown factor—downstream of ARF—controls 5′-TOP mRNA translation. Further work is needed to elucidate this pathway. Because many 5′-TOP encoded proteins are essential components of the translation machinery, it is important to understand how loss of ARF can drive 5′-TOP mRNA translation and global protein synthesis. A complete understanding of this pathway may lead to future therapeutic interventions aimed at reducing the protein synthesis capacity of ARF-null tumors.

Regulation of 5′-TOP mRNA translation independent of mTORC1 has been recently observed in mouse liver. Knockdown of the translation elongation factor eEF2 increased the translation efficiency of 5′-TOP containing mRNAs, without any change in mTORC1 activity^38^. The findings described here and those from knockdown of eEF2 in mouse liver suggest that there is another pathway regulating 5′-TOP mRNA translation.

One potential factor driving increased 5′-TOP translation in *p53*^*−/−*^ MEFs could be the cap-binding protein eIF4E. We observed a slight increase in eIF4E expression upon p53 knockout, however the same was not true following ARF depletion. The affinity of eIF4E for the mRNA cap can be influenced by cap-proximal sequences. In fact, 5′-TOP motif containing sequences are sensitive to reductions in eIF4E levels and eIF4E has a lower affinity for RNAs containing 5′-TOP motifs^39^. Future studies are needed to explore the connection between p53, eIF4E and 5′-TOP mRNA translation.

The observation that eIF4G1 and LARP1 are upregulated upon ARF depletion deserves further investigation. Both eIF4G1 and LARP1 were upregulated at the protein level upon loss of ARF or p53, while there was no change at the mRNA level. 

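The log2 fold change of TE after knockout of *Arf* was -0.02 for *Eif4g1* (standard error 0.16, adjusted p = 0.994, edgeR) and -0.02 for *Larp1* (standard error 0.20, adjusted p = 1, edgeR). After knockdown it was -0.12 for *Eif4g1* and 0.06 for *Larp1*.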

From our ribosome profiling data, we know that neither eIF4G1 nor LARP1 are translationally upregulated. These data suggest that the half-life of LARP1 and eIF4G1 proteins may be extended upon ARF or p53 depletion. Upregulation of LARP1 has been seen in many cancers^40–42^. Additionally, eIF4G1 is upregulated in many breast cancers^43,44^. As deletion of *Arf* is a common occurrence in cancer, exploring the co-occurrence of *Arf*-loss and increased LARP1 or eIF4G1 expression seems warranted.

## Materials and methods

### Cell culture

Mouse embryonic fibroblasts (MEFs) were harvested previously from WT (B6129SF2/J), *Arf* ^*−/−*^ (B6.129X1-*Cdkn2a*^*tm1Cjs*^/KaiJ), *p53*^*flox/flox*^ (FVB.129-*Trp53*^*tm1Brn*^). MEFs were cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Hyclone) with 10% fetal bovine serum (Invitrogen), 2 mM glutamine (Hyclone), 0.1 mM nonessential amino acids (Hyclone), 1 mM sodium pyruvate (Hyclone), and 2 μg/ml gentamicin (Invitrogen). Low passage MEFs, between 1–4 (WT or *p53f.*^*/f*^) and 1–7 (ARF^*−/−*^), were used for all experiments.

### Viral production and transduction

Lentivirus was produced by Lipofectamine 2000 (Inivitrogen) transfection of 293 T cells with pCMV-VSV-G, pCMV-ΔR8.2, and pLKO.1-puro for shRNAs. Virus was harvested 48 h post-transfection. Cells were transduced with lentivirus for 16 h in the presence of 10 µg/mL protamine sulfate. The cells were selected with puromycin at 2 µg/mL for two days. The sequences for the shRNA-scramble (shSCR) and shRNA-ARF (shARF) were described and validated previously^16^. LARP1 and eIF4G1 shRNAs were purchased from Millipore-Sigma: LARP1 shRNA-1: 5′-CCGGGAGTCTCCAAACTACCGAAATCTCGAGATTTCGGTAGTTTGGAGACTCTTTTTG-3′, LARP1 shRNA-2: 5′-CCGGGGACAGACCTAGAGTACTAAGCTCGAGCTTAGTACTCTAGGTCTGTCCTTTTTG-3′, eIF4G1 shRNA-1: 5′-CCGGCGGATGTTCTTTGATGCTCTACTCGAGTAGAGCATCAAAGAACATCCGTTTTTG-3′, eIF4G1 shRNA-2: 5′-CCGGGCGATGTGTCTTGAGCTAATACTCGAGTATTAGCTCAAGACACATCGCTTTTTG-3′, eIF4G1 shRNA-3: 5′-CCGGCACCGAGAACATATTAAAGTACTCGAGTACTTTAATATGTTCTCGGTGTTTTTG-3’.

### Measurement of bulk translation

For polysome profiling, translation was inhibited by the addition of 50 µg/mL cycloheximide for 5 min at 37 °C in culture media. The cells were then washed with PBS, trypsinized and resuspened in culture media. The cells were pelleted and washed with PBS prior to lysis in polysome lysis buffer (20 mM Tris pH 7.26, 130 mM KCl, 10 mM MgCl_2_, 2.5 mM DTT, 0.5% NP-40, 0.2 mg/mL heparin, 0.5% sodium deoxycholate, 50 µg/mL cycloheximide and 200 units/mL RNasin (Invitrogen)). Lysis occurred over 10 min on ice prior to clarification at 8000 *g* for 10 min at 4 °C. The absorbance at 260 nm was determined for each sample and an equal number of absorbance units for each sample was overlaid onto a 10–50% sucrose gradient made with sucrose gradient buffer (10 mM Tris pH 7.26, 60 mM KCl, 10 mM MgCl_2_, 1 mM DTT, 0.1 mg/mL heparin, 10 µg/mL cycloheximide). The gradients were subjected to ultracentrifugation at 36,000 rpm for 3 h at 4 °C. A Teledyne ISCO fractionation system with UV detector was used to determine absorbance at 254 nm along the gradient.

For measurement of translation rates by puromycin incorporation, MEFs were treated with 10 µM puromycin at room temperature for the times indicated. As a control, cells were also treated with 100 µg/mL cycloheximide for 5 min at 37 °C prior to addition of puromycin. Immediately following treatment, the cells were washed with 1 × PBS containing 100 µg/mL cycloheximide to inhibit further puromycin labeling. The cells were harvested and lysed in RIPA buffer with 1 × HALT (Pierce) and 100 µg/mL cycloheximide. Immunoblot was performed as described below with anti-puromycin antibody (Developmental Studies Hybridoma Bank, University of Iowa).

### Plasmid construction

The 5′-TOP reporter for mouse *Rpl23a* was made by PCR amplification of a region encompassing 500 bp upstream of the annotated transcription start site to the start codon using primers RPL23A Promoter Forward: 5′- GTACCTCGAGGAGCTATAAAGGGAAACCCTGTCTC -3′ and RPL23A 5′UTR Reverse: 5′- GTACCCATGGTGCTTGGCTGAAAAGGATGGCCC-3′. The PCR product was digested with XhoI and NcoI and ligated into pGL3-control (Promega). The resulting plasmid, pGL3-RPL23A-FF, was confirmed by Sanger sequencing.

To make pGL3-Renilla-deltaFF, Renilla luciferase was PCR amplified from pMT-DEST48-FLP^45^ with Renilla Luciferase Forward: 5′-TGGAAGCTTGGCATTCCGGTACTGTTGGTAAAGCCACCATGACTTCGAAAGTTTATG-3′ and Renilla Luciferase Reverse: 5′-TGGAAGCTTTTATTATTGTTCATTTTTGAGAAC-3′ and digested with HindIII (New England Biolabs, NEB). Renilla luciferase was then ligated into pGL3-Control digested HindIII (NEB) to make pGL3-Renilla-FF. To remove the firefly luciferase coding sequence, the plasmid was digested with NarI and XbaI (NEB), subsequently the ends were blunted with Klenow (NEB) and the plasmid was ligated. The resulting plasmid pGL3-Renilla-deltaFF was confirmed by Sanger sequencing.

### Transfection of MEFs and luciferase assay

The EEF2 (pIS1-Eef25UTR-renilla) and EEF2-mutant (pIS1-Eef25UTR-TOPmut-renilla) reporters were purchased from Addgene and have been described previously^26^. The day before transfection 1 × 10^5^ cells were plated per well in a six well dish. For transfection of the EEF2 reporters, the cells were transfected with Fugene6 (Promega) and 1 µg each of either pIS1-Eef25UTR-renilla or pIS1-Eef25UTR-TOPmut-renilla and pGL3-Control. After 24 h the cells were washed briefly with 1 × PBS prior to measurement of luciferase activity by Dual Luciferase Reporter Assay (Promega). For transfection of the RPL23A or SV40 reporters, the cells were transfected with Fugene6 and 1 µg each of either pGL3-control (firefly luciferase with SV40 promoter) or pGL3-RPL23A and pGL3-Renilla-deltaFF. After 24 h the cells were washed briefly with 1 × PBS prior to measurement of luciferase activity by Dual Luciferase Reporter Assay.

### Ribosome profiling and RNAseq

For RNAseq, total RNA was isolated from the appropriate cells using the Direct-zol RNA MiniPrep (Zymo) with Trizol (Invitrogen) for initial cell lysis. Contaminating genomic DNA was removed by treatment with Turbo DNA-free Kit per the manufacturers protocol (Invitrogen). The RNA concentration was determined by Qubit RNA BR Assay (Invitrogen) and ribosomal RNA was removed using the RiboZero Gold rRNA Removal Kit (Illumina) per the manufacturers protocol.

The ribo-depleted RNA (10 µL) was then fragmented by adding one volume of 2 × Fragmentation Buffer (0.5 M EDTA, 0.1 M Na_2_CO_3_, 0.1 M NaHCO_3_) and incubating at 95 °C for 20 min. Fragmentation was inhibited by the addition of 280 µL of Stop Solution (3 M NaOAc pH 5.5, 15 mg/mL GlycoBlue (Invitrogen)). The RNA was the precipitated by the addition of ethanol. The RNA was resuspended in 10 mM Tris pH 8.0 and resolved on a 15% acrylamide Urea-TBE gel (Bio-Rad). A region containing fragments between 17–34 nt (the same size as those isolated for ribosome profiling^46^) was excised and extracted overnight in RNA Extraction buffer (0.3 M NaOAc pH 5.5, 1 mM EDTA and 0.25% Sodium dodecylsulfate). The extracted RNA was precipitated by ethanol precipitation and subsequently used for sequencing library preparation as described below.

Ribosome footprinting was performed as described previously^46^, with the use of RNase T1 (Thermo Scientific) instead of RNase I for the footprinting step, see Supplemental Fig. 2a. The lysates were treated with 700 units of RNase T1 for 1 h at room temperature with gentle mixing. For both ribosome profiling and RNAseq, a small amount of yeast lysate was spiked-in to the lysis buffer for later normalization. We chose not to use the yeast spike-in for normalization as the replicate-to-replicate comparisons were weak (data not shown).

Following purification of the RNA footprints, sequencing library production was carried out for both the fragmented total RNA and ribosome footprints using the previously described protocol^46^. The RNAseq and ribosome profiling libraries were multiplexed and sequenced on a HiSeq 3000 (Illumina) by the Washington University Genome Technology Access Center.

### Data and code availability

Raw sequencing reads are available at https://www.ncbi.nlm.nih.gov/geo (GSE156749). Scripts used for analysis of differential expression and TE are available at GitHub (https://github.com/cottrellka/ARF_5TOP). The *DESeq2* results (see below) for Fold Change of TE and RNA are available in the Supplemental Dataset.

### Analysis of sequencing data

The sequences for the linkers and reverse transcriptase primer used in this study are available in the Supplementary Information. The ribosome profiling and RNAseq reads were processed to remove short reads, reads lacking the sequencing adapter and adapter only reads using *fastx_clipper*^47^ (fastx_clipper -a AGATCGGAAGAGCACACGTCTGAA -c -n -v -l 13). Reads were split by barcodes introduced by the linkers using fastx_barcode_spliter (example: –bcfile Barcodes.txt –prefix/Results/–suffix_ribo.fastq–eol < riboseq_trimmed_umi_trimmed.fastq). Barcodes and other sequences introduced during library production were removed by *umi-tools*^48^ (to remove UMIs: umi_tools extract –bc-pattern = NNNNNXXXXX –3prime) and *cutadapt* (to remove barcodes: cutadapt –cut -5)^49^. Sequencing reads mapping to rRNA or ncRNAs were removed using *Bowtie2*^50^ (example: bowtie2 rrna_seqs results.fastq –un results_norrna.fastq -S norrna_results). The processed reads were then aligned to the mouse genome (UCSC, mm10) using *TopHat*^51^ (example: tophat –no-novel-juncs –output-dir dir/ –GTF genes.gtf mm10/Sequence/Bowtie2Index/genome results_norrna_notrna_noncrna.fastq)*.* Read counts of those aligning to the coding sequence of each gene were then determined by *HTSeq*^52^ (example: htseq-count -t CDS accepted_hits.sam genes.gtf > htseq_results.txt). Differential TE was determined using *DESeq2* in which the design included an interaction term for assay and condition (~ assay + condition + assay:condition), this allows for determining differential TE via a ratio of ratios (treatment_RiboSeq/control_Riboseq)/(treatment_RNAseq/control_RNAseq)^32,53^ (see GitHub repository above for scripts used).

For classification of 5′-TOP genes, we used a previously described list of known 5′-TOP genes which is available in Supplementary Information^21^.

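The list holds 82 gene symbols. The files give 79 of them as printed, and 77 had enough reads to be tested. 75 of the listed genes encode ribosomal proteins and 7 do not.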

Gene ontology (GO) analysis was performed using the PANTHER Over Representation test via web browser http://geneontology.org/^54–56^. For this analysis, the annotation file used was GO version: 2020–03-23. Significance was determined by Fisher Exact test and multiple-testing correction was performed by FDR. Genes with fold change of TE > 0 and FDR adjusted p-value of < 0.05 where used to identify enriched GO terms.

### Immunoblot

Cell pellets were lysed and sonicated in RIPA Buffer (50 mM Tris pH 7.4, 150 mM NaCl, 1% Triton X-100, 0.1% sodium dodecyl sulfate and 0.5% sodium deoxycholate) with 1 × HALT Protease Inhibitor (Pierce). Seventy-five micrograms of protein lysate were resolved on 4–12% TGX Acrylamide Stain-Free gels (Bio-Rad). Stain-Free gels were imaged prior to transfer to PVDF membrane (Millipore). The blots were then probed with the appropriate primary antibodies: Abcam PABP (ab21060); Bethyl—GAPDH (A300-641A), LARP1 (A302-087A), EEF2 (A301-688A), RPL23A (A303-932A-T); Cell Signaling Technologies—TPT1(5128), p-MTOR (2971), p-S6 (2215S), p-S6K (9205S), p-4EBP1 (2855S), eIF4G1 (2858), p53 (2524S), eIF4E (9742S), 4EBP1 (9452S); Santa Cruz Biotechnology—ARF (sc-32748), RPL22 (sc-136413), University of Iowa, DSHB—puromycin. Primary antibodies were detected with horseradish-peroxidase conjugated secondary antibodies (Jackson ImmunoResearch) and detection was carried out with Clarity Western ECL Substrate (Bio-Rad).

### Quantitative PCR

Total RNA was isolated using the Nucleospin RNA (Macherey–Nagel) with on column DNase treatment. Reverse transcription to make cDNA was performed with iScript Supermix (Bio-Rad). For qPCR the primers listed in the Supplementary Information were used with iTaq SYBR Green (Bio-Rad). Fold change in RNA expression was determined by the ΔΔCt method with normalization to PSMA5, TOMM20 and ATP5B. The normalization genes were chosen based on steady expression across all samples as measured by RNA-seq. 

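In RNAseq, *Psma5* had 165.1 ± 8.21 CPM (SD, n = 2) in WT-shSCR, 149.2 ± 1.95 CPM (SD, n = 2) in the libraries labelled WT-shARF and 159 ± 1.40 CPM (SD, n = 2) in *Arf*-/--shSCR MEFs. *Tomm20* had 264.8 ± 11.8, 253.8 ± 15.6 and 254.7 ± 6.07 CPM, and *Atp5b* had 1987 ± 56.8, 1946 ± 32.3 and 1988 ± 56.0 CPM (SD, n = 2 in each group). Their RNA log2 fold changes ran from -0.15 to -0.003, and none had an adjusted p under the threshold (edgeR).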

For qPCR of the luciferase reporters: RNA was treated with the restriction enzyme AluI for 30 min at 37 °C in 1 × Turbo DNase Buffer (Thermo Fisher). After treatment 1 µL of Turbo DNase (Thermo Fisher) was added and remaining DNA was digested for 30 min at 37 °C. Turbo DNase was removed using the Turbo DNA-Free Kit (Thermo Fisher) and the RNA was used for cDNA synthesis as above, with the addition of a 20 min incubation at 80 °C following first strand synthesis to inhibit the restriction enzyme. This approach allowed for complete removal of plasmid DNA from the RNA sample as determine by qPCR of a no-reverse transcriptase control reaction (data not shown). Quantitative PCR was performed as above using *Renilla* and firefly luciferase qPCR primers (Supplementary Information). Fold change in firefly (RPL23A reporters) or *Renilla* (EEF2 reporters) luciferase RNA was determined by the ΔΔCt method with normalization to *Renilla* (RPL23A reporters) or firefly (EEF2 reporters) luciferase, respectively.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

# Supplementary material for: Upregulation of 5′-terminal oligopyrimidine mRNA translation upon loss of the ARF tumor suppressor
**Source:** Sci Rep. 2020 Dec 17;10:22276. doi: 10.1038/s41598-020-79379-8
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Supplementary Information**

**Upregulation of 5’-terminal oligopyrimidine mRNA translation upon loss of the ARF tumor suppressor**

Kyle A. Cottrell^1^, Ryan C. Chiou^1^, Jason D. Weber^1,2,*^

**Description of Supplementary Datasets:**

**S1 - DESeq2 Knockout TE –** Results of DESeq2 analysis for differential translation efficiency (TE) comparing WT-shSCR MEFs to *Arf^-/-^* **-**shSCR MEFs.

**S2 - DESeq2 Knockdown TE –** Results of DESeq2 analysis for differential translation efficiency (TE) comparing WT-shSCR MEFs to WT-shARF MEFs.

**S3 - DESeq2 Knockout RNA –** Results of DESeq2 analysis for differential RNA expression comparing WT-shSCR MEFs to *Arf^-/-^* **-**shSCR MEFs.

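Of 10659 genes tested in the RNAseq libraries of WT-shSCR and *Arf*-/--shSCR MEFs, 420 were higher and 425 lower after knockout. Among the called genes whose replicates all changed the same way, *AW551984*, *Krt8* and *Lrrn4* had the largest fitted rises and *Tlr8*, *Tyrobp* and *Fcgr1* the largest fitted falls. For each of them the lower group had at most 3 counts in either library, so the change is a lower bound, computed against a floor of 3 counts. *AW551984* was at least 4.6-fold, *Krt8* at least 11.3-fold and *Lrrn4* at least 4.3-fold higher, and *Tlr8* was at least 6.5-fold, *Tyrobp* at least 14.7-fold and *Fcgr1* at least 7.8-fold lower. With DESeq2 in place of edgeR, 208 genes were higher and 206 lower.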

**S4 - DESeq2 Knockdown RNA –** Results of DESeq2 analysis for differential RNA expression comparing WT-shSCR MEFs to WT-shARF MEFs.

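In the RNAseq libraries labelled WT-shARF, 327 of 10503 genes were higher and 438 lower than in WT-shSCR MEFs. *1700019B03Rik*, *Cdkn2a* and *Atcay* had the largest fitted rises among the called genes whose replicates all changed the same way. *1700019B03Rik* had 1 and 0 counts and *Atcay* 2 and 1 in the WT-shSCR replicates, so against a floor of 3 counts they were at least 7.5-fold and at least 5.7-fold higher. *Sult2a3*, *1300017J02Rik* and *Angptl7* fell most, by log2 fold changes of -4.09, -3.88 and -3.66. With DESeq2, 115 genes were higher and 176 lower.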

**Quantitative PCR Primers (5’ -> 3’)**

PSMA5 qF

ATTGGCTCTGCTTCTGAGGG

PSMA5 qR

ATGAGCGAGGACTTGATGGC

TOMM20 qF

TTACAGCAGACTCTTCCGCC

TOMM20 qR

TCTTCAGCCAAGCTCTGAGC

ATP5B qF

TGCAGGAAAGGATCACCACC

ATP5B qR

AATAGCCCGGGACAACACAG

Renilla-qF

ATAACTGGTCCGCAGTGGTG

Renilla-qR

TAAGAAGAGGCCGCGTTACC

Firefly-qF

TCCATCTTGCTCCAACACCC

Firefly-qR

TCATCGTCTTTCCGTGCTCC

LARP1 qF

TCCTTTCACCGTGTACAGGC

LARP1 qR

TGCGGACTTTCTCCTCAACC

RPL22 qF

TGAAGTTCACCCTGGACTGC

RPL22 qR

GGTTGCCAGCTTTCCCATTC

PABPC1 qF

GTTACCATGCAACAGCCTGC

PABPC1 qR

GAAACAGCCGTTCACCCAAC

TPT1 qF

AGCCATGACGAGCTGTTCTC

TPT1 qR

TTTCCACCGATGAGCGAGTC

RPL23A qF

AAGATCCGAACGTCACCCAC

RPL23A qR

CAAGCTTGTTTCTCCTGGGC

EEF2 qF

AGCGGGCCAAGAAAGTAGAG

EEF2 qR

GCTGACTTGCTGAACTTGCC

**Ribosome profiling and RNaseq Oligos**

(linkers: bold indicates sample barcode used for multiplexing, underlined is UMI which was removed from sequencing reads prior to mapping)

**Linker 1**

5^′^-/5Phos/NNNNN**ATCGT**AGATCGGAAGAGCACACGTCTGAA/3ddC/

**Linker 2**

5^′^-/5Phos/NNNNN**AGCTA**AGATCGGAAGAGCACACGTCTGAA/3ddC/

**Linker 3**

5^′^-/5Phos/NNNNN**CGTAA**AGATCGGAAGAGCACACGTCTGAA/3ddC/

**Linker 4**

5^′^-/5Phos/NNNNN**CTAGA**AGATCGGAAGAGCACACGTCTGAA/3ddC/

**Linker 5**

5^′^-/5Phos/NNNNN**GATCA**AGATCGGAAGAGCACACGTCTGAA/3ddC/

**Linker 6**

5^′^-/5Phos/NNNNN**GCATA**AGATCGGAAGAGCACACGTCTGAA/3ddC/

**Reverse transcriptase primer**

(the beginning bases ‘RN’ were removed from sequencing reads prior to mapping)

5^′^-/5Phos/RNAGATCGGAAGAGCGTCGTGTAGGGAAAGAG/iSp18/GTGACTGGAGTTCAGACGTGTGCTC

**Library construction primers:**

**Illumina Adapter F**

5’-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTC-3’

**Illumina Adapter R 1 (used for Ribosome profiling)**

5’-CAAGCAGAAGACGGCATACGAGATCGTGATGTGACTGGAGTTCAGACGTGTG-3’

**Illumina Adapter R 2 (used for RNAseq)**

5’-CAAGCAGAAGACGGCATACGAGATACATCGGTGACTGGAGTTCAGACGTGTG-3’

**Known 5’-TOP genes**

Eef1a1

Eef1b2

Eef2

Hnrnpa1

Npm1

Pabpc1

Rpl10

Rpl10a

Rpl11

Rpl12

Rpl13

Rpl13a

Rpl14

Rpl15

Rpl17

Rpl18

Rpl18a

Rpl19

Rpl21

Rpl22

Rpl23

Rpl23a

Rpl24

Rpl26

Rpl27

Rpl27a

Rpl28

Rpl29

Rpl3

Rpl30

Rpl31

Rpl32

Rpl34

Rpl35

Rpl35a

Rpl36

Rpl36a

Rpl37

Rpl37a

Rpl38

Rpl39

Rpl4

Rpl5

Rpl6

Rpl7

Rpl8

Rpl9

Rplp0

Rplp1

Rpp2

Rps10

Rps11

Rps12

Rps13

Rps14

Rps15

Rps15a

Rps16

Rps18

Rps19

Rps2

Rps20

Rps21

Rps23

Rps24a

Rps25

Rps26

Rps27

Rps28

Rps29

Rps3

Rps3a

Rps4x

Rps5

Rps6

Rps7

Rps8

Rps9

Rpsa

Tpt1

Rpl41

Rpl7a

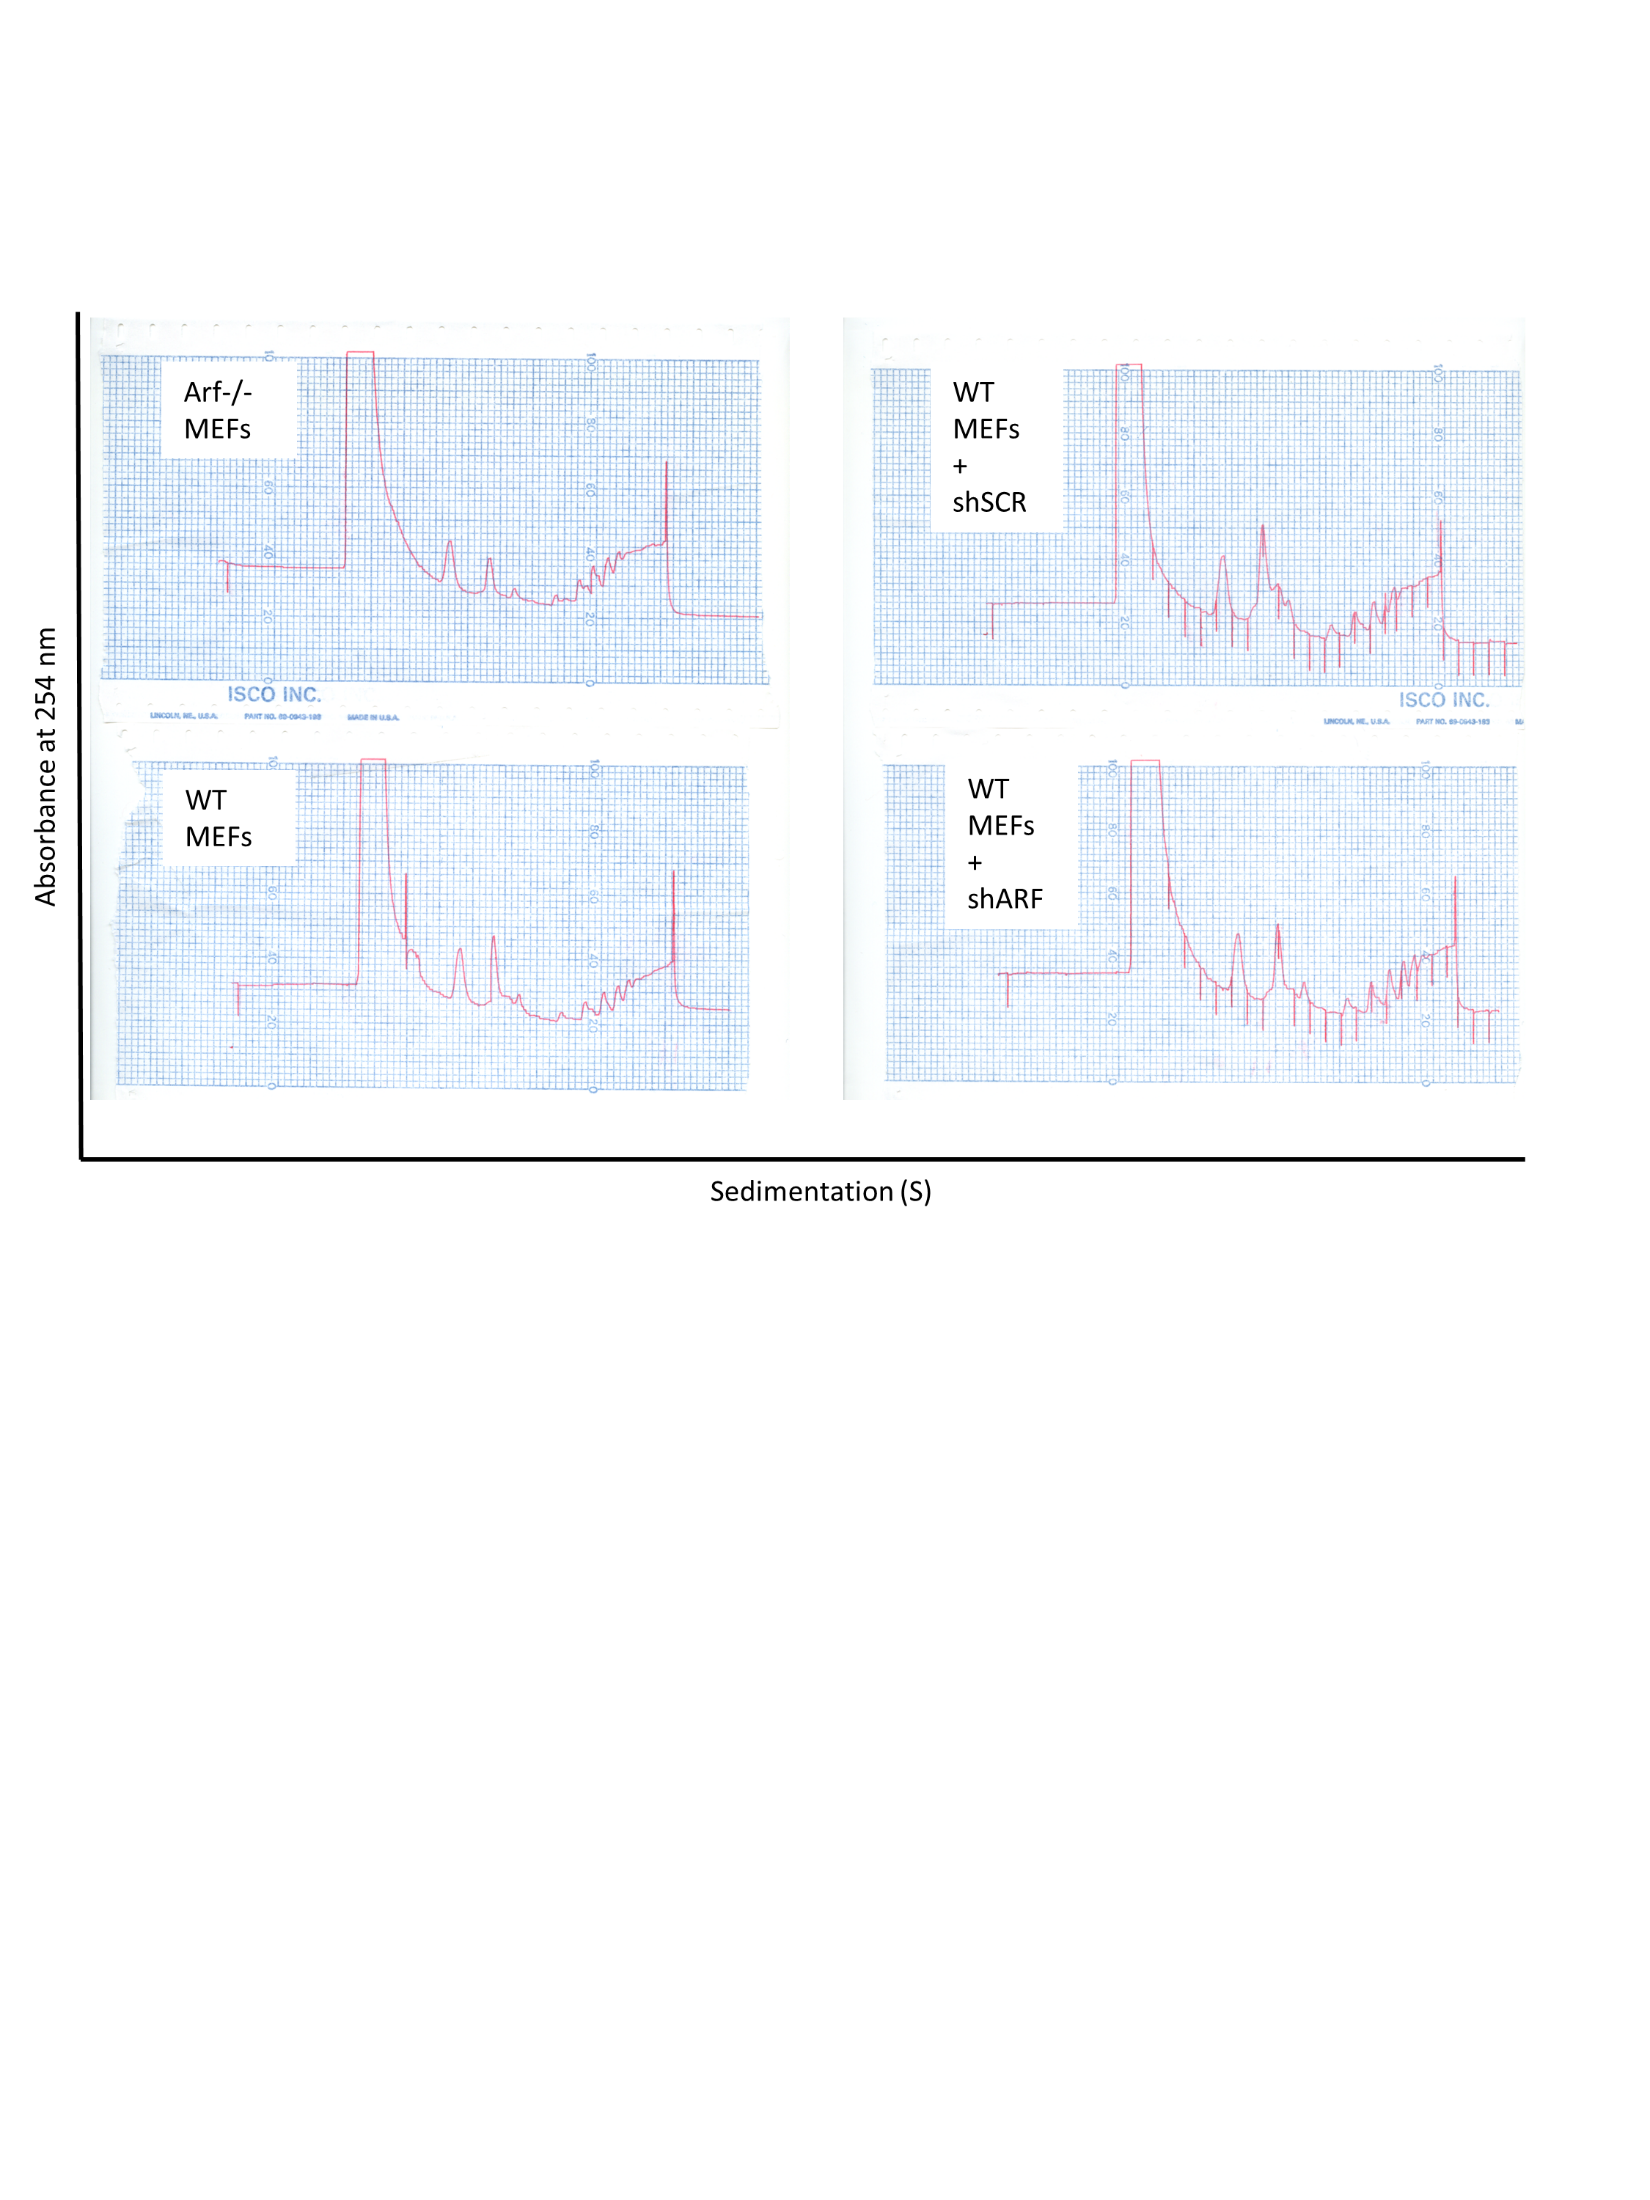

**Supplementary Figure 1: Raw polysome profiling traces for ARF knockout and knockdown MEFs** The analog polysome profiling traces on the left were digitally traced in Microsoft PowerPoint to make panel **a** in Figure 1 of the main text. The sudden spike in the WT MEFs trace corresponds to a bubble passing through the detector.

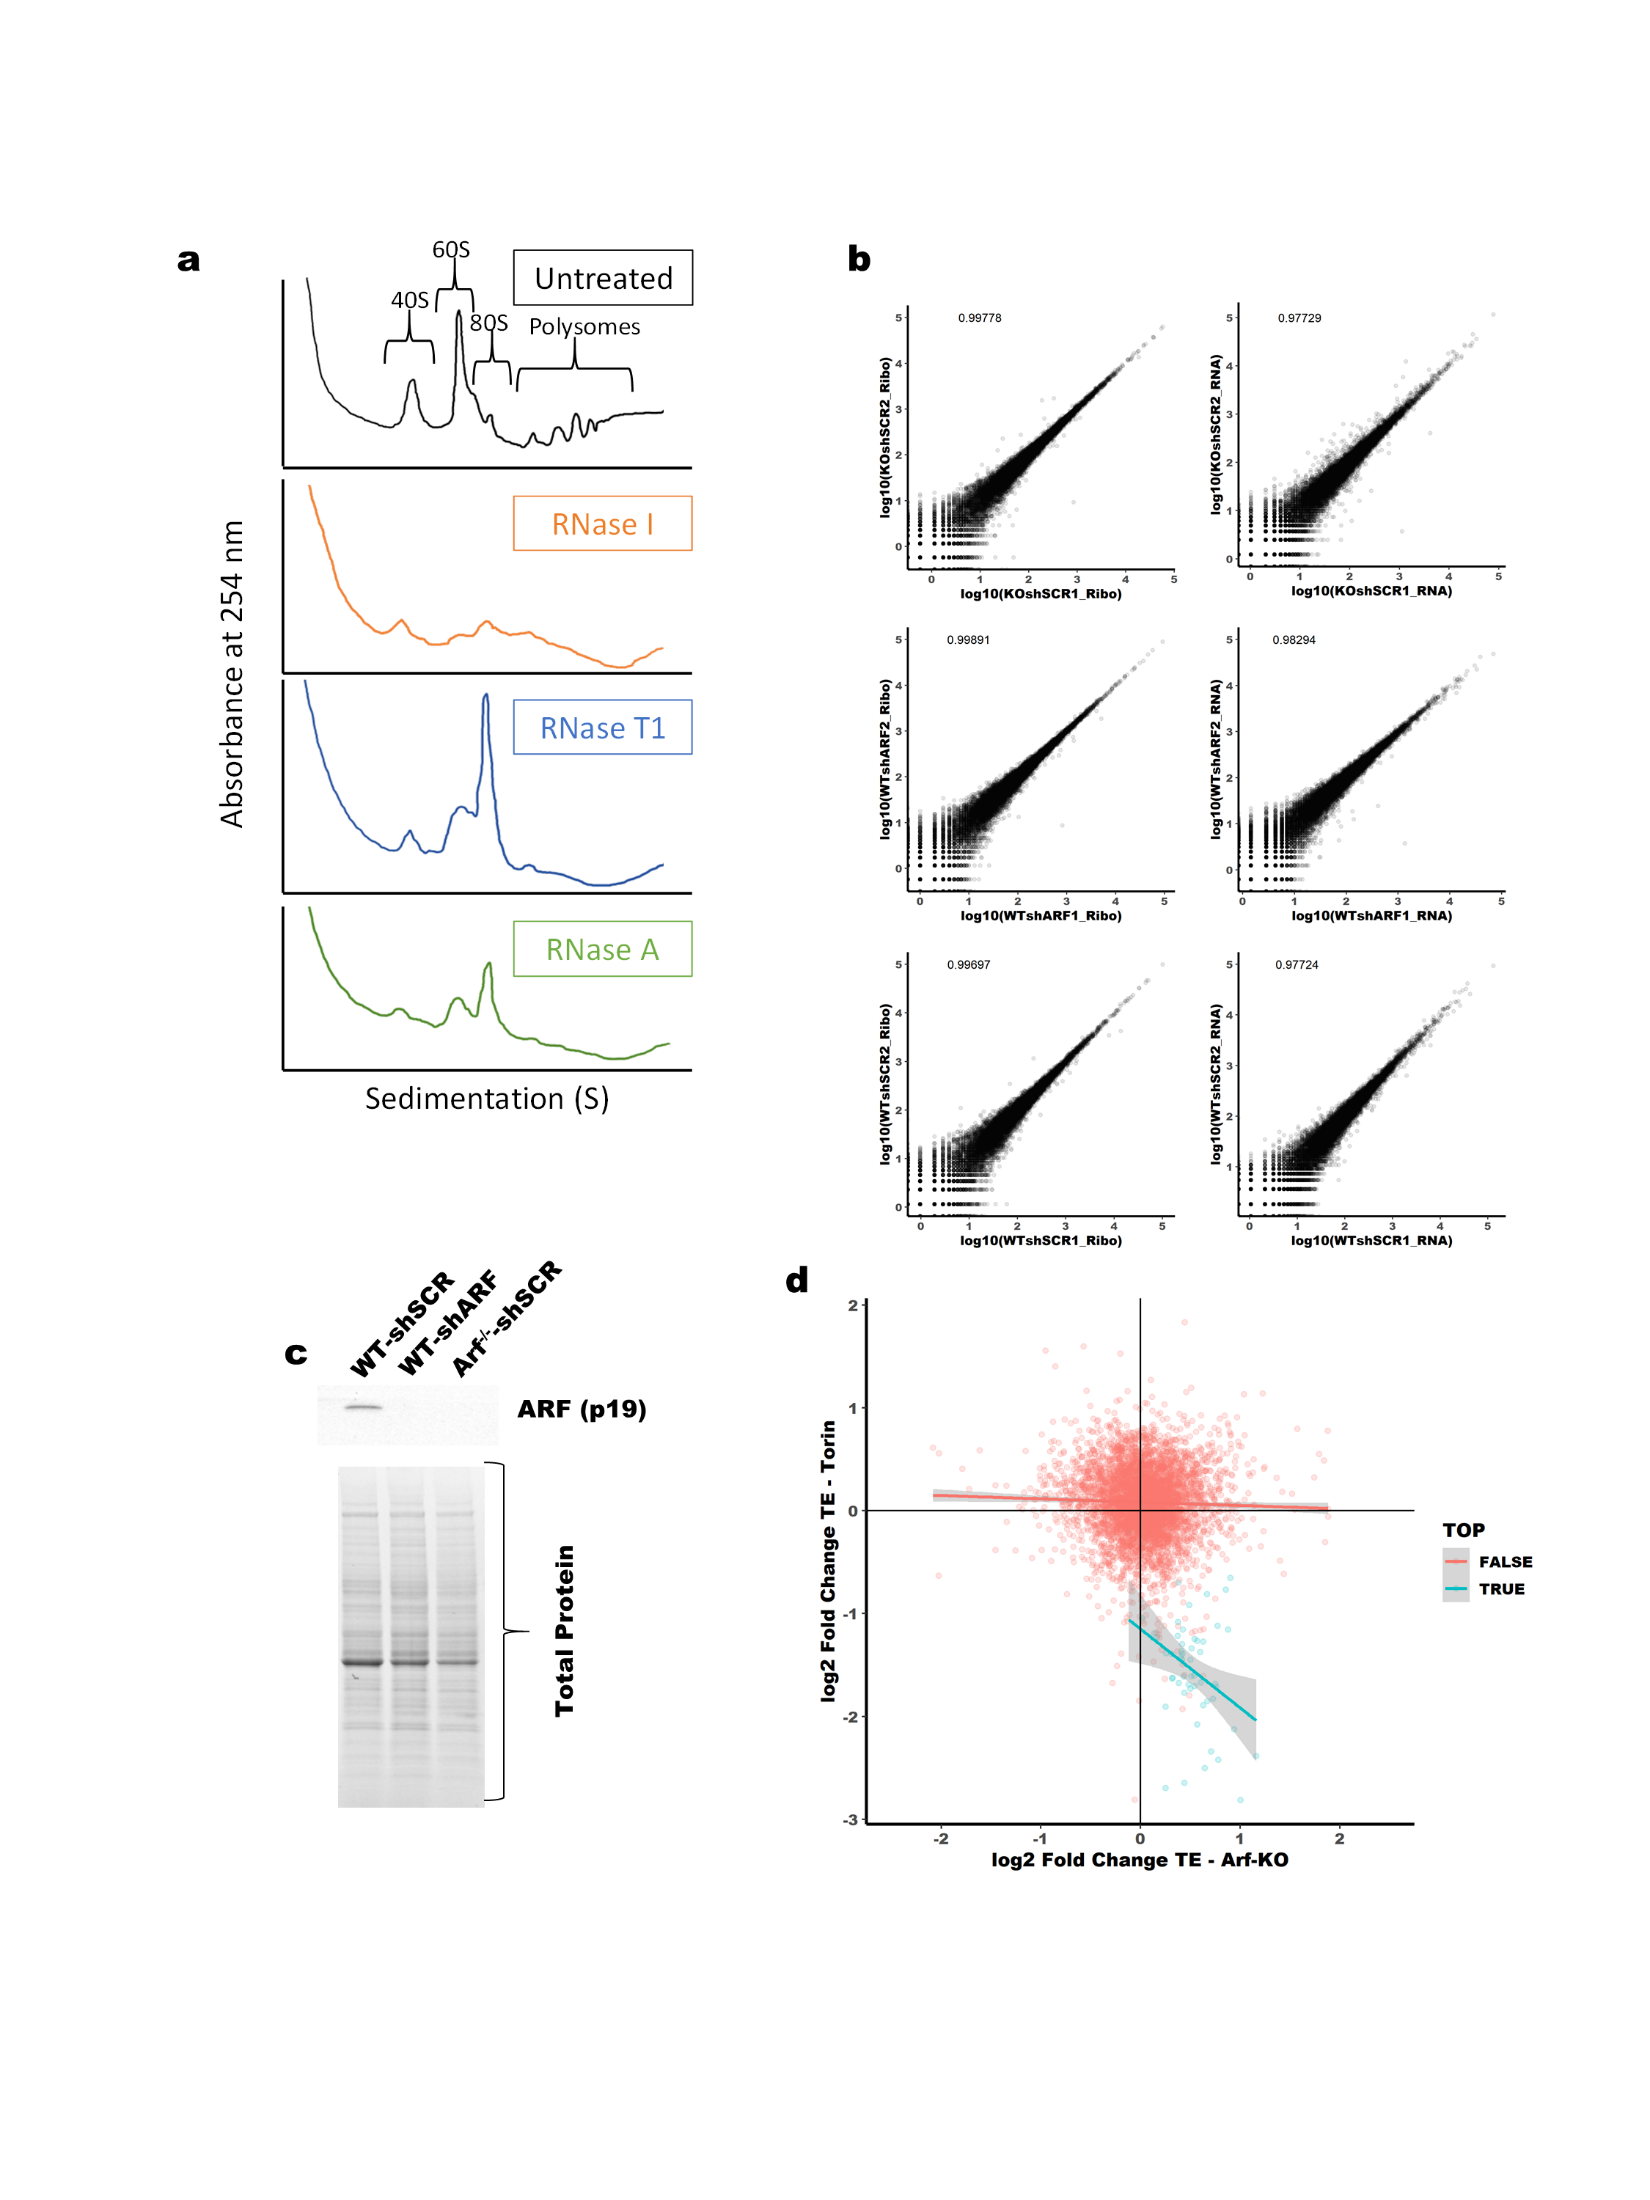

r = -0.35

p-value = 0.01112

**Supplementary Figure 2: Ribosome profiling nuclease selection and reproducibility** Panel **a** shows the effect of ribonuclease treatment of MEF lysates using RNase I, T1 or A. RNase T1 completely removed polysome peaks while maintaining a strong monosome peak. **b** Replicate-to-replicate comparisons of ribosome profiling and RNAseq normalized read counts per gene. **c** uncropped image from Figure 2a. **d** Scatter plot showing comparison between fold change of TE following knockout of *Arf*  or treatment of *p53^-/-^* MEFs with Torin (data from ^1^). The blue points are known 5’-TOP genes.

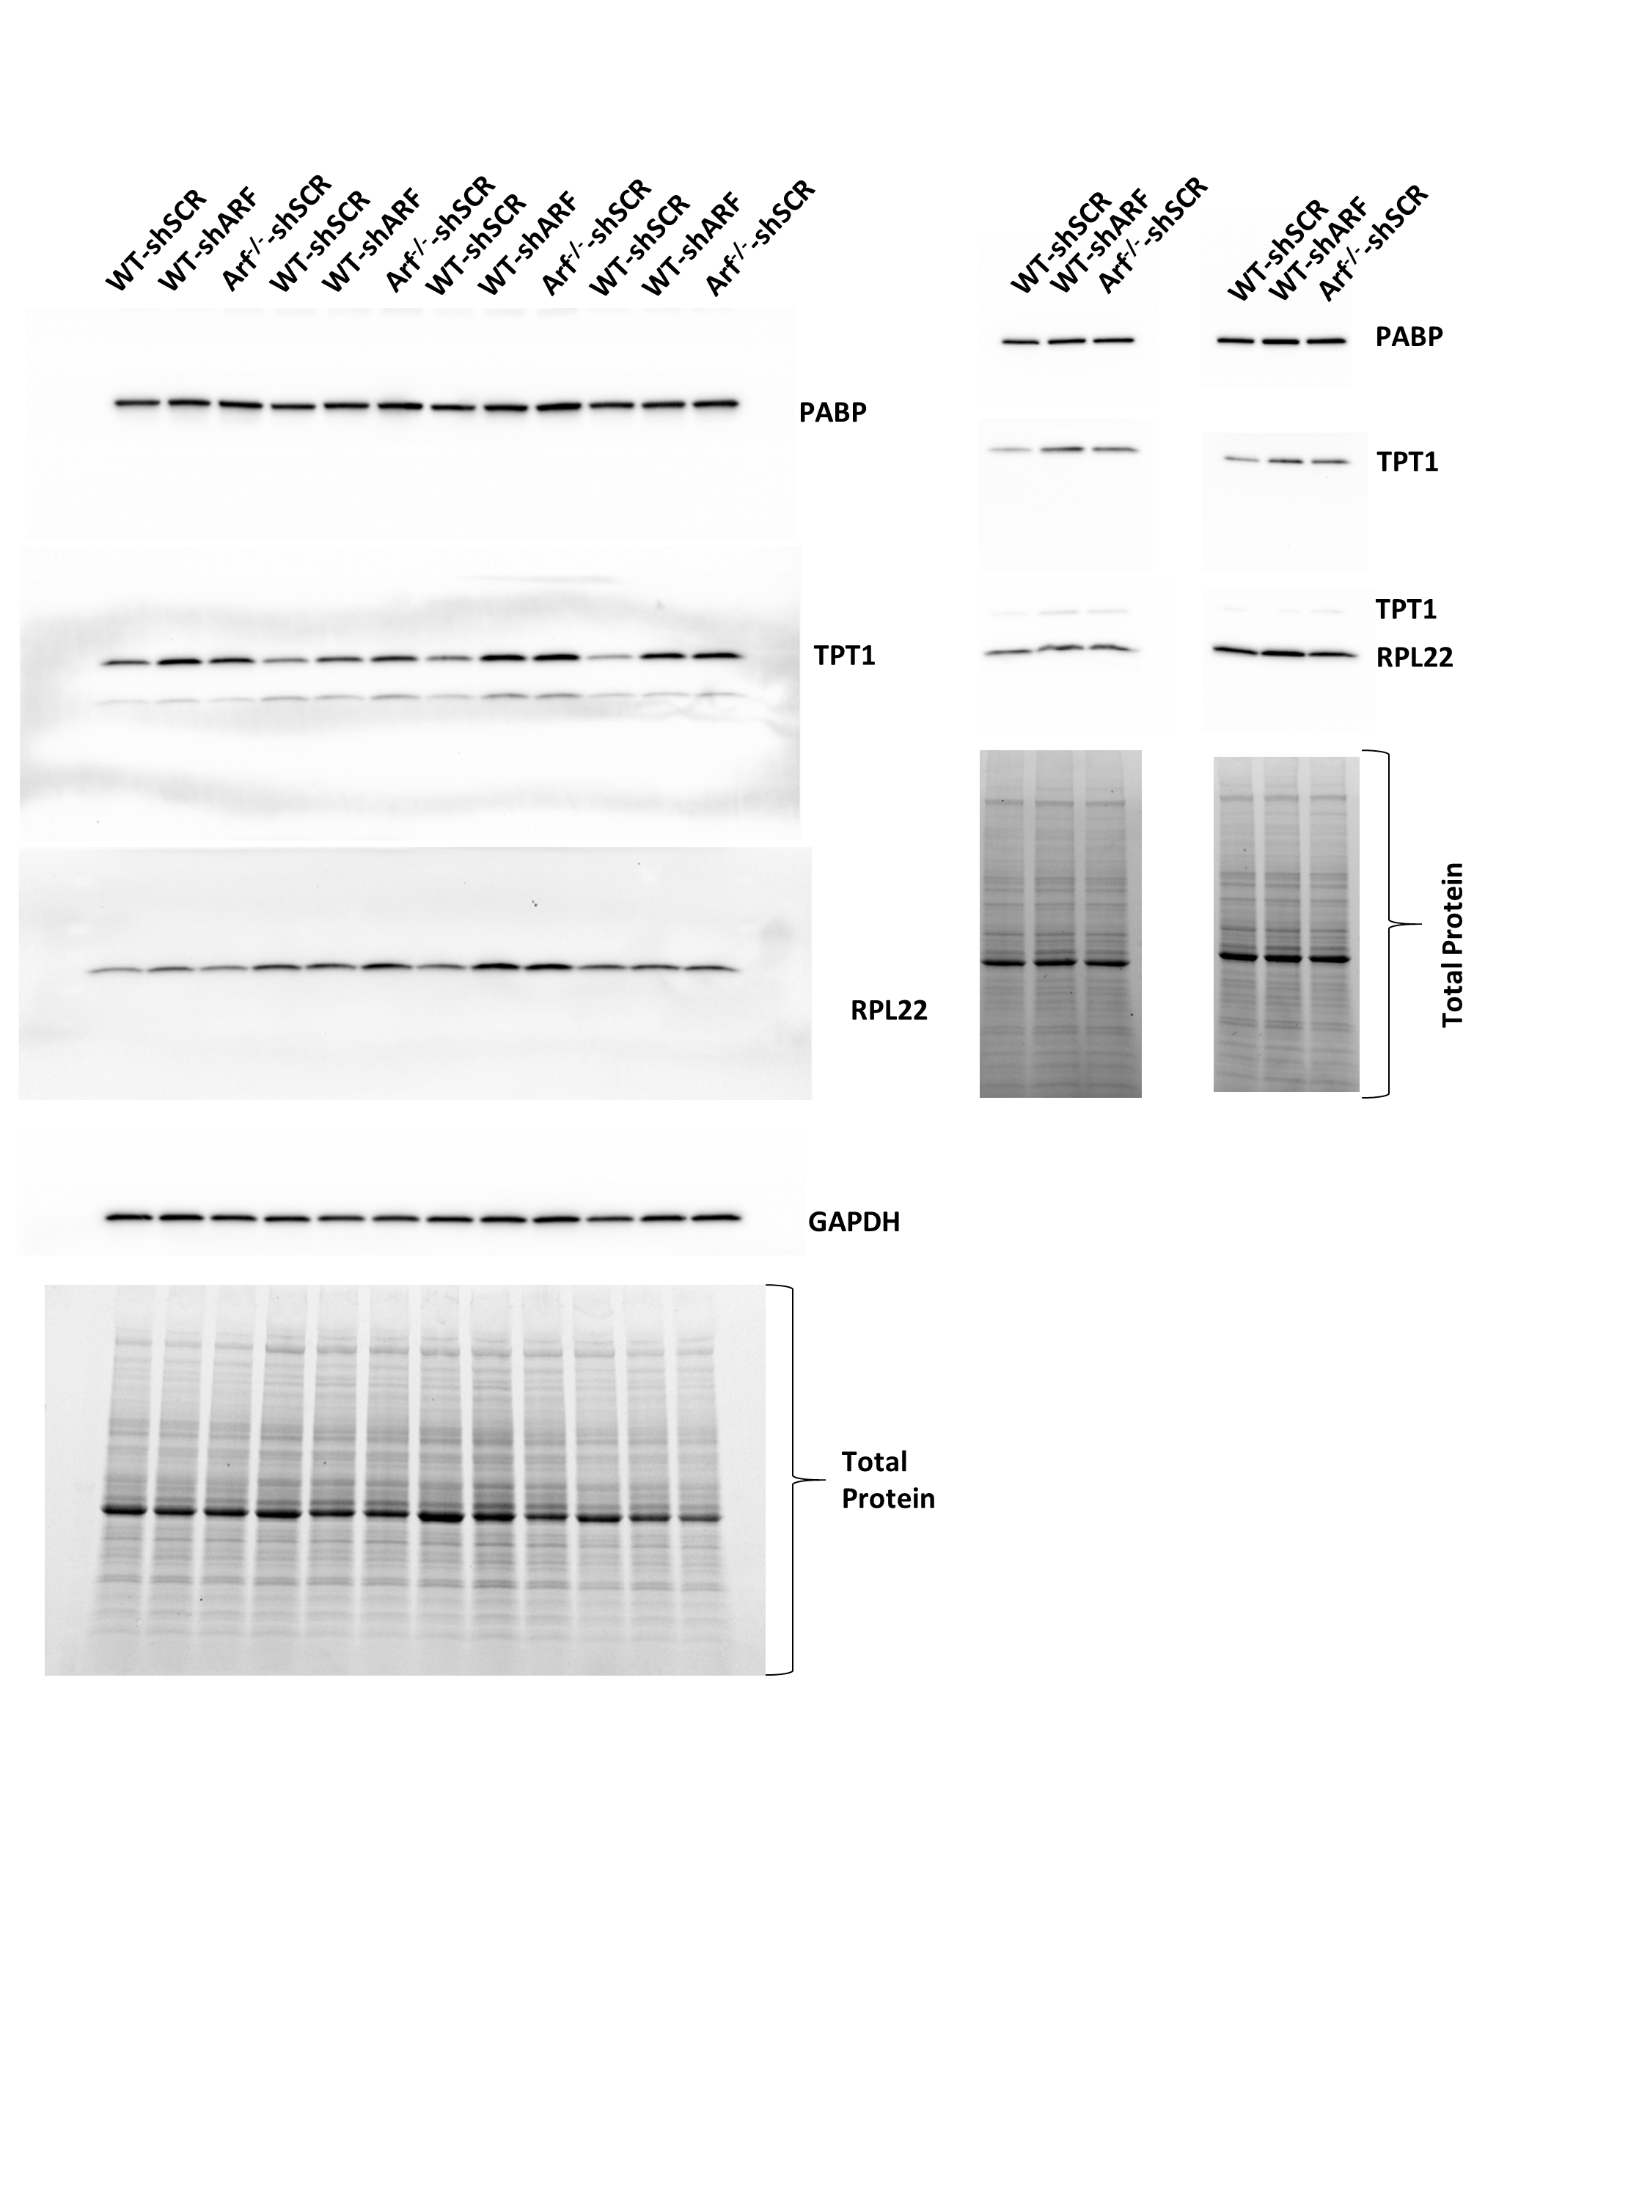

**Supplementary Figure 3: Extended data for Figure 3** Uncropped immunoblots for Figure 3. For the right two panels, the TPT1 blot was re-probed with an antibody for RPL22.

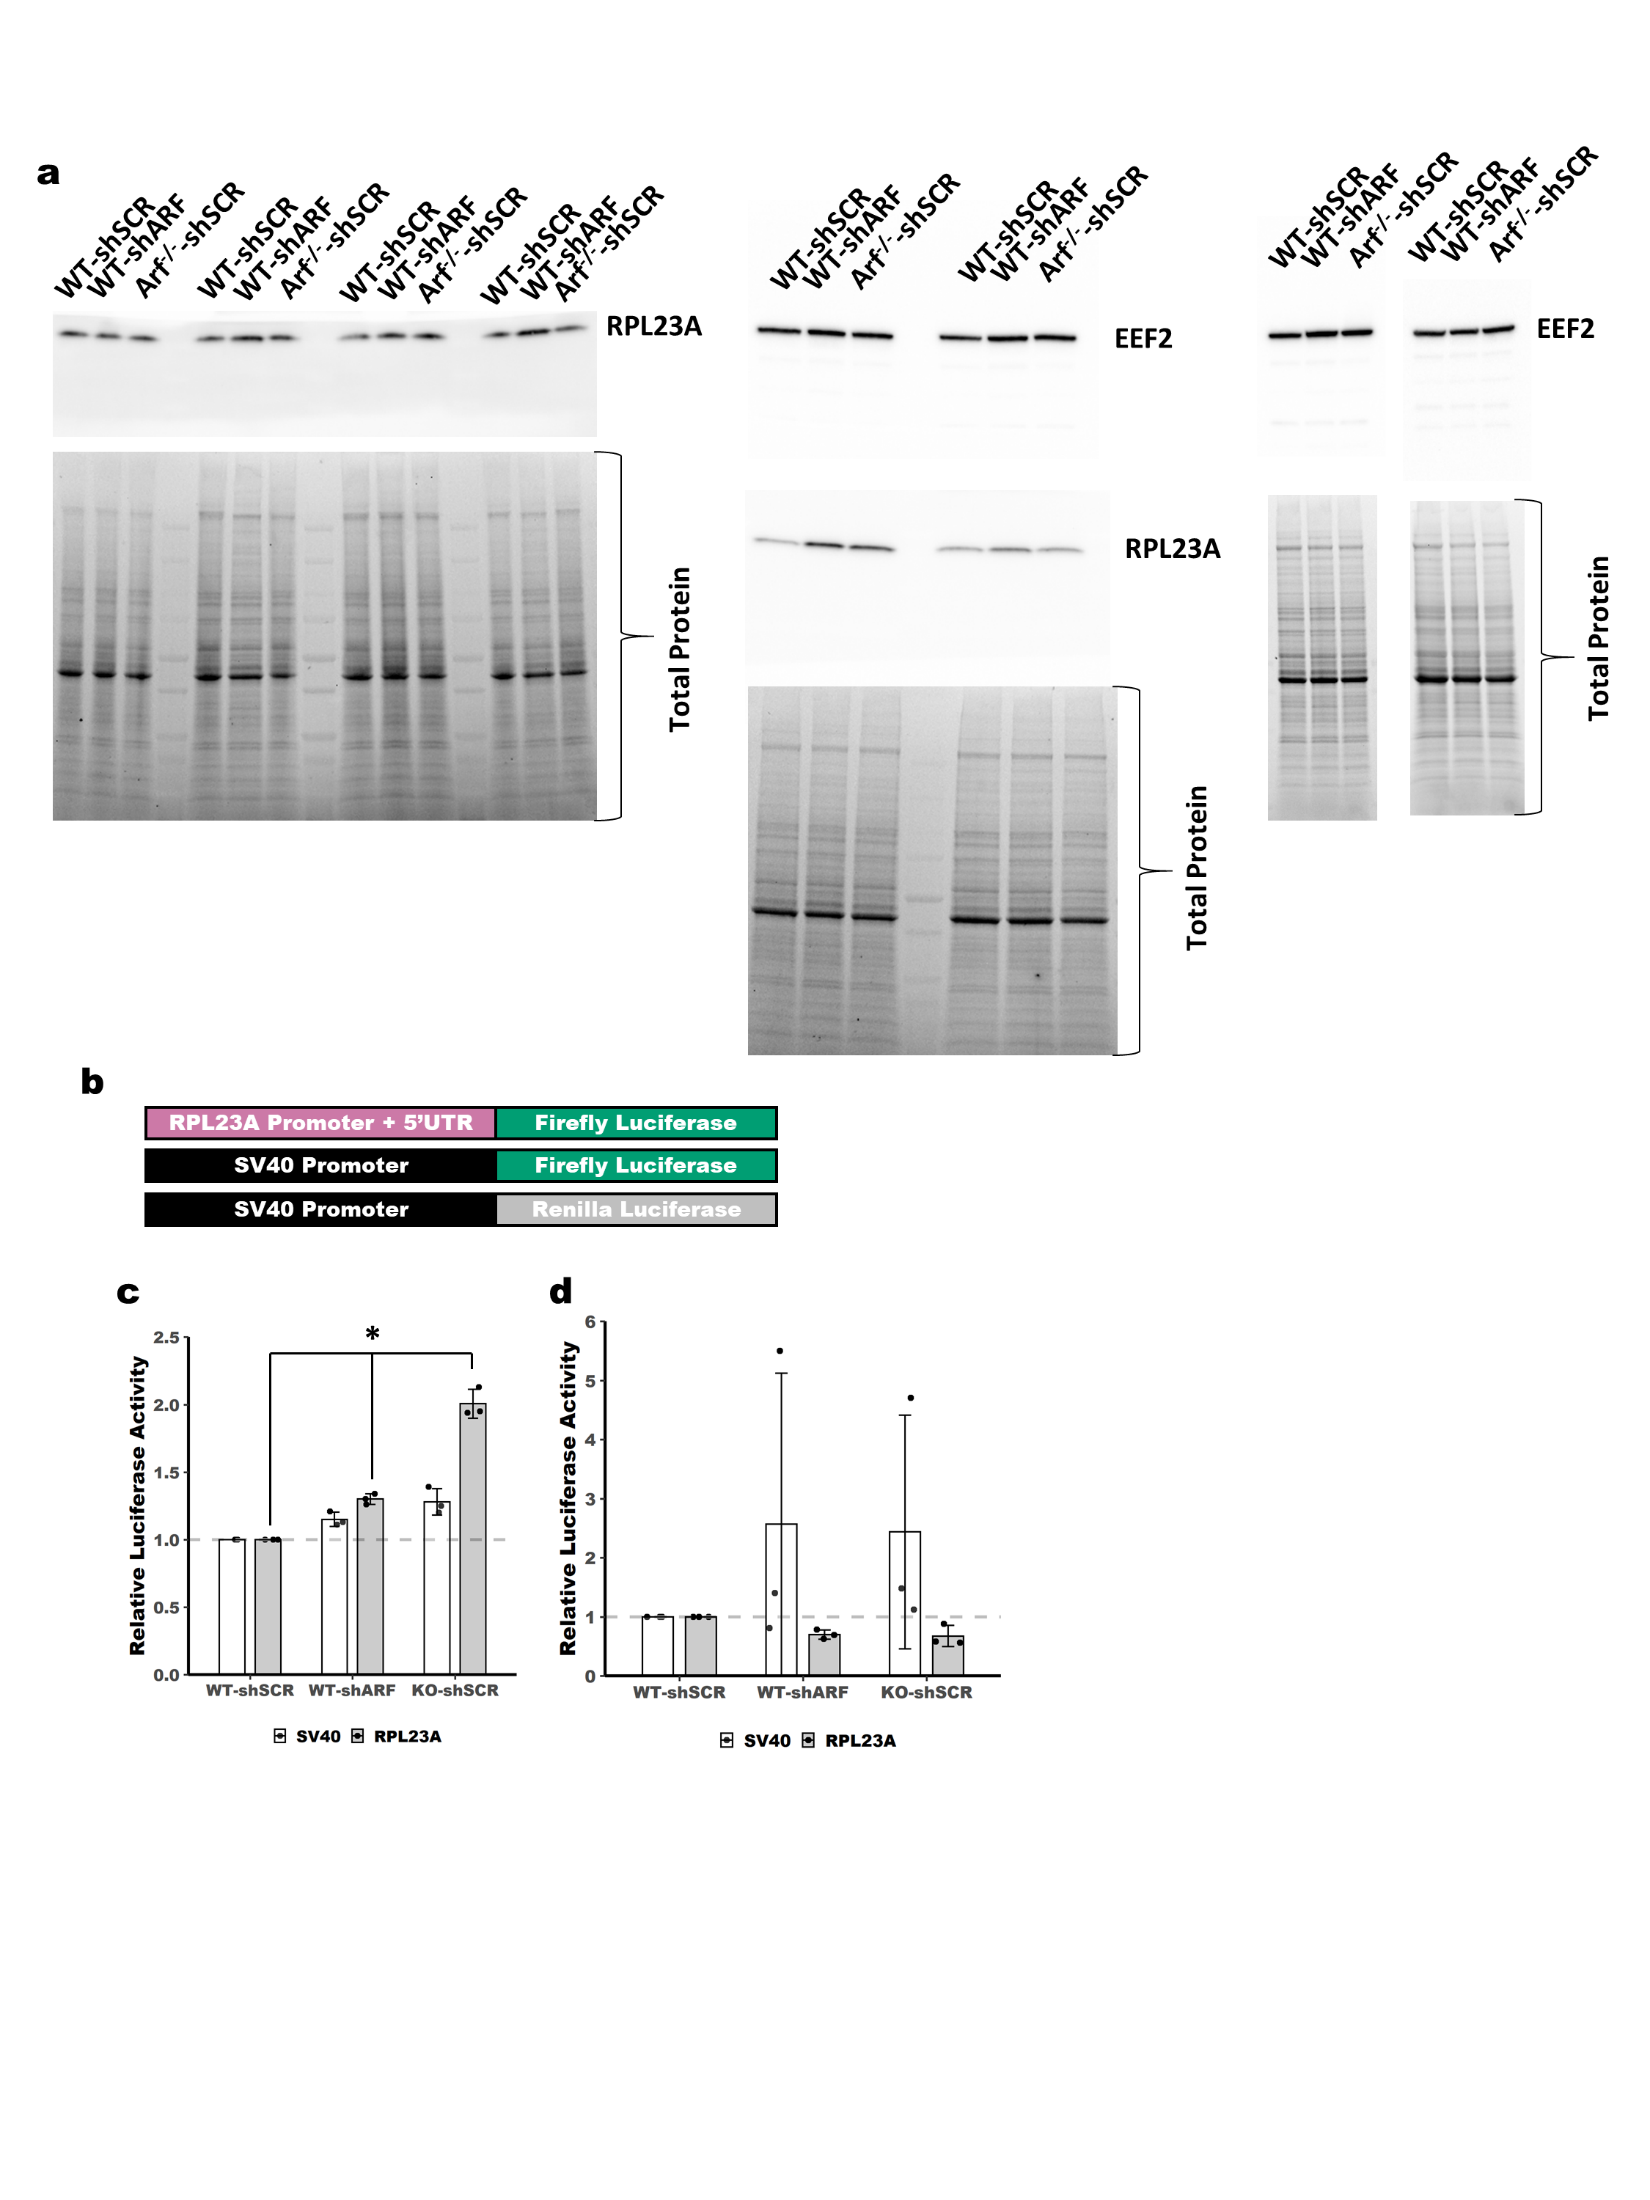

**Supplementary Figure 4: Extended data for Figure 3** Panel **a** Uncropped immunoblots for Figure 3. **b** Schematic of the luciferase reporters used in panels **c** and **d. c** Luciferase activity of a RPL23A reporter is increased in ARF-null MEFs. Luciferase activity was normalized to *Renilla* luciferase transfection control and set relative to WT-shSCR. Mean±SD, n=3. d qPCR shows no increase in mRNA expression of the RPL23a reporter. Normalized to *Renilla* luciferase transfection control. Mean±SD, n=3. * *p*-value < 0.05; two-tailed t-test with Bonferoni correction

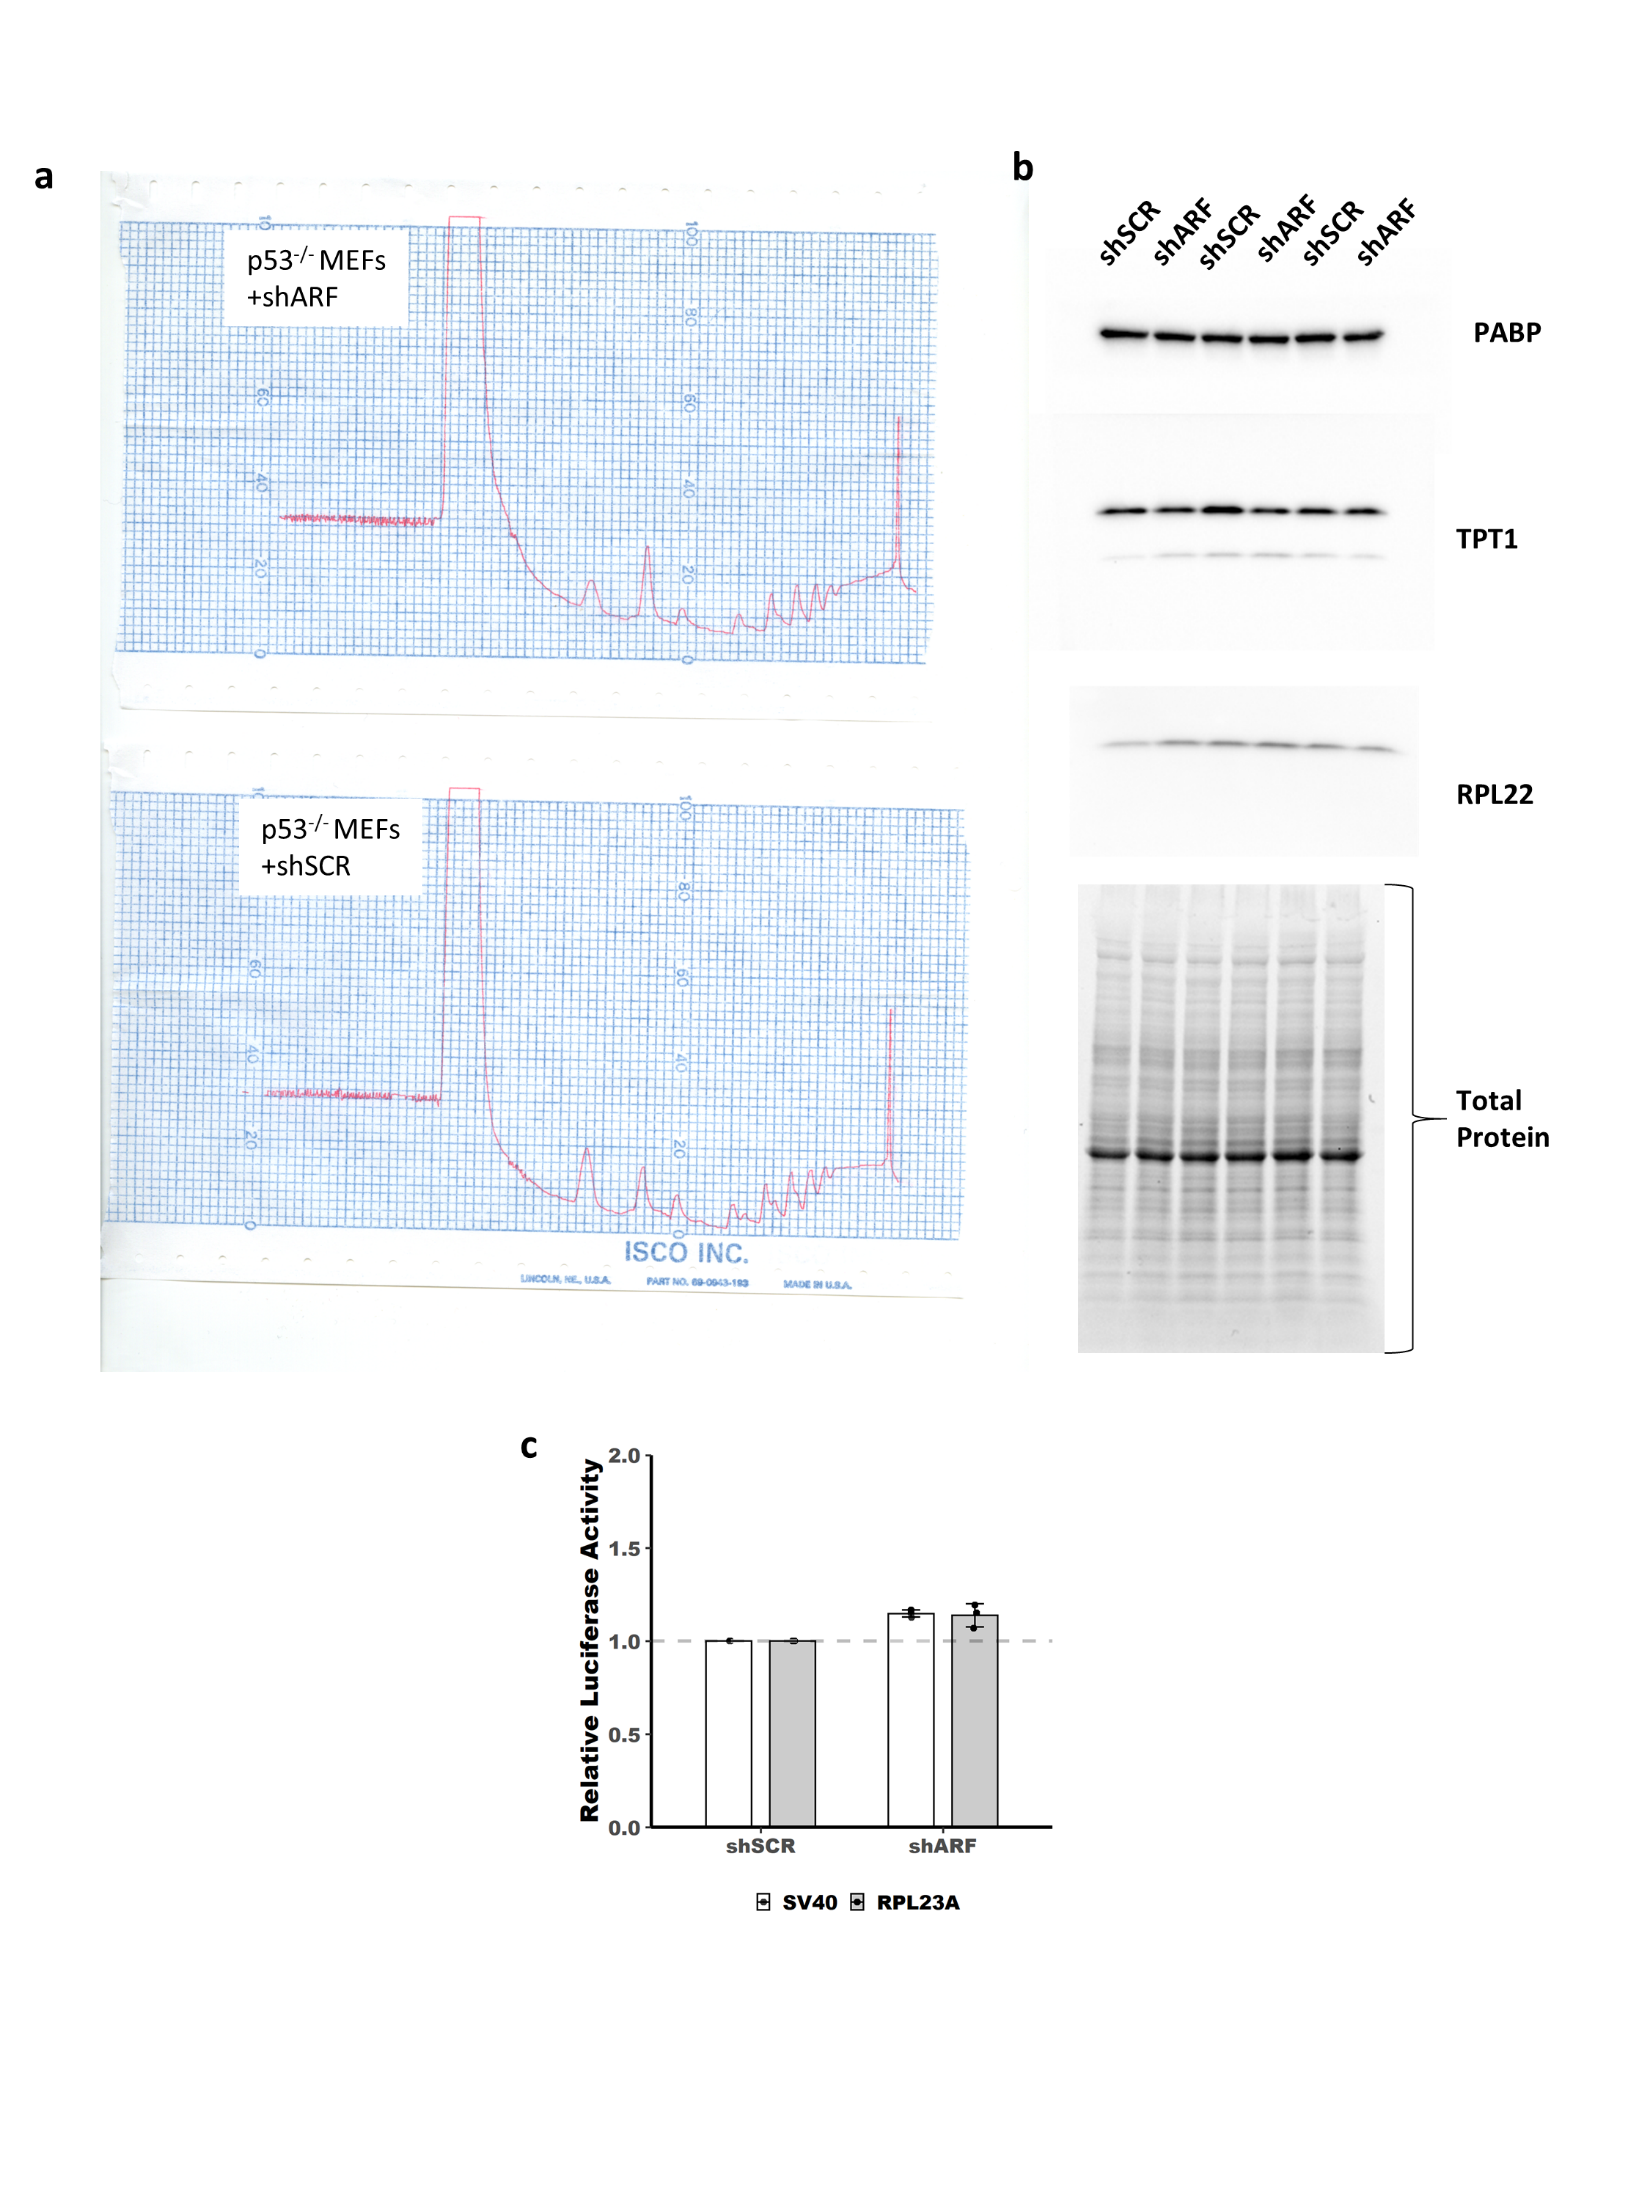

**Supplementary Figure 5: Source images for Figure 4** Panel **a** Analog polysome profiling trace used in Figure 4. **b** uncropped immunoblots for Figure 4. See main text for further details. **c** Knockdown of ARF in *p53^-/-^* MEFs has no effect of luciferase reporter activity for a reporter containing either the RPL23A 5’UTR or a control 5’UTR (vector sequence of pGL3-Control) driven by the SV40 promoter.

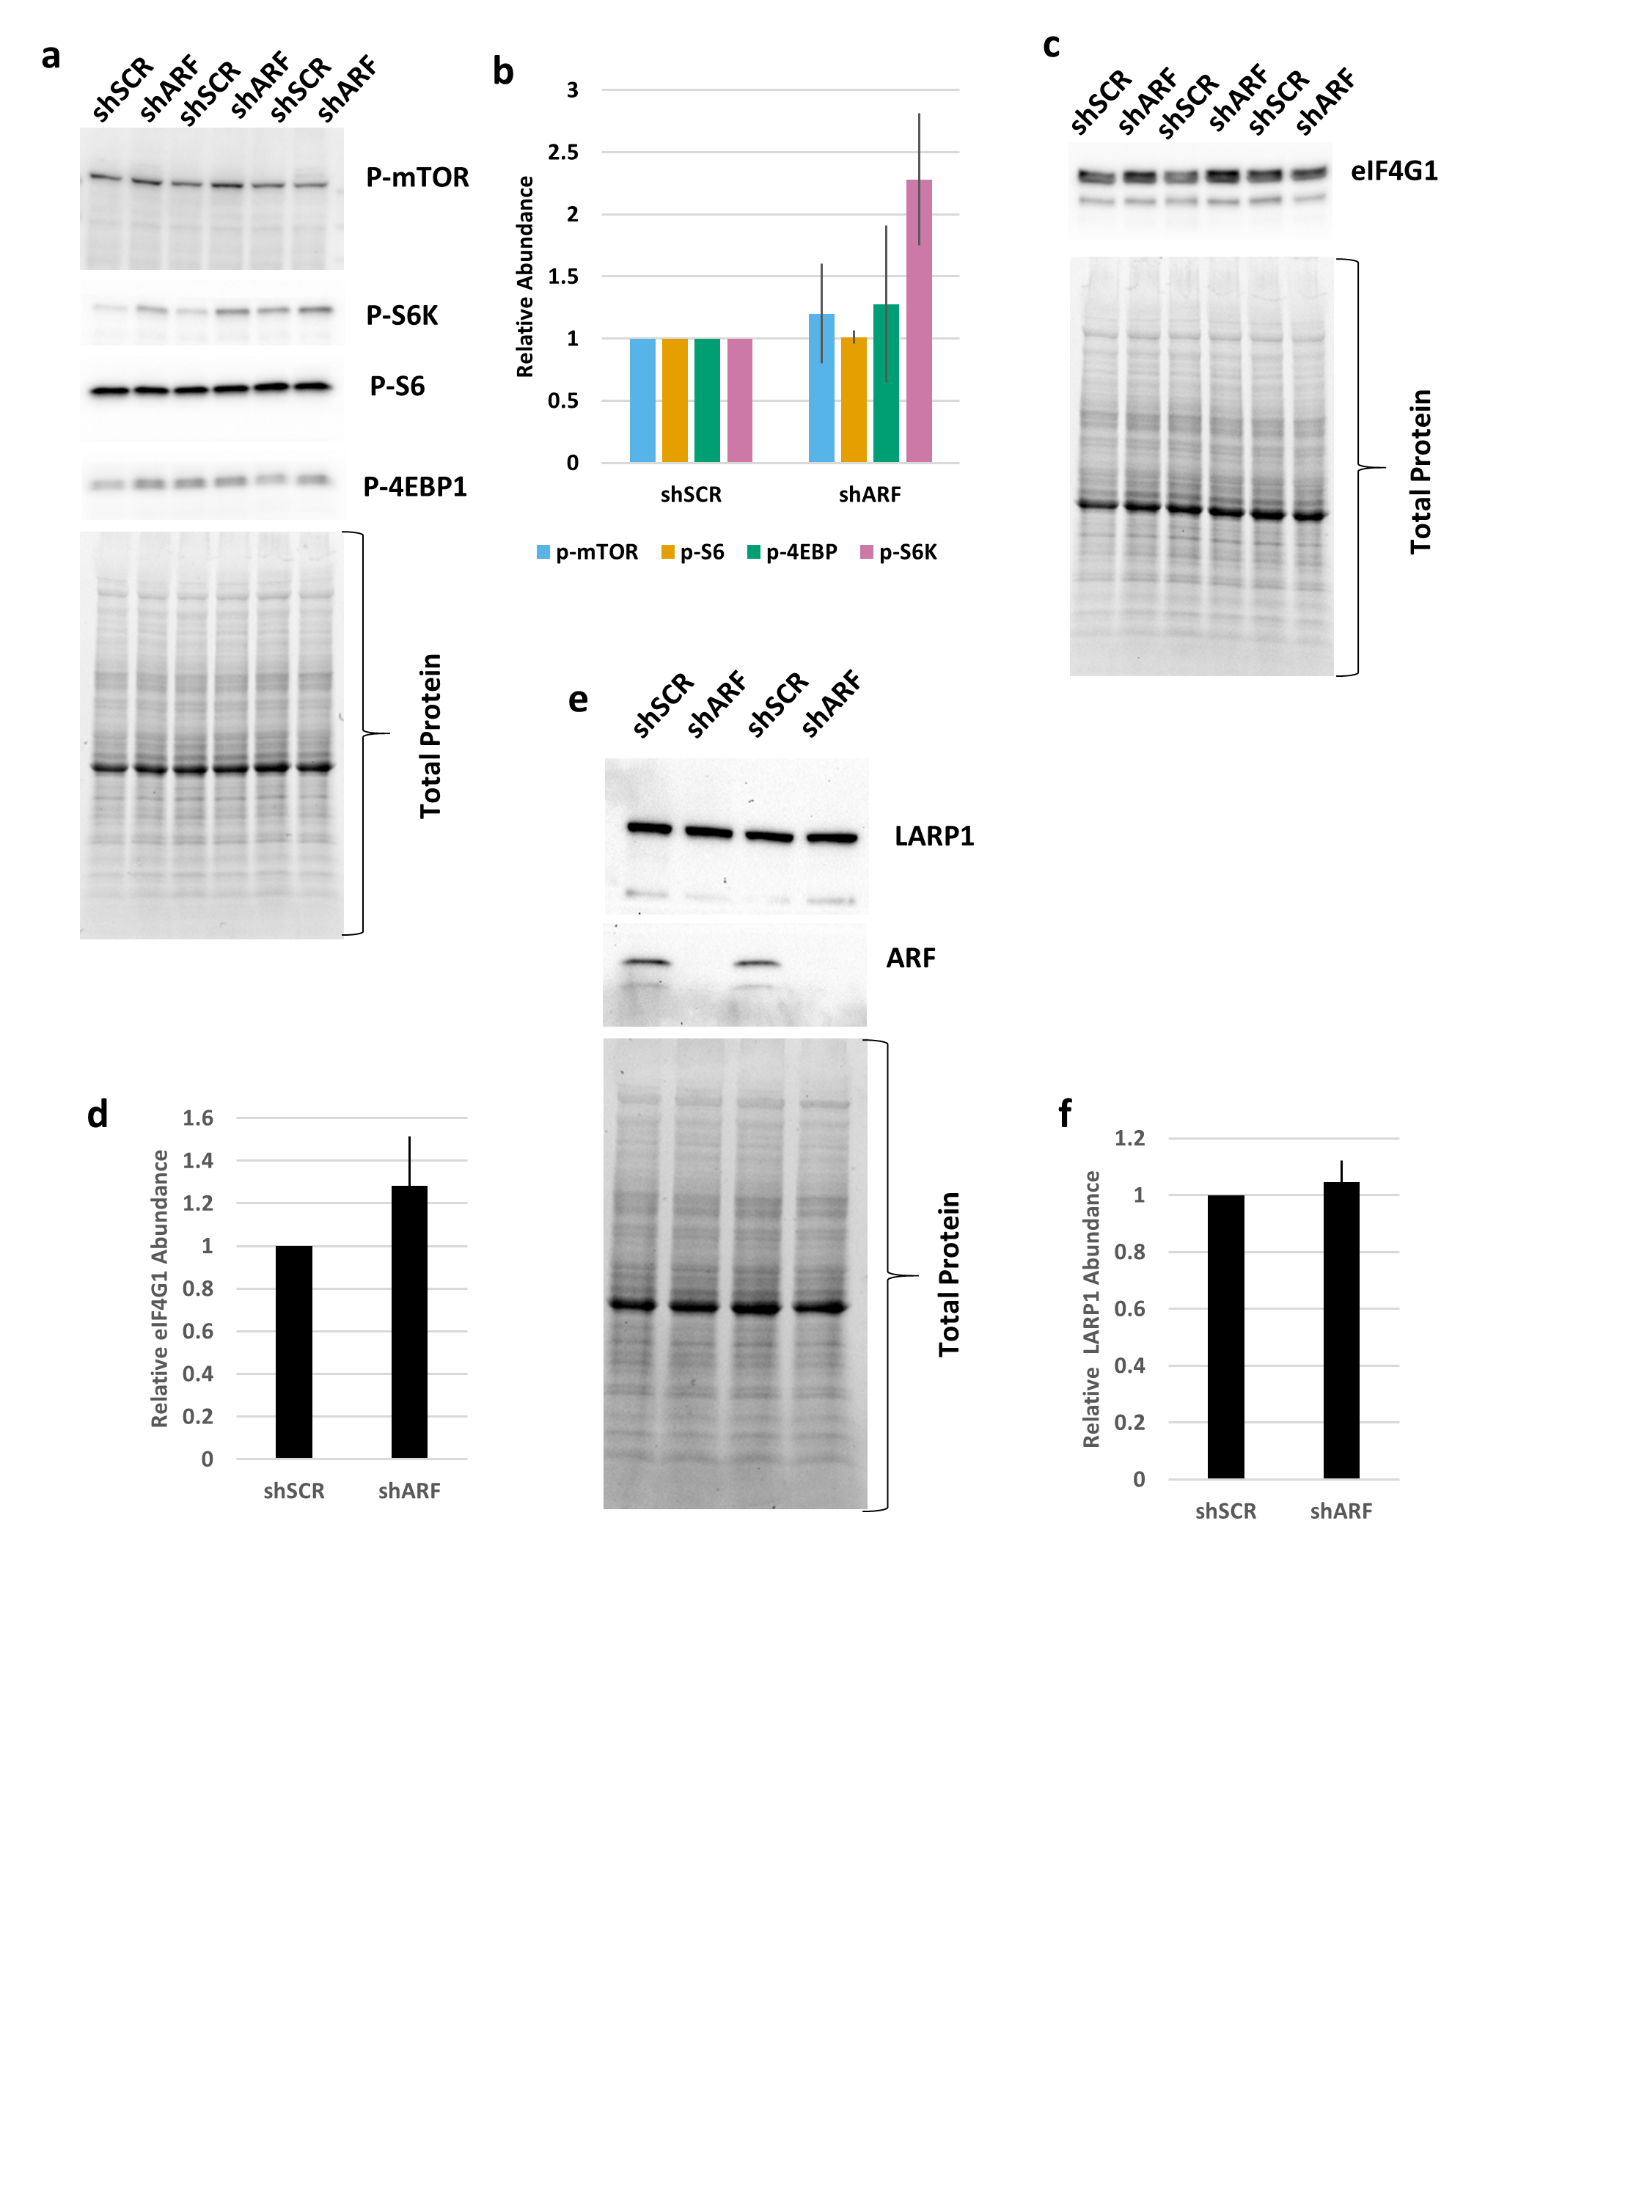

**Supplementary Figure 6: Analysis of 5’-TOP regulators expression and activity following knockdown of ARF in *p53^-/-^* MEFs** Panel **a** assessment of mTORC1 activity following knockdown of ARF in *p53^-/-^* MEFs. **b** Quantitation of the immunoblot shown in panel **a**. Mean +/- standard deviation, N = 3. **c** assessment of eIF4G1 expression following knockdown of ARF in *p53^-/-^* MEFs. **d** Quantitation of the immunoblot shown in panel **c**. Mean +/- standard deviation, N = 3. **e** assessment of LARP1 expression following knockdown of ARF in *p53^-/-^* MEFs. **f** Quantitation of the immunoblot shown in panel **e**, Mean +/- standard deviation, N = 2.

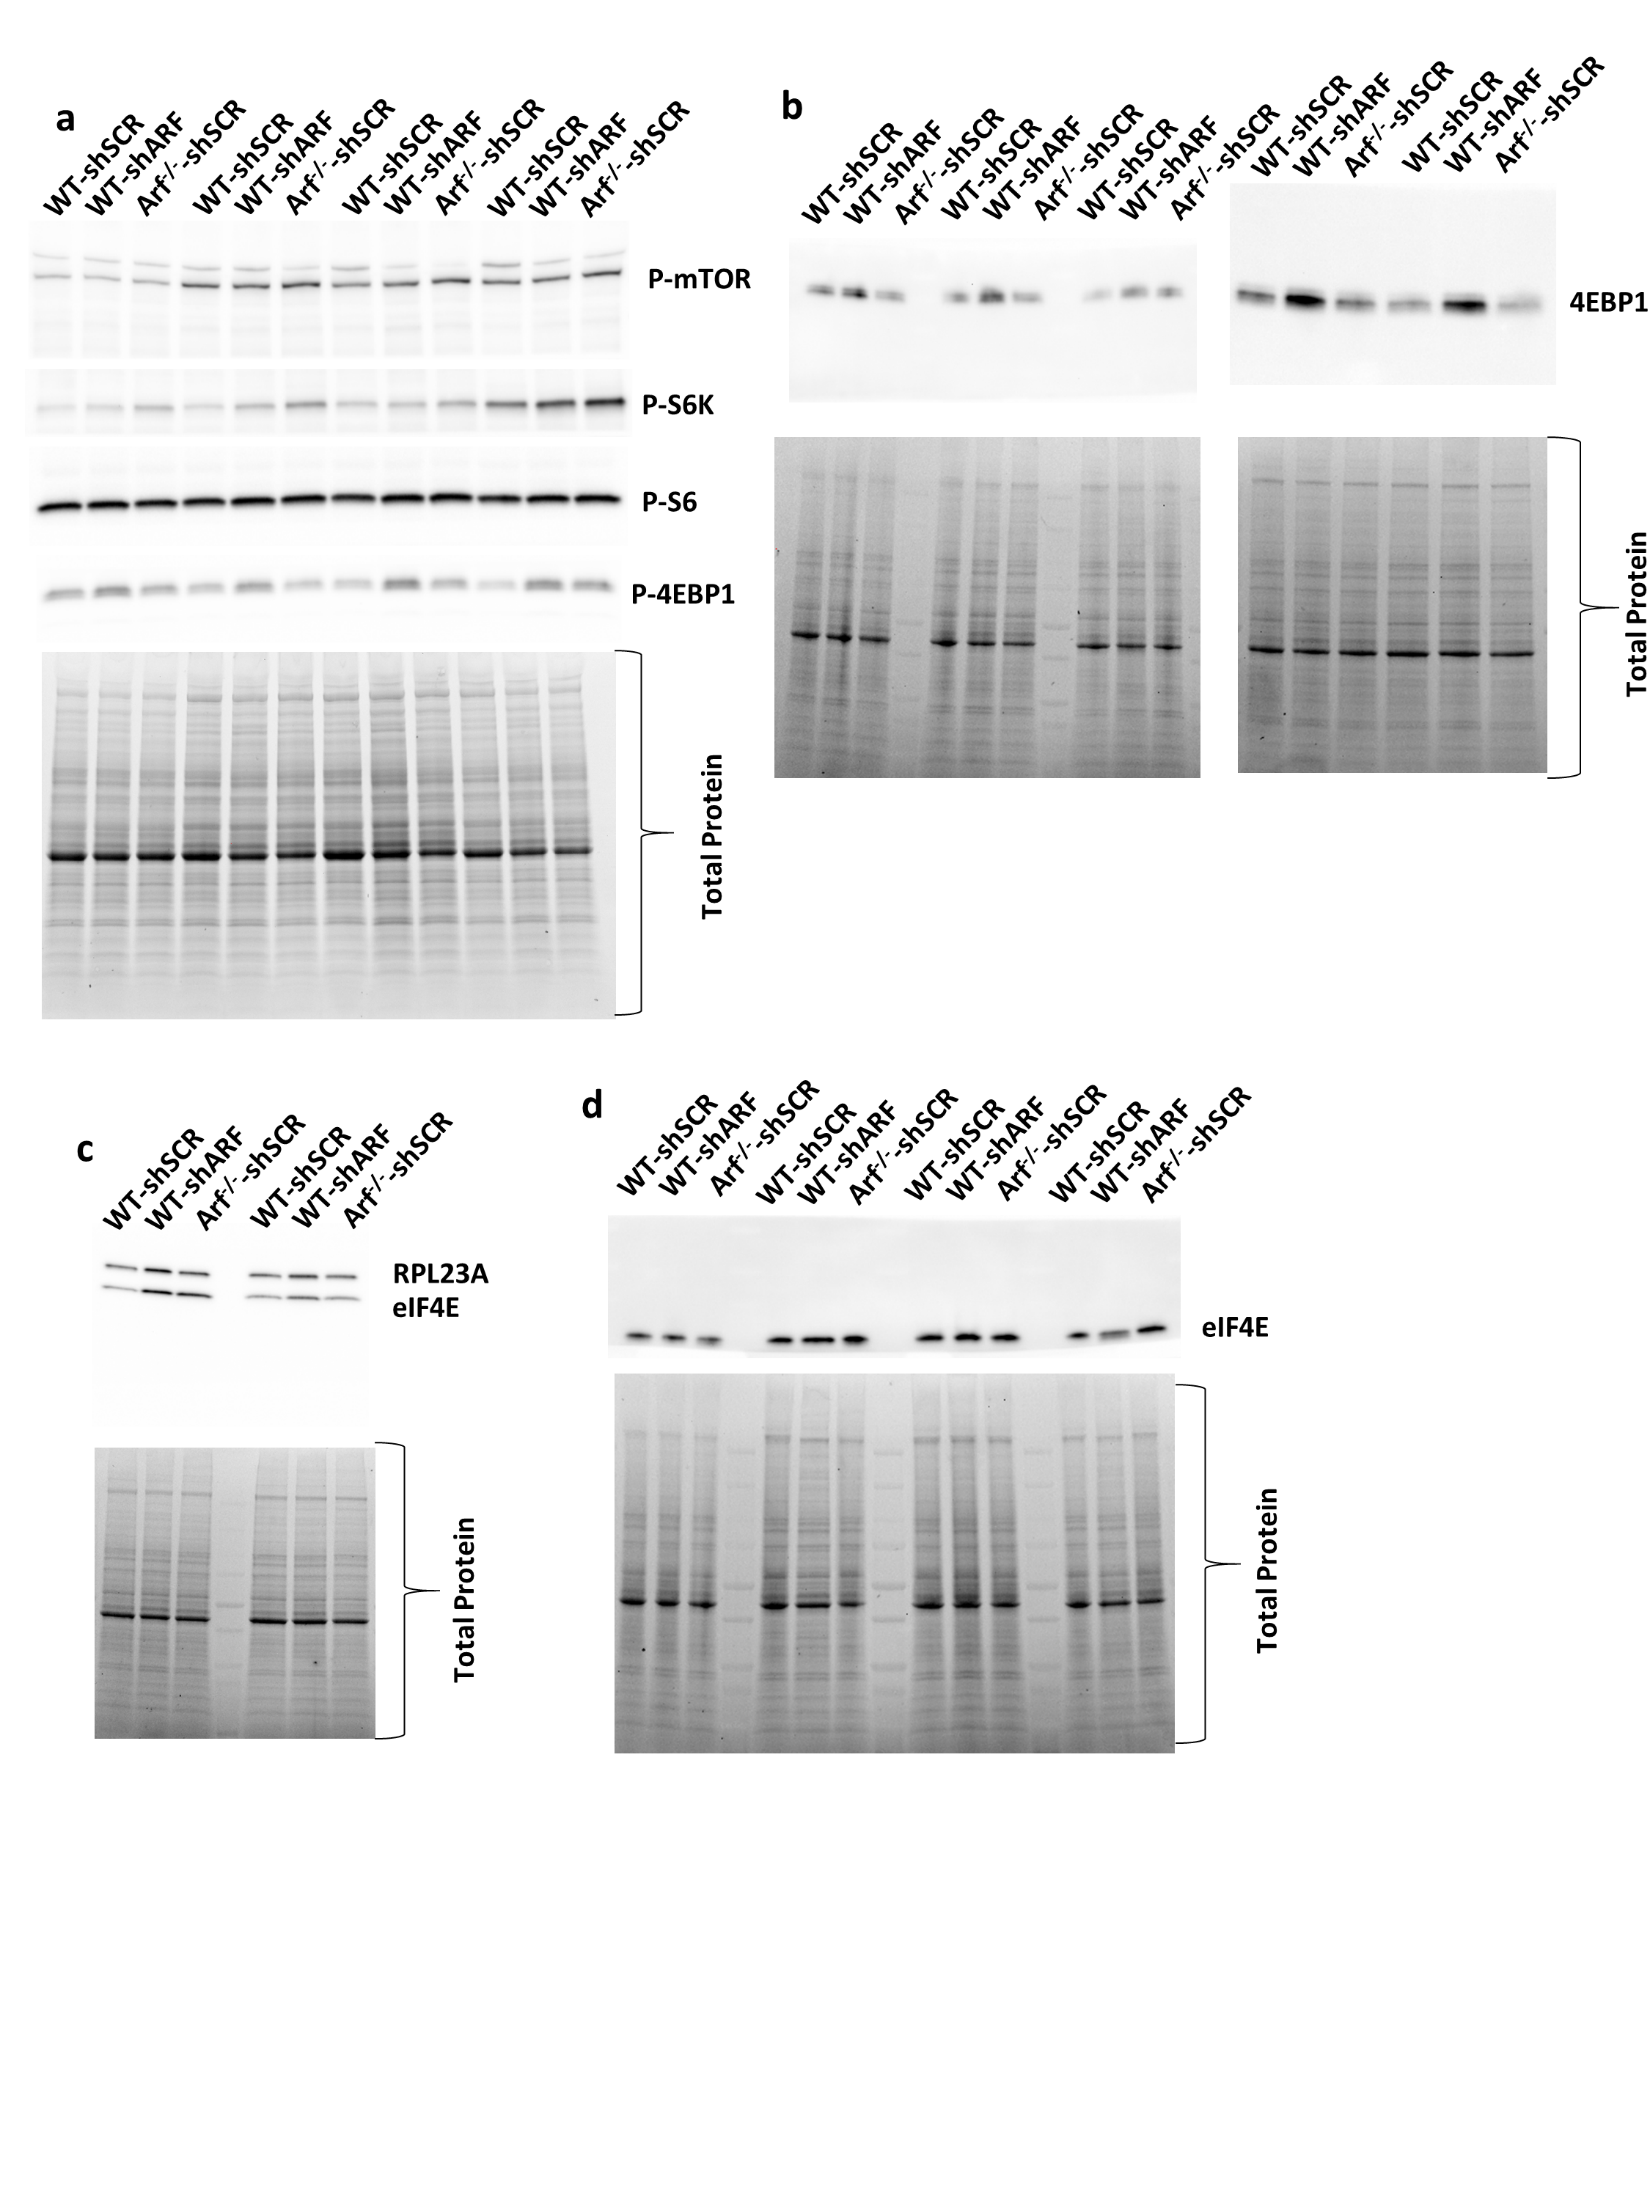

**Supplementary Figure 7: Source Images for Figure 5** Uncropped immunoblots from **Figure 5**. See main text for further details. **a-d** source for Figure 5a. For panel **c**, the blot from the middle panel of Supplementary Figure 5a was re-probed with an antibody for eIF4E, as such, the total protein gel image is the same.

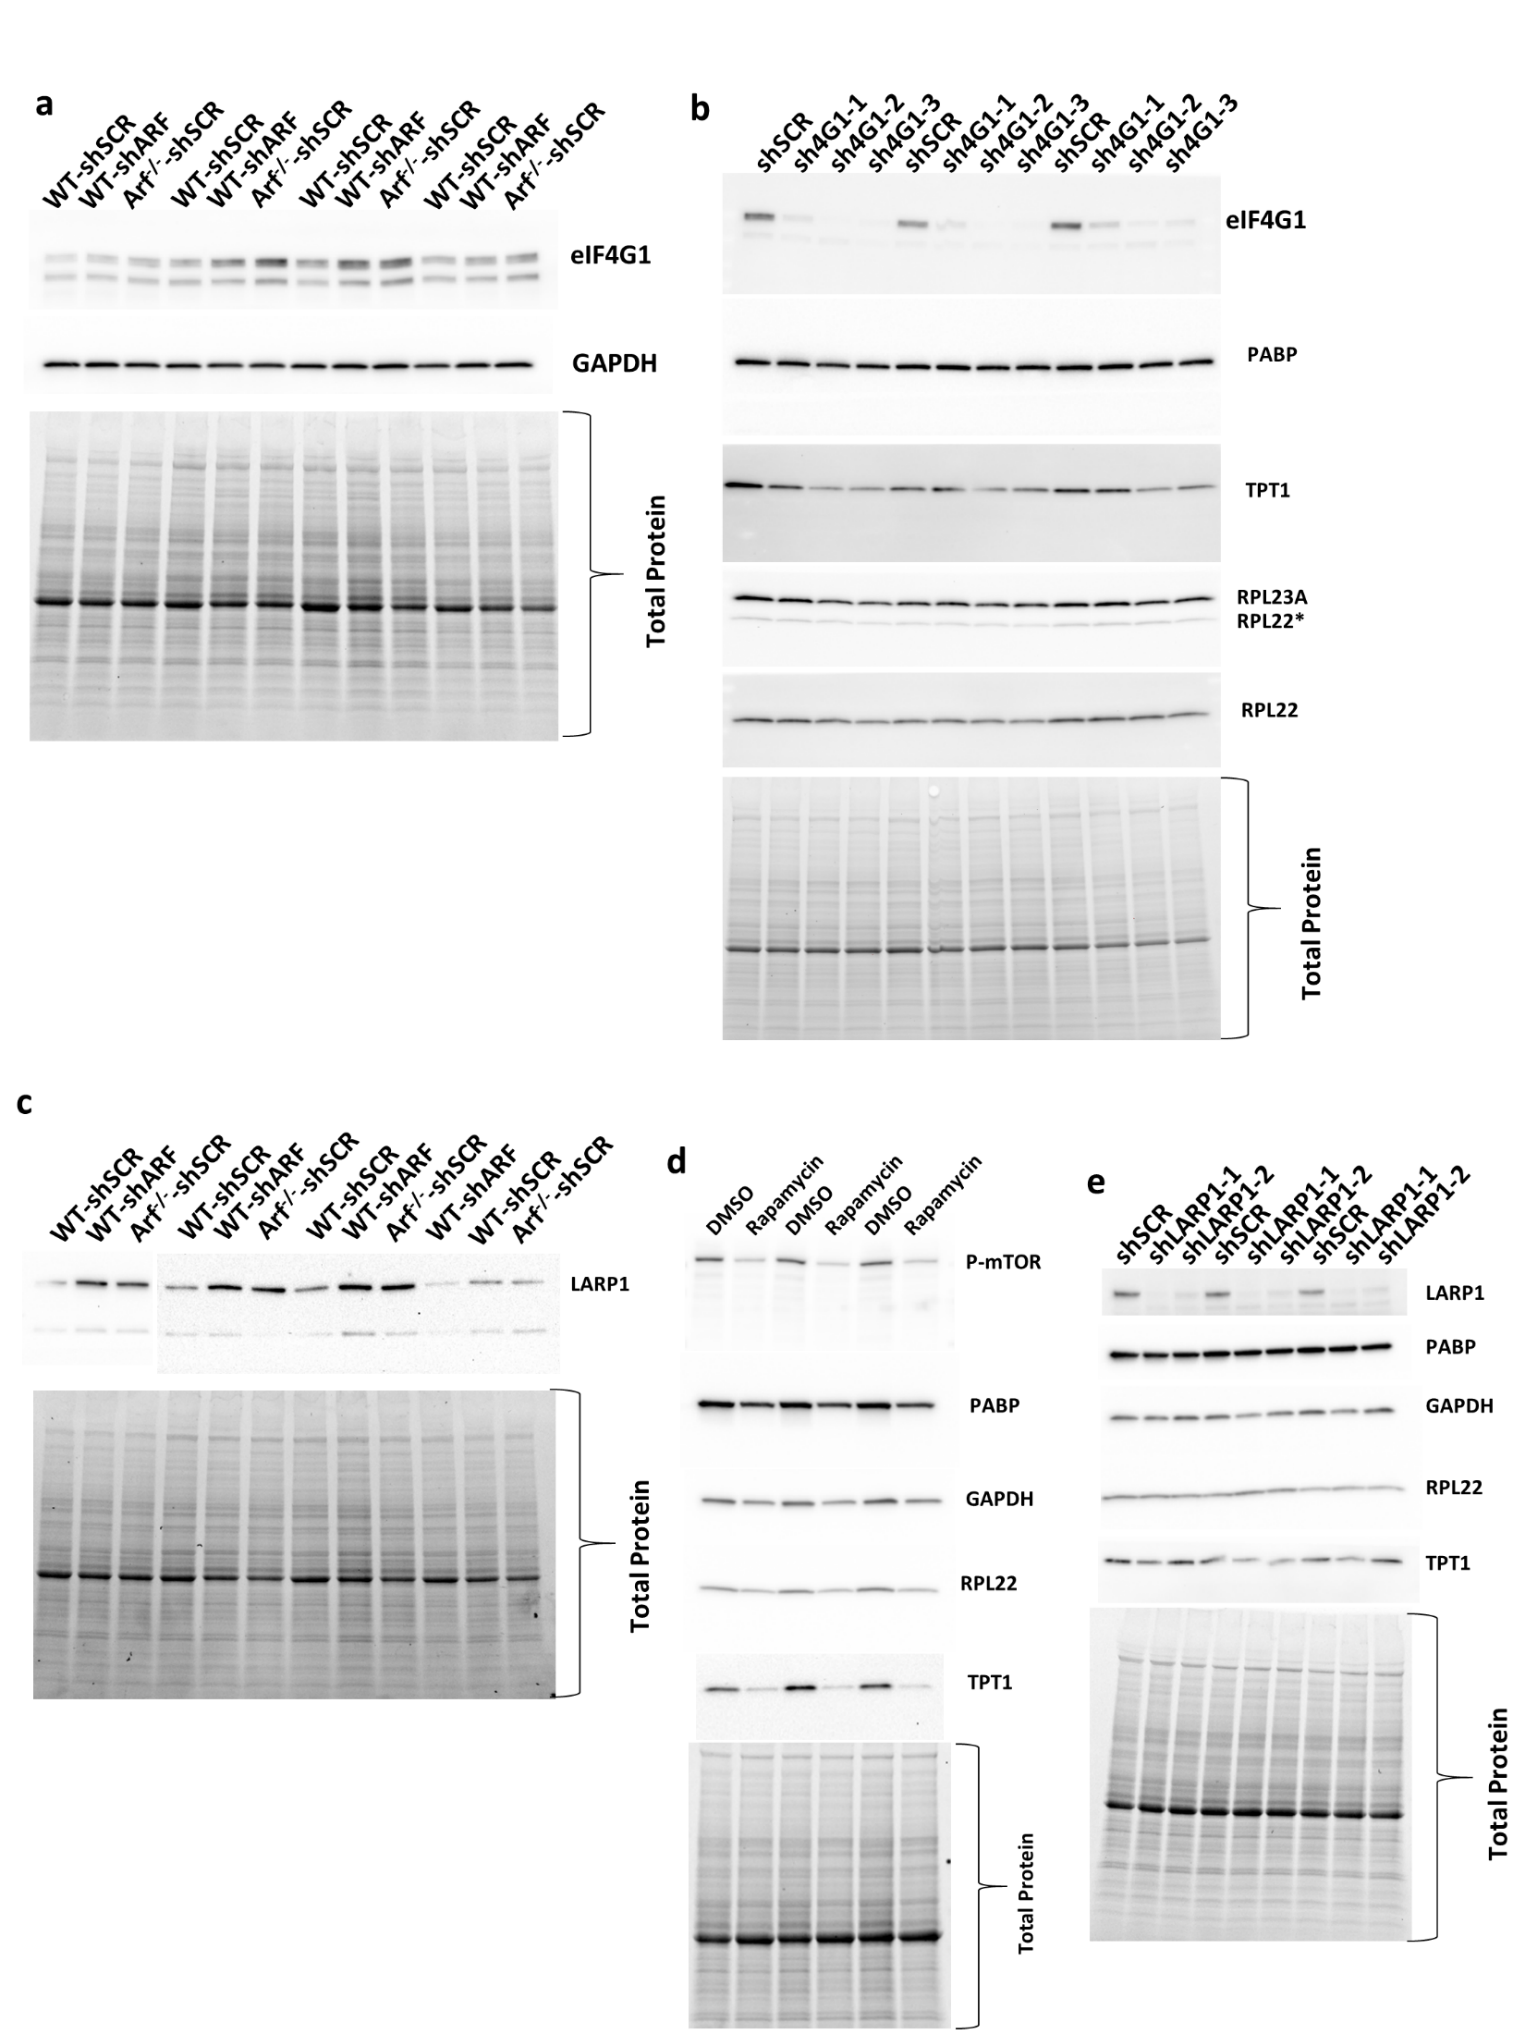

**Supplementary Figure 8: Source Images for Figure 5** Panel **a** source for Figure 5e, **b** source for Figure 5g, **c** source for Figure 5i, **d** source for Figure 5c and **e** source for Figure 5l**.** For panel c, replicate 1 for LARP1 was repeated due to a smear upon transfer and was ran a second time, this is the cause of the composite panel.

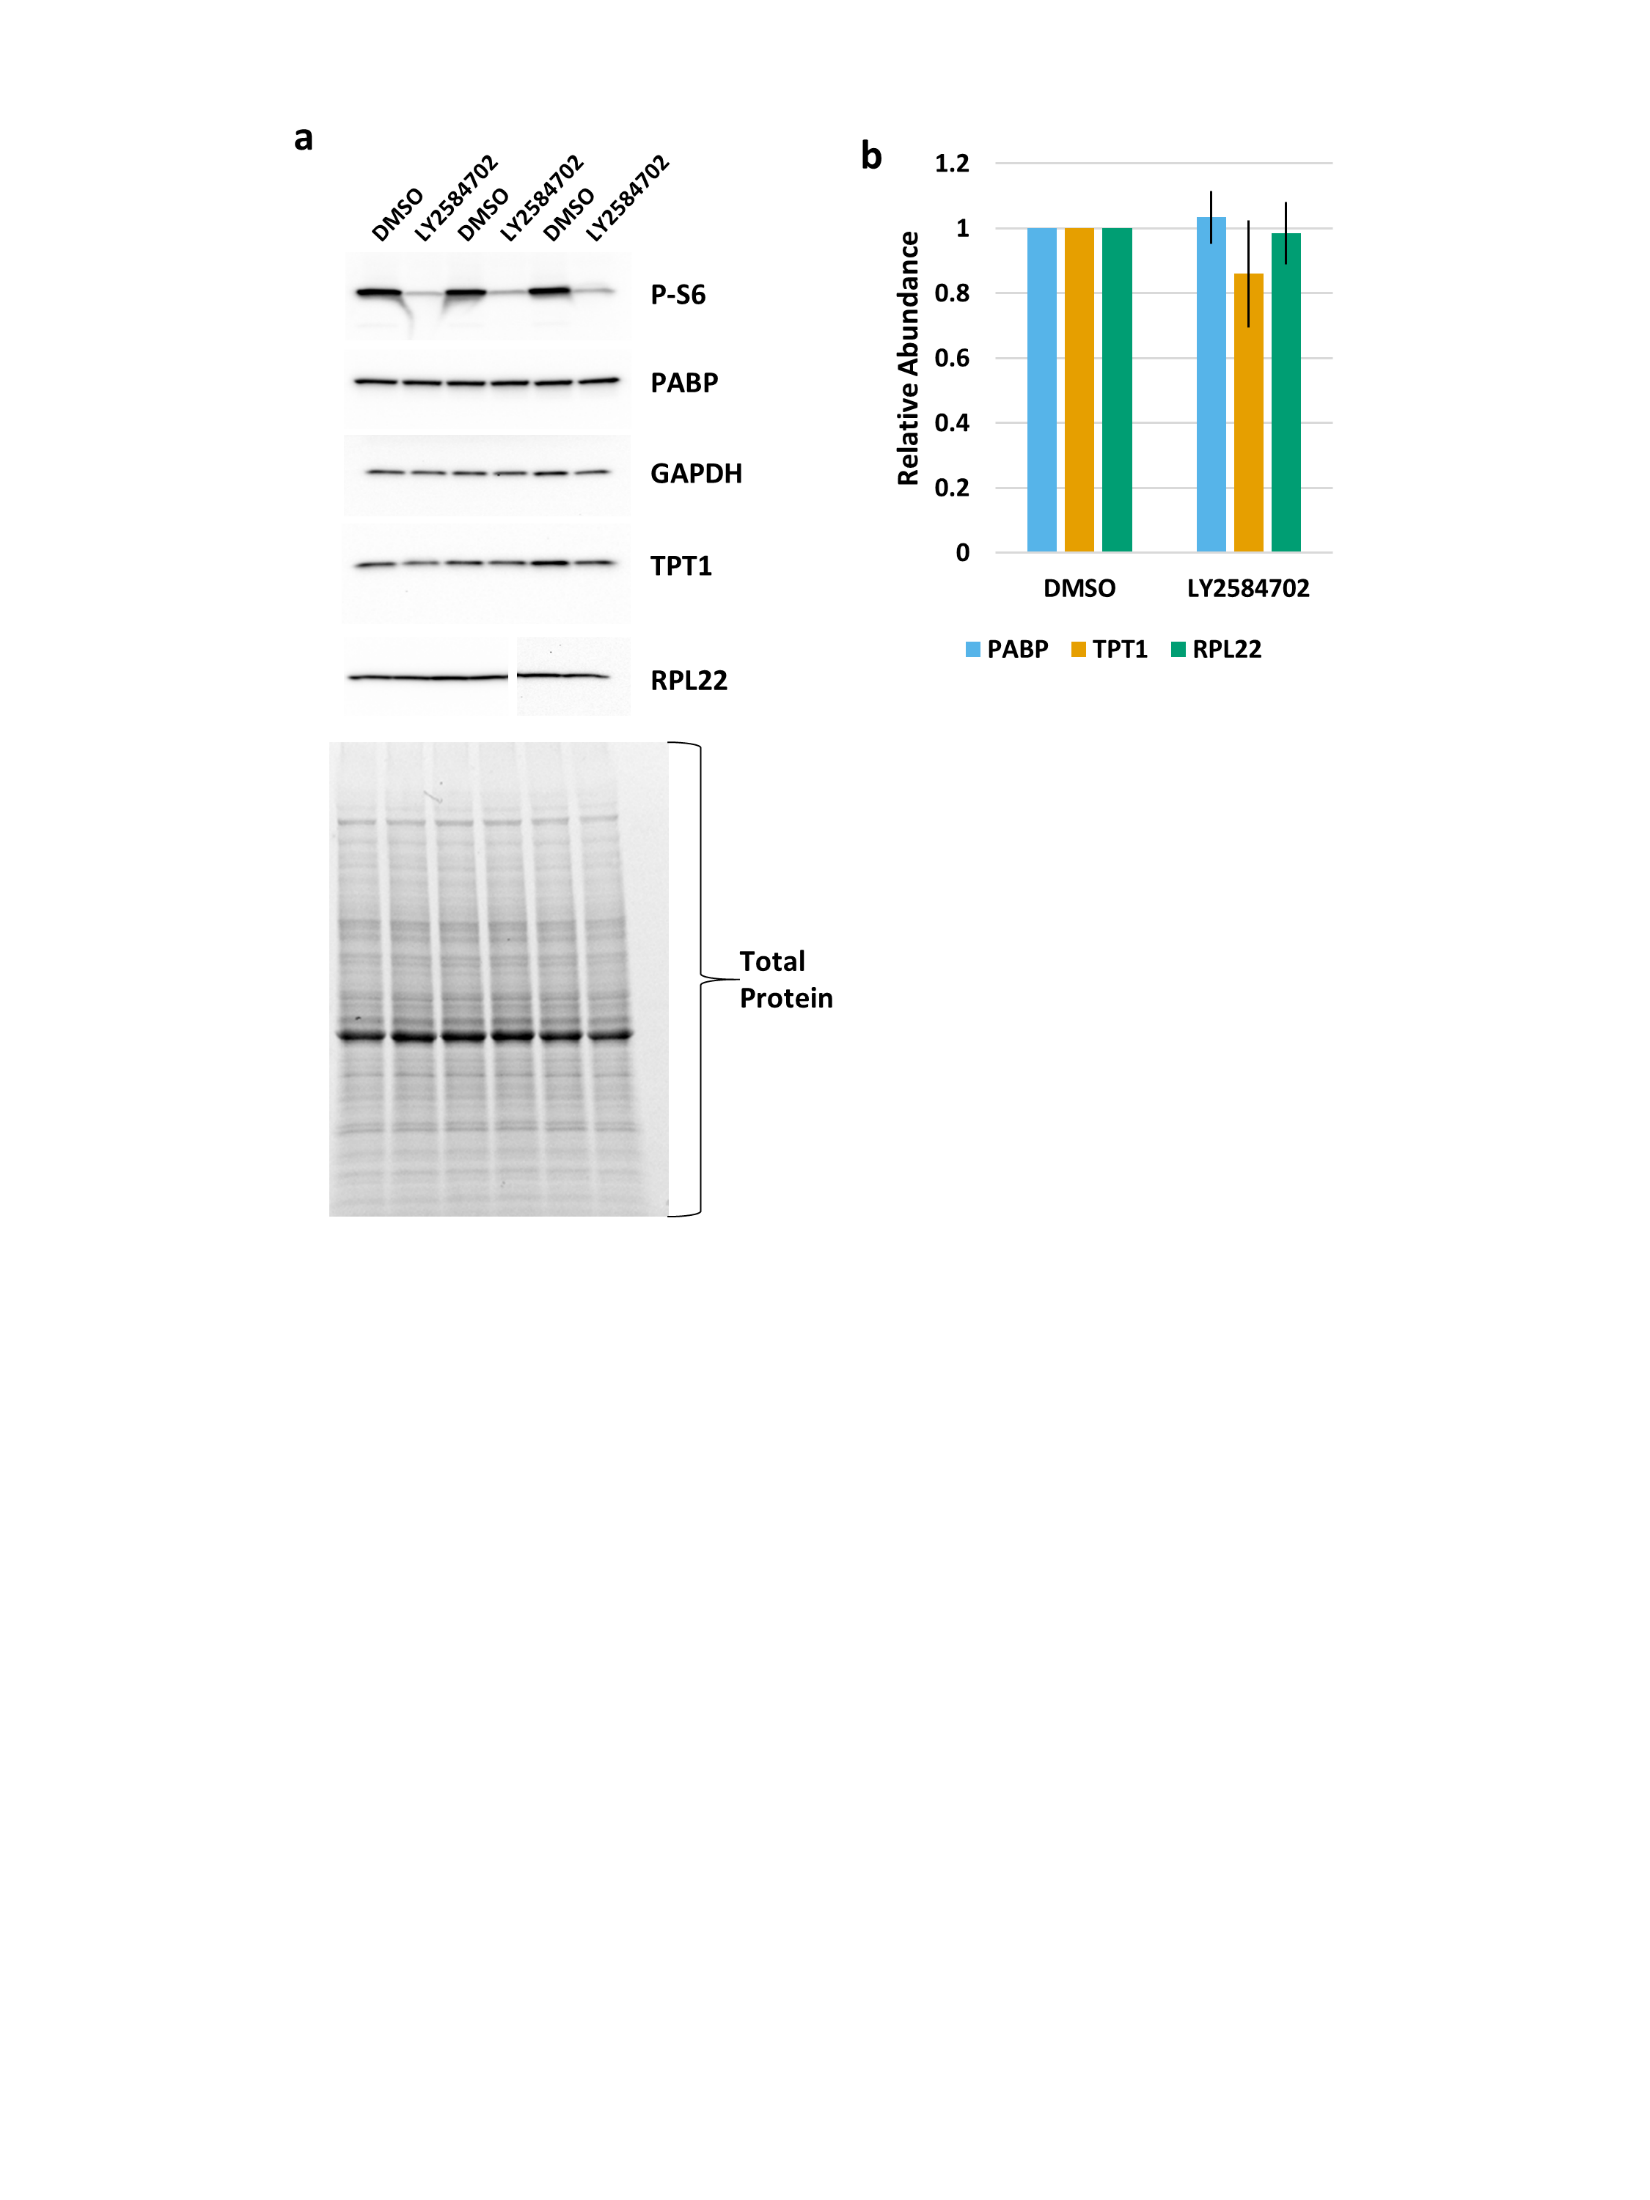

**Supplementary Figure 9: S6-Kinase inhibition has no effect on 5’-TOP mRNA expression and overexpression of eIF4G1** *Arf^-/-^* MEFs were treated with LY2584702 (ApexBio Technology) at a concentration of 1 µM for 4 days prior to harvesting. **a** Immunoblot analysis of 5’-TOP mRNA encoded proteins and P-S6 following treatment, quantified in panel **b**. Mean +/- standard deviation, n = 3. For RPL22 – the replicate 3 sample smeared upon transfer and was ran a second time, this is the cause of the composite panel.

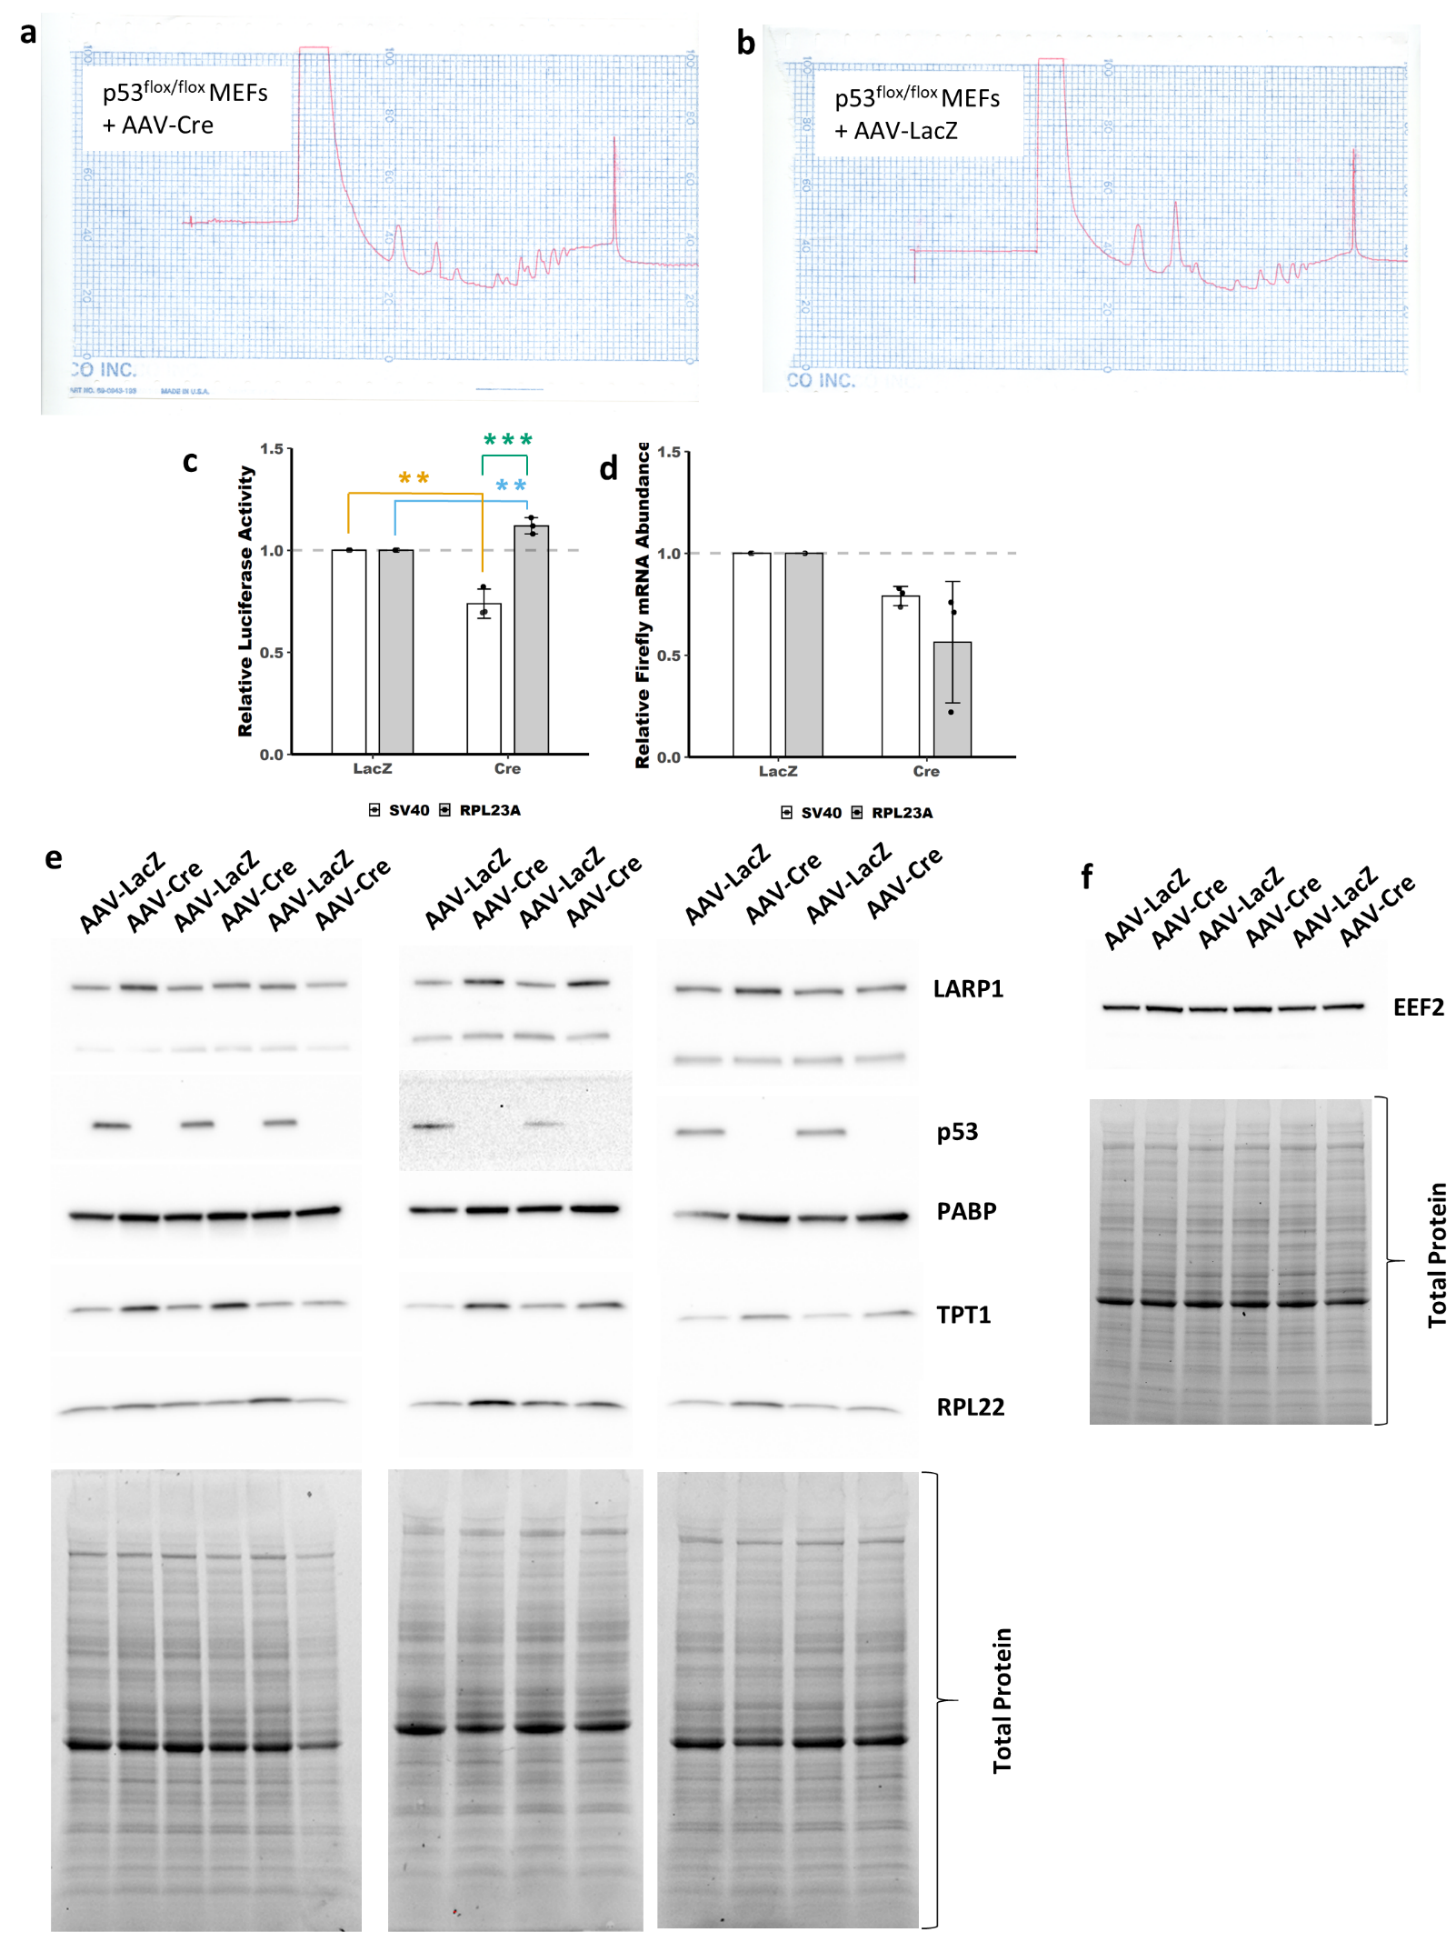
**Supplementary Figure 10: Source images for Figure 6** Panels **a** and **b**, analog trace used in Figure 6a. **c** Luciferase activity of a 5’-TOP reporter is increased in *p53^-/-^* MEFs. Luciferase activity was normalized to *Renilla* luciferase transfection control and set relative to LacZ control. Mean±SD, n=3. **d** qPCR shows no increase in mRNA expression of the RPL23a reporter. Normalized to *Renilla* luciferase transfection control. Mean±SD, n=3. * *p*-value < 0.05; two-tailed t-test with Bonferoni correction **e** and **f** uncropped immunoblots for Figure 6b. See main text for further details.

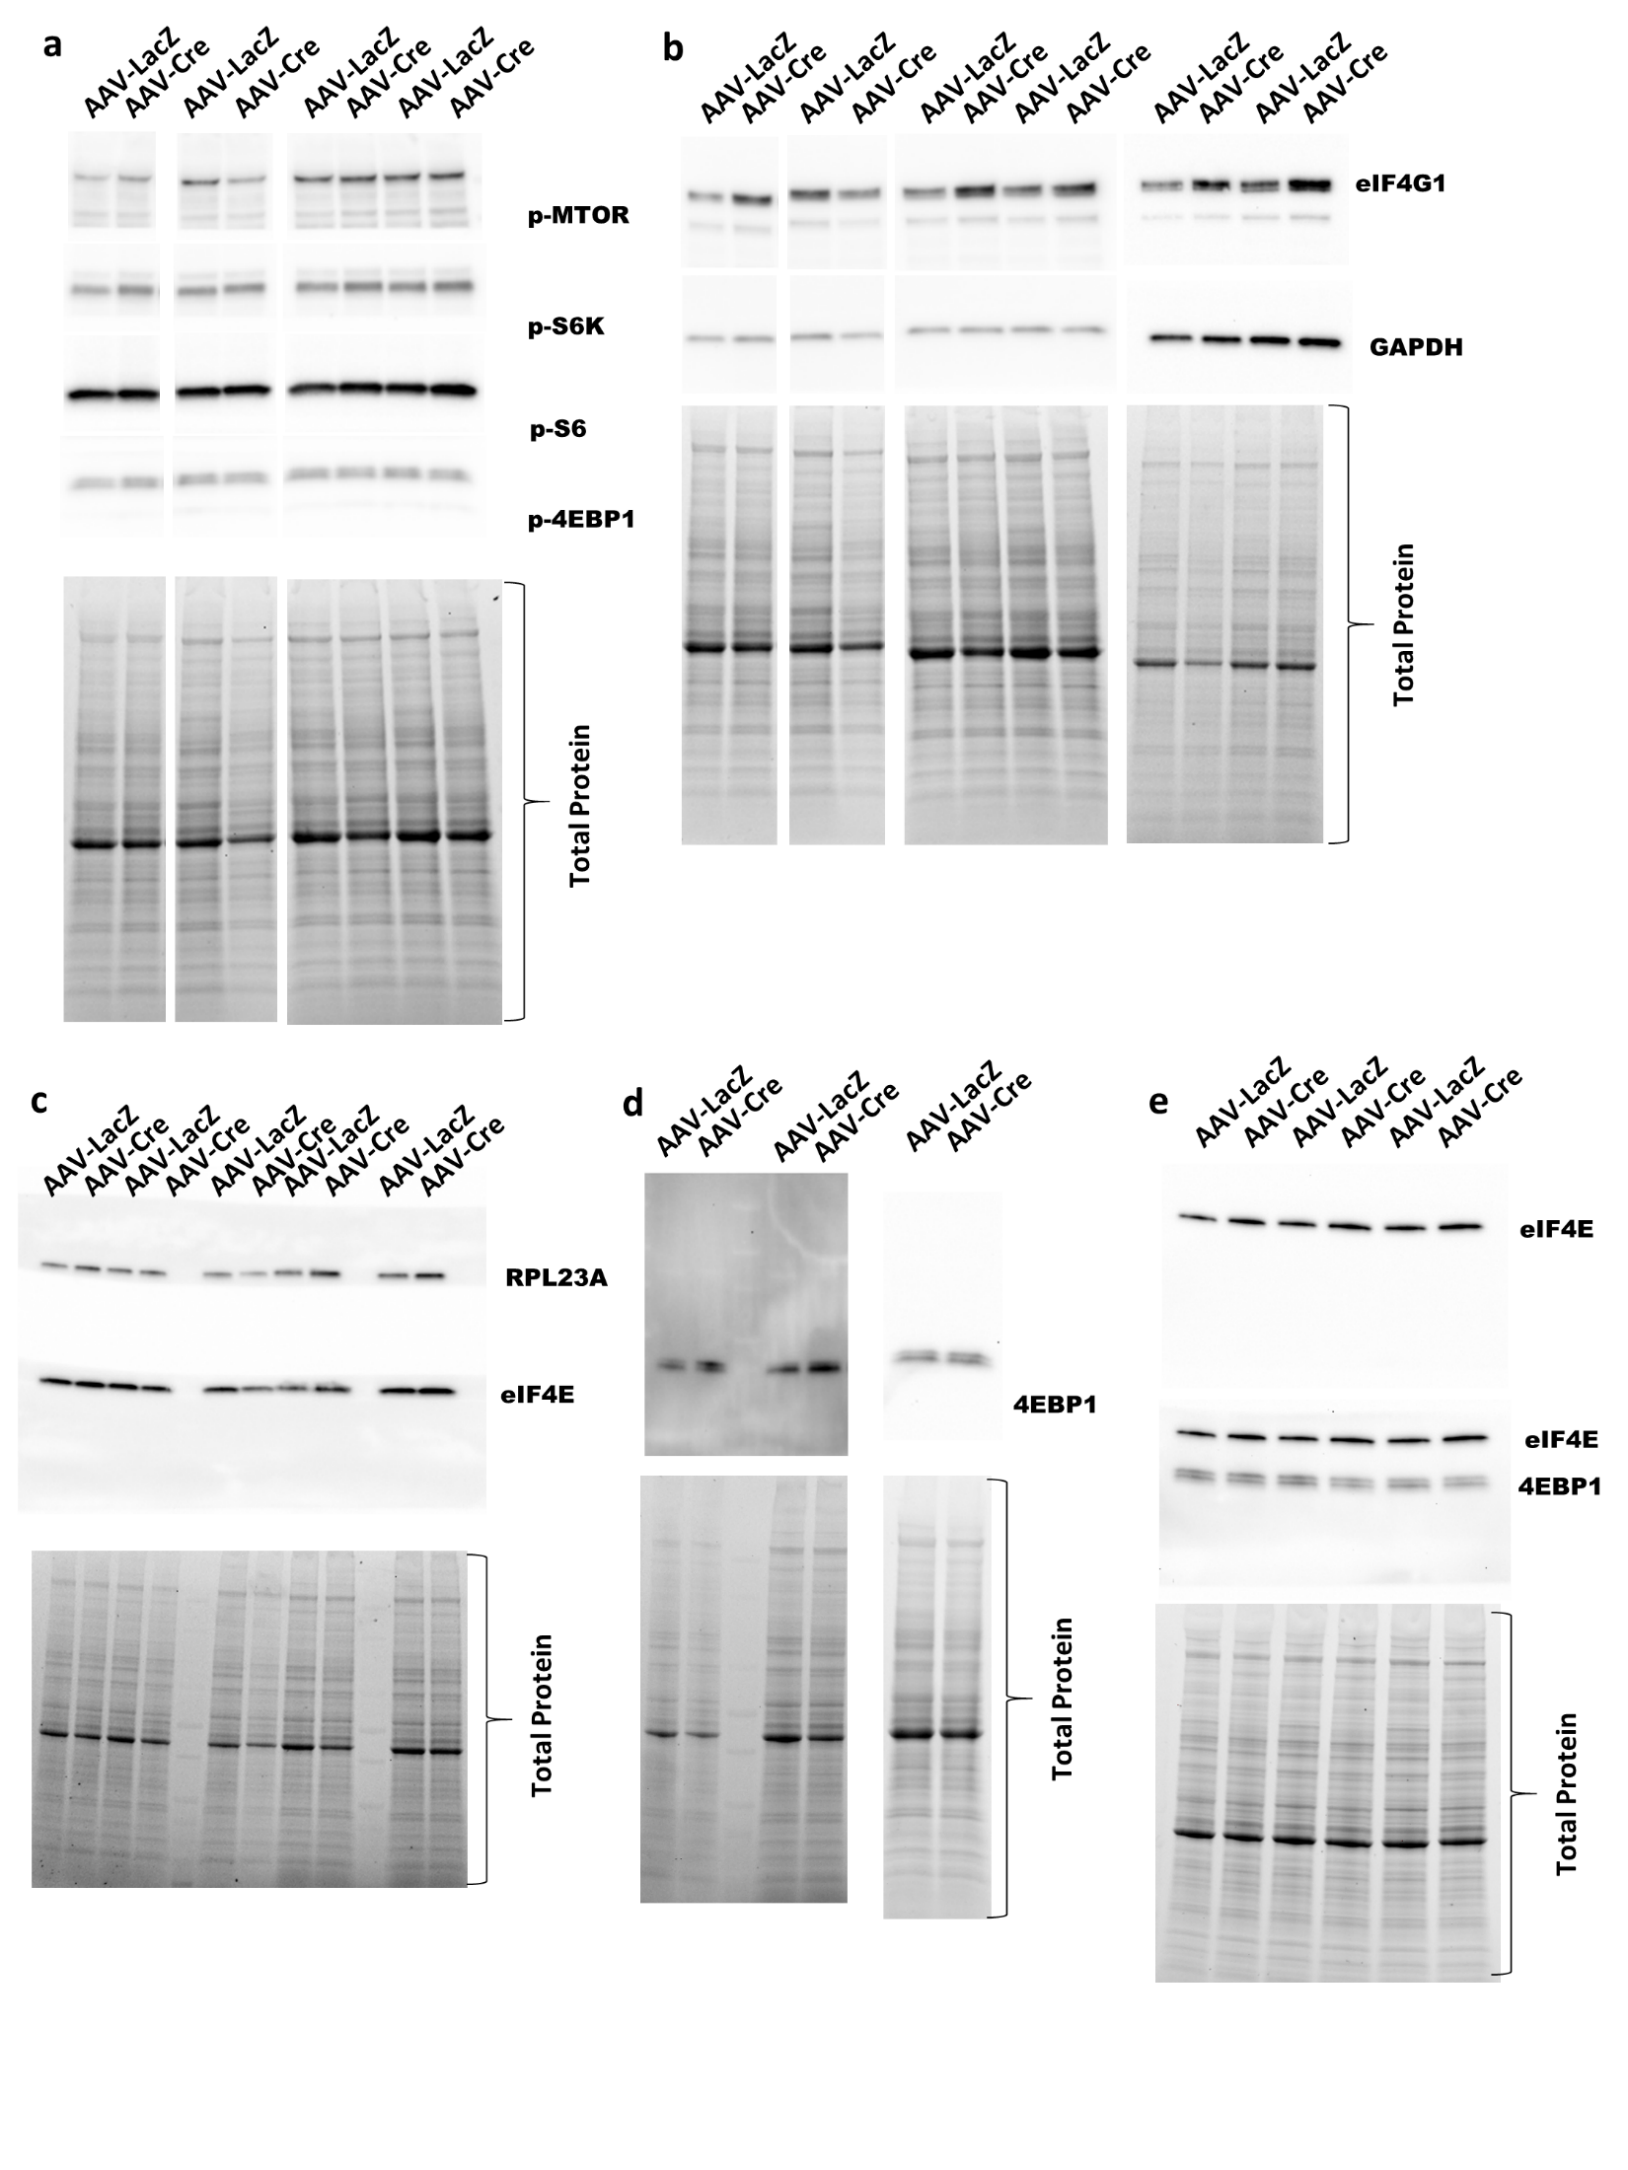

**Supplementary Figure 11: Source images for Figure 6** Panels **a** – **e** are uncropped immunoblots for Figure 6b. For panel **e** the upper blot (eIF4E) was re-probed with an antibody for 4EBP1.

1 Thoreen, C. C. *et al.* A unifying model for mTORC1-mediated regulation of mRNA translation. *Nature* **485**, 109-113, doi:10.1038/nature11083 (2012).

How the deposited data were processed for this re-analysis (not part of the article)

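RNA and ribosome footprints were measured in WT-shSCR, WT-shARF and *Arf*-/--shSCR MEFs, with 2 replicates in each of 3 groups and 2 assays. The authors clipped the adapters, split the reads by barcode, removed the molecular identifiers and the reads of rRNA and other noncoding RNA, aligned the rest to mm10 with TopHat and counted reads on coding sequences with HTSeq. The paper's methods do not name a removal of duplicate reads by molecular identifier. The deposited values are raw counts per gene, as the authors' counting left them, without normalization. A gene was placed on the genome through the GENCODE M21 annotation of GRCm38, the assembly that mm10 names. Of the 20661 genes in the files, 19809 matched by symbol, 607 by an older symbol and 245 did not match.

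From the counts, edgeR 4.0.16 in R 4.3.3 computed TMM factors over the libraries of each fit, and its quasi-likelihood F test gave the change of TE as the interaction of assay and condition over 8 libraries, and the change of RNA or footprints over 4 libraries. Genes were kept by filterByExpr, and calls had a Benjamini-Hochberg adjusted p under 0.05. The paper's tool, DESeq2 (here version 1.42.0), served as an alternative. The list of 5′-TOP genes was the one the paper prints, matched by symbol. Its shift is its median log2 fold change minus that of all other genes tested. The shift was tested with camera of limma 3.58.1 with a preset correlation between genes of 0.01. It was also set beside 10000 random lists matched on mean expression in 20 bins. Camera's p-values thus take the genes of a list as nearly independent. A permutation test with 100000 resamples was run in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. With 2 replicates per group no outlier check and no regrouping of the samples was possible, and the smallest exact permutation p is 0.33.

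Reads on genes ranged from 1578627 to 3989908 per RNAseq library, with a median of 2560632, and from 2544319 to 5157572 per ribosome profiling library, with a median of 3954735. The test was tried on simulated counts drawn from the means and library sizes of these samples. Over 10 draws, each with 200 genes changed by a log2 of 1 in TE, edgeR recovered 17.1% of the changed genes, and 7.8% of its calls were false, while DESeq2 recovered 15.6% with 5.7% false. With the listed 5′-TOP genes raised by a log2 of 0.5 in a draw, edgeR called 1 and DESeq2 called 9 of 77. In that draw single genes with changes of this size were mostly missed by both tools, while the shift of the list was found (0.48 as the median change against 0.5 simulated).

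The alternatives, written down before the data were examined, were DESeq2, RLE and upper quartile factors, TMM without the 5′-TOP and ribosomal protein genes, no filter, at least 10 counts in every library, all groups in one fit, stricter thresholds, a replicate block, a block for cultures, offsets for coding sequence length and GC content, separate control libraries and leaving out each replicate. Chosen after the data were examined were crossed replicate numbers, a further reading of a symbol on the 5′-TOP list and DESeq2's filtering at 0.1. Replicate numbers come from the sample labels, and neither the labels nor the paper state whether equal numbers share a culture or a day.

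The genes named are those the paper names in connection with the sequencing data, its 5′-TOP genes or their regulators, and, in each comparison, among called genes whose replicates all changed the same way, the 5 largest rises and 3 largest falls of TE and the 3 largest rises and 3 largest falls of RNA. The other genes listed among the TE calls and *Cdkn2b* were named after their values were seen. GO enrichment was not analysed here. *Cdkn2a* counts rose in the libraries labelled WT-shARF, so each direction of the knockdown is given by that label.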

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

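The tests of *Cdkn2b* and *Cdkn1a* below were chosen after the result was seen. The macrophage and cell-cycle patterns were first noticed in other genes, and each was then tested on listed genes whose values had not been seen.

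The libraries labelled WT-shARF held more *Cdkn2a* reads than the WT-shSCR libraries, with a log2 fold change of 3.906 in RNAseq and of 2.993 in ribosome profiling (edgeR, Benjamini-Hochberg adjusted p = 5.57e-18 and 3.49e-17, higher in 2 of 2 replicates of each assay). The paper reports the loss of ARF protein in these cells by immunoblot (Fig. 2a) and its text does not discuss these counts. A change of the whole locus was set aside by *Cdkn2b*, the neighbouring gene on chromosome 4, whose RNA changed by -0.076. Exchanged labels of the knockdown and control libraries were set aside by *Cdkn1a*, whose RNA fell by 0.73 on the log2 scale in the libraries labelled WT-shARF, in the direction of its fall in the knockout. Reads of the hairpin itself, which carries *Cdkn2a* sequence, could have been counted on the gene, and so could a true rise of *Cdkn2a* transcripts, of ARF or INK4A. Counts per gene hold no read positions, so these were not tested and cannot be told apart.

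Falls of *Apoe*, *Lyz2* and *Csf1r* in the paper's tables of RNA changes, and of these and other macrophage genes such as *Tyrobp* in the counts, led to the macrophage list. None of the genes seen was put on it, though markers of the same cells tend to move together, so the list is not independent of them. The listed transcripts were lower after knockout and in the libraries labelled WT-shARF, and the paper does not discuss them. The median log2 fold change of RNA was -2.827 after knockout (14 of 15 markers tested lower, limma camera, adjusted p = 1.8e-20; -2.311 without the 4 markers at 3 counts or fewer in both knockout libraries) and -1.044 in the libraries labelled WT-shARF (17 of 17 lower, limma camera, adjusted p = 5e-09). Of the 13 markers tested in both assays after knockout, 12 (92.3%) were lower in both, which is in line with fewer macrophages or macrophage-like cells in those cultures. The median log2 fold change of TE of the list was -0.496 after knockout (limma camera, adjusted p = 0.0086), with 11 of 18 markers lower and 7 higher. Of these markers 8 had 3 counts or fewer in both libraries of a group and assay. Among the 10 others, 9 were lower and 1 higher, with a median of -0.795 (limma camera, unadjusted p = 1.5e-05). As a set, these 10 markers fell more in footprints than in RNA after knockout. Markers were left out by the same counts that give TE, and 7 of the 18 markers but 1 of these 10 rose. The TE values thus cannot decide whether fewer cells alone explain the falls. In the libraries labelled WT-shARF the median log2 fold change of TE of the whole list was 0.211 (limma camera, adjusted p = 0.29). The falls of RNA do not separate fewer such cells from lower expression of the listed genes in the same cells. No biological explanation was tested beyond that.

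Rises of histone genes, *Top2a* and other cell-cycle genes in the same tables led to a list of further cell-cycle genes, which had a median log2 fold change of RNA of 0.871 after knockout, with 21 of 21 higher (limma camera, adjusted p = 3.3e-23), and of 0.821 in the libraries labelled WT-shARF. Their median TE changed by -0.028 after knockout. The RNA result is consistent with more dividing cells in the knockout cultures.

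The TE change of 5 genes differed between knockout and knockdown in a fit of all groups, 2 with a larger value after knockout and 3 with a smaller one, among 11603 genes tested. *Tpt1* differed by a log2 of 0.889 (standard error 0.16, adjusted p = 0.0133, edgeR) and *Zdhhc15* by 2.67 (standard error 0.51, adjusted p = 0.0295, edgeR). The others, *Atp6v1c2*, *Hist1h2bb* and *Col7a1*, were named after their values were seen. They differed by a log2 of -1.91 (adjusted p = 0.000824, edgeR), -1.12 and -1.12 (adjusted p = 0.0133 for both, edgeR). Both comparisons share the WT-shSCR libraries, which cancel in this difference, so it compares the knockout with the libraries labelled WT-shARF. *Zdhhc15* had 12 and 5 footprint reads in the WT-shSCR replicates, 14 and 16 in the libraries labelled WT-shARF and 50 and 15 in the knockout replicates. The knockout and WT cells also differ in their strain as the paper gives it, so genotype and strain cannot be told apart here.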

How the results depend on the processing

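The alternatives were written down before the data were examined, apart from crossed replicate numbers, a further reading of the 5′-TOP list and DESeq2's filtering at 0.1, which were chosen after seeing the values. The cause of a change between alternatives was not tested except where stated.

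The shift of TE of the 5′-TOP genes was above 0 with a camera p under the threshold in each fit that has a test. After knockout it ran from 0.413, against genes matched on mean expression and coding sequence length, to 0.599 with DESeq2, and after knockdown from 0.249 to 0.486, the last without WT-shSCR replicate 2. Across the 4 fits that each left out a replicate it ran from 0.47 to 0.55 after knockout and from 0.361 to 0.486 after knockdown. Fits that leave out a replicate give no gene counts, since an arm then has a single library per assay. The 7 listed genes that are not ribosomal protein genes had a shift of 0.445 after knockout and 0.252 after knockdown. After knockout their log2 fold changes of TE ran from -0.153 for *Hnrnpa1* and -0.022 for *Npm1* to 1.129 for *Tpt1*. After knockdown they ran from 0.096 for *Npm1* to 0.629 for *Eef1b2*.

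The number of genes called was the least stable result. With DESeq2 in place of edgeR, TE was higher for 65 genes (47 of them 5′-TOP) and lower for 13 after knockout and higher for 52 (39 of them 5′-TOP) and lower for 4 after knockdown. RNA was then higher for 208 and lower for 206 genes after knockout, and higher for 115 and lower for 176 after knockdown. Of the 10 genes with higher TE after knockout by edgeR, 9 were among the 65. Of the 12 with lower TE after knockout by edgeR, 5 were also called lower by DESeq2. Of the 4 with higher TE after knockdown by edgeR, 2 were also called by DESeq2. With DESeq2's filtering at 0.1 the TE counts were 67 (50 of them 5′-TOP) after knockout and 52 (39 of them 5′-TOP) higher and 4 lower after knockdown, and the RNA counts 199 and 193, and 112 and 168. Without the filter on low counts, edgeR gave 83 genes with higher TE (43 of them 5′-TOP) and 40 with lower TE after knockout, and 30 (11 of them 5′-TOP) and 10 after knockdown. With at least 10 counts in every library, 11 5′-TOP genes were called and 19 genes had lower TE after knockout, and 10 genes (3 of them 5′-TOP) had higher and 3 lower TE after knockdown. With all groups in one fit, 38 genes (27 of them 5′-TOP) had higher TE after knockout. After knockdown that fit called 0 genes, of which 0 were 5′-TOP, against 449 rises and 322 falls at an unadjusted p under 0.05, and RNA was higher for 217 and lower for 280. With an adjusted p under 0.01, 2 genes (1 of them 5′-TOP) had higher and 1 had lower TE after knockout, and 2 genes had higher TE after knockdown, of which 0 were 5′-TOP although 64 of these had an unadjusted p under 0.05. RNA counts were then 191 and 190 after knockout, and 131 and 206 after knockdown.

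RLE and upper quartile factors each gave 10 5′-TOP genes with higher TE after knockout. Upper quartile factors gave 2 genes with higher TE after knockdown, of which 0 were 5′-TOP, with 62 at an unadjusted p under 0.05. TMM without 5′-TOP and ribosomal protein genes gave 2 5′-TOP genes after knockdown. The coding sequence length offset gave 2 genes after knockdown, of which 0 were 5′-TOP, with 49 at an unadjusted p under 0.05. The GC offset gave 7 genes with lower TE after knockout, and 2 5′-TOP genes with higher TE and 2 genes with lower TE after knockdown. The share of higher among called genes after knockout was 45.5% with TMM, 55.6% with RLE or upper quartile factors, 63.2% with the GC offset, 67.5% without the filter, 73.1% with all groups in one fit, 83.3% with DESeq2, 82.7% with DESeq2's filtering at 0.1, and between 44% and 54.5% with each block, the length offset and at least 10 counts in every library. TMM without 5′-TOP and ribosomal protein genes gave the same calls after knockout as TMM.

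The replicate number was used as a block, and pairing was checked by correlating the deviations of equally numbered libraries from their group means. With at least 10 counts in every library, r was 0.007 in RNAseq and 0.012 in ribosome profiling between WT-shSCR and WT-shARF, and -0.067 and 0.036 between WT-shSCR and knockout. With at least 30 counts in every library the last RNAseq value was -0.118, so crossed numbers were also fitted. The replicate block gave 11 genes with higher and 14 with lower TE after knockout, and 28 with higher (12 of them 5′-TOP) and 7 with lower TE after knockdown, with a 5′-TOP shift of 0.533 and 0.434, both past the threshold of camera. The culture block gave 18 genes (11 of them 5′-TOP) after knockout and 32 (14 of them 5′-TOP) higher and 9 lower after knockdown. Crossed numbers gave 16 genes with higher TE (11 of them 5′-TOP), and 729 with higher and 709 with lower RNA after knockout. The replicate block with the length offset gave 16 genes with higher TE (7 of them 5′-TOP) and 5 with lower TE after knockdown, and with the GC offset 19 (8 of them 5′-TOP) and 5.

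The RNA shift of the 5′-TOP genes after knockout was near 0 and changed sign, to 0.006 with at least 10 counts in every library, to 0.035 with the length offset with or without the replicate block, to 0.05 with the GC offset and to 0.048 with both the GC offset and the block. The RNA shift after knockdown lost significance with the length offset (-0.035) and with the block as well (-0.038).

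The correlation of TE changes between knockout and knockdown was 0.0392 with WT-shSCR replicate 1 as the control for knockout and replicate 2 for knockdown, and 0.021 with them exchanged, against 0.4198 to 0.797 when a replicate was left out and 0.4948 as a rank correlation. The replicate correlations rose on the linear scale to 0.9772, 0.9828 and 0.9772 in RNAseq and to 0.9969, 0.9989 and 0.9978 in ribosome profiling, for WT-shSCR, WT-shARF and knockout. With at least 10 counts in both libraries they were 0.9655, 0.9697 and 0.9646, and 0.9664, 0.9714 and 0.9779.

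The changes of named genes below reversed. TE after knockout became positive for *Larp1*, with 0.018 by DESeq2 at either filtering, 0.014 with RLE, 0.02 with upper quartile factors, 0.111 without the filter, 0.046 in one fit, 0.027 and 0.029 with the length and GC offsets, and 0.029 and 0.032 with these and the block. For *Eif4g1* it became 0.011 by DESeq2 at either filtering, 0.008, 0.012, 0.105, 0.039 and 0.003 under the next settings in that order, and 0.002 with the length offset and the block. For *Vegfa* it became 0.024 with RLE, 0.031 with upper quartile factors, 0.122 without the filter, 0.058 in one fit, 0.033 and 0.111 with the length and GC offsets, and 0.039 and 0.115 with these and the block. For *Eif4e* it became 0.078 without the filter, 0.012 in one fit, 0.021 with the GC offset and 0.019 with that and the block. After knockdown TE of *Eif4e* became -0.043 and of *Drosha* 0.018 with the length offset, and -0.027 and 0.017 with the block as well. With the GC offset TE of *Larp1* became -0.002 and of *Cdk1* 0.035, and -0.009 and 0.023 with the block as well. RNA of *Atp5b* after knockout became 0.005 by DESeq2 at either filtering, 0.001 with RLE, 0.006 without the filter, 0.007 with at least 10 counts, and 0.059 with the GC offset with or without the block. After knockdown RNA of *Atp5b* became 0.001 with the GC offset with or without the block. RNA of *Eef2* after knockout became 0.041 with the GC offset with or without the block. RNA of *Rpl22* after knockdown became 0.001 by DESeq2 at either filtering and with at least 10 counts, 0.054 with the length offset and 0.055 with that and the block. RNA of *Vegfa* after knockdown became 0.039 with the GC offset and 0.015 with that and the block, and RNA of *Zfp934* after knockout went from 0.772 (standard error 0.393) to -0.078 with both. Of the other values of named genes, 62 passed the threshold only under an alternative, 31 lost it and 132 with no test moved by more than the replicate spread, against 2513 that kept direction and side.

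Of 77 5′-TOP genes with a simulated rise of a log2 of 0.5, edgeR called 1 and DESeq2 called 9. In the data DESeq2 called 47 after knockout and edgeR without the filter 43, against 6 by edgeR with the filter. The calls of single genes thus depended on the tool and the filter. The simulation used only the library sizes of these samples, so a limit set by depth was not tested. Higher TE in both comparisons was called for 0 genes by edgeR, with TMM, RLE or upper quartile factors, for 34 by DESeq2, for 19 without the filter, for 3 with the replicate block and for 8 with the culture block.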

Differences from the paper's values

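The paper's values are from its supplementary tables unless a figure is named. The alternatives were set before the data were examined unless stated.

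The paper's table has 68 genes with higher TE after knockout of *Arf*, against 10 here. DESeq2 (65) and no filter (83) fell within the rule for no difference, and so did DESeq2's filtering at 0.1 (67), which was chosen after seeing the values. The other alternatives did not. After knockdown the paper's table has 49 genes with higher TE, against 4 here, and DESeq2 gave 52, as did DESeq2's filtering at 0.1. No other alternative closed that gap. The paper's table has 4 genes with lower TE after knockdown, against 0 here (321 at an unadjusted p under 0.05). DESeq2 gave 4, at either filtering, at least 10 counts in every library gave 3, and the replicate block with the length or the GC offset gave 5.

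For RNA after knockout the paper's table has 199 genes higher and 193 lower, against 420 and 425 here. DESeq2 gave 208 and 206, the filtering at 0.1, chosen after seeing the values, gave 199 and 193, and an adjusted p under 0.01 gave 191 and 190. For RNA after knockdown the paper's table has 113 higher and 173 lower, against 327 and 438 here. DESeq2 gave 115 and 176, the filtering at 0.1 gave 112 and 168, and an adjusted p under 0.01 gave 131 and 206.

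The paper shows about 49 5′-TOP genes with higher TE after knockout in Fig. 2f, read by eye, against 6 here. DESeq2 gave 47, no filter gave 43 and the filtering at 0.1, chosen after seeing the values, gave 50. The paper's log2 fold change of TE after knockout is 0.0177 for *Larp1*, with a standard error of 0.234, against -0.017 here, and 0.011 for *Eif4g1*, with a standard error of 0.162, against -0.024 here. The signs differ, and both values are smaller than their standard errors. DESeq2 gave 0.018 and 0.011, at either filtering. For both genes the sign was also the paper's with RLE and upper quartile factors, no filter, one fit of all groups, the length offset with or without the replicate block, and without WT-shSCR replicate 1 or knockout replicate 1. For *Larp1* it was so with the GC offset as well, with or without the block.

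The replicate correlations of Supplementary Fig. 2b, read by eye, are about 0.98 in RNAseq, against 0.9504 for WT-shSCR, 0.9543 for WT-shARF and 0.9519 for knockout here, and about 1 in ribosome profiling, against 0.9469, 0.9562 and 0.9637. On the linear scale the values here were 0.9772, 0.9828, 0.9772, 0.9969, 0.9989 and 0.9978, and the gap closed for each of the 6 pairs. With at least 10 counts in both libraries it did not close.

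Of the paper's 82 genes with changed TE after knockout, 13 were called here by edgeR, 77 by DESeq2 and 80 by DESeq2 with the filtering at 0.1, chosen after seeing the values. Of its 53 after knockdown, 2 were called by edgeR and 53 by DESeq2. Of each of the paper's tables 1999 rows were read, and 1870 to 1997 genes per table were compared. Over these genes the log2 fold changes of DESeq2 here had a correlation of 1 with the paper's, and the largest difference was 0 after rounding. The paper describes a rise of TE for *Pabpc1*, *Rpl23a*, *Rpl22* and *Eef2*, and the log2 fold changes here were above 0 in both comparisons, with none past the threshold over all genes tested by edgeR.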

Other observations

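The fits with offsets for coding sequence length and GC content and with separate control libraries were planned before the data were examined. The tests of length and GC content were worded after trends of other genes with them had been seen, and the tests of the covariance and of the shift under single controls were chosen after the result was seen.

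The rise of TE of the 5′-TOP genes was set against technical explanations. Genes with short coding sequences had a slightly higher TE even outside the list, with a median of 0.17 after knockout and 0.14 after knockdown at up to 300 nt, and the listed genes are short. With the length trend removed the shift was 0.483 after knockout and 0.343 after knockdown, and with the GC trend removed 0.501 and 0.399. Against genes matched on mean expression it was 0.489 and 0.379. A size factor moves listed and other genes alike, so the choice of scaling was not a test of the shift. Among the 77 genes, the number of named pseudogenes had a rho with the TE change of 0.094 after knockout and -0.13 after knockdown (permutation tests, adjusted p = 0.415 for both). With a single control library per assay the lowest shift of the 4 fits was 0.361, after knockdown. The offsets, the match on expression and the single controls each left most of the shift, though part of it goes with length: matching on expression and length left 0.413 and 0.249. The pseudogene test compares listed genes with each other and says nothing of the size of the shift, so an effect of uncounted reads on the whole list is not excluded. In a fit of all groups the 5′-TOP shift was larger after knockout than after knockdown by 0.086, with 55 of 77 genes higher.

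The correlation of TE changes between knockout and knockdown is in line with noise of the shared WT-shSCR libraries, since with separate control libraries r averaged 0.03, over the genes of those fits. Single controls add noise that lowers r but leaves the covariance in place, and over the 11084 genes of both comparisons 12.8% of the covariance was kept. Among the 2771 genes with the highest expression 42.4% was kept, so a part of the correlation may be common to both comparisons there. A first form of this test compared r for RNA, which went from 0.633 to 0.331, and was replaced because TE is noisier than RNA, so it could not decide. For RNA 65.5% and for footprints 64.9% of the covariance was kept.

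RNAseq values belong beside qPCR claims of the paper only as observations. After knockout *Tpt1* RNA changed by a log2 of -0.56 (adjusted p = 0.0269, edgeR) and *Pabpc1* RNA by -0.56 (adjusted p = 0.0738, edgeR), while *Eef2*, *Rpl23a* and *Rpl22* changed by -0.04, -0.21 and -0.23. The RNA of *Eif4g1* and *Larp1* changed by 0.05 and 0.07 after knockout. *Mdm2* RNA fell by 1.16 after knockout (adjusted p = 0.00111, edgeR) and by 0.74 in the libraries labelled WT-shARF (adjusted p = 0.00743, edgeR).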
